# PolySUMOylation of PCNA and Rad52 restricts centromeric recombination in fission yeast

**DOI:** 10.1038/s41467-025-65862-1

**Published:** 2025-12-02

**Authors:** Katarzyna Markowska, Ireneusz Litwin, Dorota Misiorna, Julia Kończak, Aleksandra Bogdańska, Paulina Tomaszewska, Michał Tracz, Mika Haenen, Karol Kramarz

**Keywords:** Stalled forks, Homologous recombination, Sumoylation

## Abstract

SUMOylation, a conserved post-translational modification in eukaryotes, regulates protein function, localization, and stability. However, the role of SUMO chains in genome maintenance is still emerging. Using *Schizosaccharomyces pombe*, we show that loss of SUMO chains results in spontaneous replication stress, DNA damage, and elevated centromeric recombination. To investigate SUMO-dependent interactome at the sites of Rad52 repair, we used a split-SUMO-ID proteomics approach. It allows the analysis of local SUMOylation content at the Rad52 repair sites, and enabled the identification of the essential replication factor PCNA. We found that SUMO chain-modified PCNA antagonizes Rad8-mediated PCNA polyubiquitination, modulating the choice of post-replication repair pathways at stalled forks within centromeres. In the absence of polySUMOylation, excessive PCNA polyubiquitination drives elevated recombination at centromeres. Artificial tethering of a SUMO chain to Rad52 suppresses this defect. Our findings uncover an essential role for SUMO chains in centromere maintenance by modulating DNA repair pathway choice under endogenous replication stress.

## Abstract (web summary)

SUMOylation is a key regulator of genome stability. Here, the authors show that SUMO chain modification of PCNA and Rad52 controls DNA repair pathway choice, preventing excessive recombination and maintaining centromere integrity under endogenous replication stress.

## Introduction

Eukaryotic genomes are threatened by numerous factors of endogenous and exogenous sources. Even under unchallenged conditions, replicating genomes are prone to mutations as a result of replication fork (RF) stalling on a plethora of endogenous obstacles, difficult-to-replicate regions, or collisions with transcription machinery, collectively referred to as replication stress (RS)^1^. RF arrest can lead to the formation of single-stranded DNA (ssDNA) gaps and even double-stranded breaks (DSBs) upon dissociation of replisome components^2^. In human cells, RS has emerged as a central determinant of genomic instability during the early stage of tumorigenesis^3^. Salvage pathways that enable the completion of distorted replication are collectively known as the replication stress response (RSR)^4^. Among these, homologous recombination (HR) is a key mechanism ensuring faithful genome duplication. Canonical HR involves binding of Rad51 recombinase to ssDNA, homology search, and resolution of branched DNA structures. In yeast, the Rad52 mediator removes replication protein A (RPA), which protects ssDNA, to facilitate Rad51 loading. To avoid uncontrolled endonucleolytic digestion of collapsed forks and their conversion into DSBs, cells stabilize and protect stalled forks in a Rad51-dependent manner^5^. Subsequently, either a merger with late-fired converging forks occurs, also requiring Rad51 fork protection, or arrested forks are actively restarted by HR mechanisms^6^. The choice of the appropriate repair pathway at stressed RFs may be regulated by various post-translational modifications (PTMs)^7^. In particular, modifications of the essential DNA replication factor—proliferating cell nuclear antigen (PCNA) at K164 with ubiquitin have been shown in budding yeast to channel DNA repair into post-replication repair (PRR), whereas K164 SUMOylation inhibited HR^8^. The PRR pathway comprises two branches: error-prone translesion synthesis (TLS) and error-free template switching (TS), which may involve Rad51 activity. In chicken DT40 cells, PCNA SUMOylation at K164 has been also implicated in the release of replication blocks by error-free TS^9^. Altogether, HR is a potent anti-tumor mechanism essential for preserving genome stability in humans^10^.

SUMO (small ubiquitin-like modifier) is one of the key PTM that regulates metabolic processes and is crucial for cell survival. However, unlike ubiquitin, SUMO is not an abundant modification. SUMOylation, the covalent attachment of SUMO to target proteins, controls gene expression, DNA replication, cell cycle progression, and genome stability^11^. Importantly, SUMO levels are often upregulated in many types of cancer, and SUMO inhibition can reduce cancer cell proliferation^12^. However, inhibition of SUMOylation also causes toxicity in normal cells, as mutations in SUMO pathway enzymes often lead to synthetic lethality or disease, from yeast models to mice^13,14^. Thus, a detailed understanding of SUMO biology is essential. SUMOylation affects the activity, localization, or stability of modified proteins^15^. Similar to ubiquitin, SUMO is transferred to substrates through an enzymatic cascade involving E1 activating enzyme, E2 conjugating enzyme, and E3 SUMO ligases, which enhance the specificity of SUMO attachment to target proteins^16^. In unicellular fission yeast, SUMO is encoded by a single gene (*pmt3*^*+*^), whereas in humans, five SUMO paralogs (SUMO1–5) are expressed^17,18^. Nearly three decades of studies using yeast and other models suggested that monoSUMOylation promotes the repair of damaged DNA, and multiple proteins, including HR factors, can undergo simultaneous SUMOylation, referred to as a SUMO clouds^13,19^. Another feature of SUMO, similar to ubiquitin, is its ability to form polymeric chains. SUMO chains are detectable under normal, unstressed conditions and increase markedly in response to RS. These chains can target proteins for proteasomal degradation by recruiting SUMO-targeted ubiquitin ligases (STUbL)^20,21^.

Each eukaryotic genome contains difficult-to-replicate regions, including centromeres—essential chromatin loci that facilitate the assembly of the multiprotein kinetochore complex and are thus crucial for accurate DNA segregation. In fission yeast, centromeres are repetitive structures, resembling human centromeres. A central non-repetitive core region (*cnt*) is flanked by inverted innermost repeats (*imr*) and a series of outer repeats (*otr*)^22^. The H3 histone variant CENP-A (a kinetochore-specific histone), called Cnp1 in *Schizosaccharomyces pombe*, is localized at *cnt* and, to some extent, *imr*, but is excluded from *otr*^23^. The outer repetitive centromeric region is constitutively silenced by heterochromatin^24^. Centromeres are closely linked to SUMOylation; in particular, polySUMOylation of Constitutive Centromere Associated Network proteins leads to their delocalization from centromeres^25,26^. Interestingly, human RAD51 was shown to promote centromere stability by regulating CENP-A loading into the core region^27^. In *S. pombe*, loss of SUMOylation has detrimental effects on heterochromatin formation at the centromeric locus^28^.

The RSR was proposed to rely on SUMOylation waves that target multiple components of replisomes (SUMO clouds)^19^. Here, we investigated the role of SUMO chains in the DNA metabolism of fission yeast. We found that the loss of SUMO chains leads to elevated, endogenous RS and spontaneous DNA damage, accompanied by increased recombination events. Hotspots of replication arrest and Rad51/Rad52 enrichment in SUMO chain-deficient cells occur at centromeres. We optimized SUMO-ID^29^ proteomics in fission yeast to identify potential components of SUMOylation clouds at the sites of Rad52-dependent repair. This approach enabled us to identify PCNA as a polySUMOylation target that limits recombination at centromeres by modulating the activation of PRR pathway. Furthermore, we show that artificial attachment of SUMO chains to Rad52 abolish centromeric recombination. Our work provides evidence that SUMO chains are essential for resolution of spontaneous RS at centromeres.

## Results

### SUMO chains diminish endogenous replication stress

To investigate the role of SUMO chains in DNA metabolism, we used a SUMO variant in which all lysines were substituted with arginines (*pmt3-KallR*^*SUMO-KallR*^), allowing conjugation to substrates but preventing chain formation (Supplementary Fig. 1a). The main SUMO-chain acceptor sites (K14, K30) are located in the disordered N-terminal region of Pmt3^30^. *SUMO-KallR* mutation did not impair growth compared to the SUMO-devoid strain (*pmt3Δ*^*SUMOΔ*^, Supplementary Fig. 1b). *SUMO-KallR* variant exhibited a reduction in high molecular weight (HMW) SUMO conjugates, as previously reported for *SUMO-K14,30R*^30,31^, but showed efficient substrate conjugation without accumulation of free mono-SUMO compared to WT strain (Supplementary Fig. 1c, red arrow).

Elevated RS and spontaneous DNA damage lead to the accumulation of ssDNA and repair proteins at arrested RFs. Loss of SUMO chains led to elevated Ssb3-YFP (RPA) foci in untreated *SUMO-KallR* cells, though less than in *SUMOΔ* (Fig. 1a and Supplementary Fig. 1d). We also noticed accumulation of Rad52 foci in *SUMO-KallR* mutant, indicating increased spontaneous DNA damage or compromised disassembly of protein complexes at DNA damage foci (Fig. 1b and Supplementary Fig. 1e). We did not observe any significant changes in Ssb3, Rad52, or Rad51 protein levels by Western blotting (Supplementary Fig. 1f–h). Spontaneous DNA damage results in DNA damage checkpoint activation, and SUMO mutants showed auto-phosphorylation of Chk1 kinase (Fig. 1c). We also assessed Rad51-DNA binding and observed increased Rad51 foci in the *SUMO-KallR* mutant by immunofluorescence (Fig. 1d, e). To explore whether SUMO chain-deficiency directly enhances endogenous RS, we verified EdU incorporation into replicating DNA in WT and *SUMO-KallR* strains. EdU signal in non-septated cells marks delayed DNA replication into the G2 phase. Loss of SUMO chains significantly increased the number of non-S-phase cells undergoing DNA synthesis compared to WT (Fig. 1f, g). These results demonstrate that SUMO chains are important for mitigating endogenous RS and DNA damage.

**Fig. 1:**
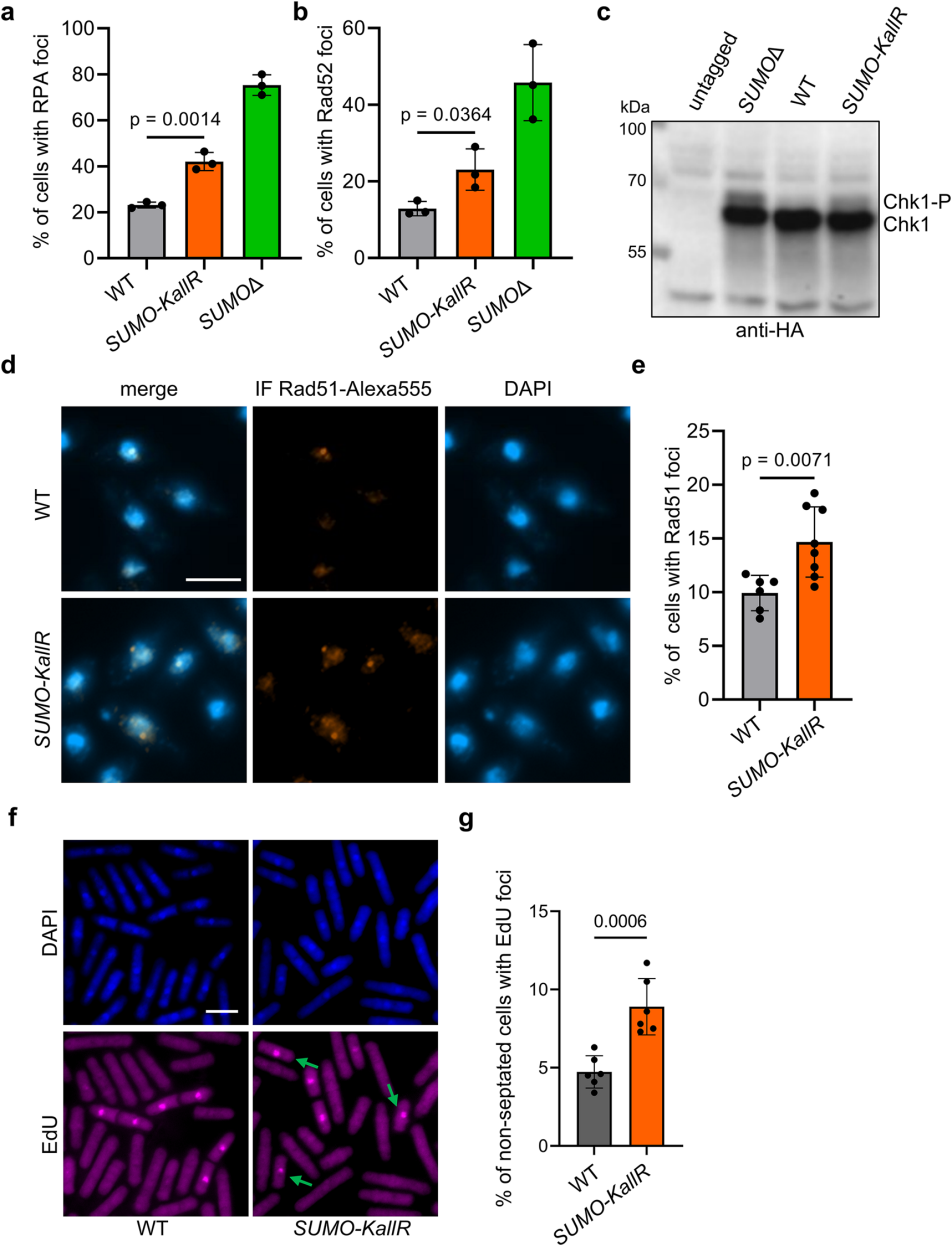
Loss of SUMO chains leads to elevated replication stress and spontaneous DNA damage. **a**, **b** % of cells forming RPA (Ssb3-YFP) and Rad52-YFP foci, respectively, in indicated strains. Dots represent values obtained from three independent biological experiments. Error bars show the standard deviation (SD) about the mean values. At least 500 cells were analyzed for each strain per single experiment. Two-sided Student’s *t*-test was used to calculate the *p*-values. **c** The cell cycle DNA damage checkpoint activation in indicated strains. Auto-phosphorylation of Chk1-HA kinase (Chk1-P, phosphorylated form visible as slower migrating band) was confirmed by Western blot with anti-HA antibody of total protein extracts isolated from exponentially growing cultures. An untagged WT strain was included as a control for antibody specificity. **d** Example of immunofluorescence images of logarithmic WT and *SUMO-KallR* cells expressing native Rad51 probed with anti-Rad51 (primary) and anti-Rabbit Alexa Fluor 555 (secondary) antibody. Chromatin was stained with DAPI fluorescent dye. Scale bar = 5 μm. **e** quantification of cells forming Rad51 foci in indicated strains (shown as %). Dots represent values obtained from independent biological experiments (*n* = 6 for WT and *n* = 8 for *SUMO-KallR*). At least 600 cells were analyzed for each strain for a single experiment. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. **f** Example of immunofluorescence images of EdU incorporation in logarithmic, septated (S-phase) and non-septated (G2 phase), WT and *SUMO-KallR* cells. The position of nuclei was determined by DAPI staining. Scale bar = 10 μm. **g** quantification of non-septated cells forming EdU foci in G2 phase, marking delayed DNA replication, occurring outside S-phase in indicated strains (shown as %). Dots represent values obtained from 6 independent biological experiments. At least 600 cells were analyzed for each strain for a single experiment. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. Source data are provided as a Source data file.

### SUMO chains fine-tune recovery from exogenous replication stress

Loss of SUMO chains leads to sensitivity to RS-generating drugs (methyl methanesulfonate (MMS) and hydroxyurea (HU)) but not to phleomycin-induced DSBs or UV-mediated DNA damage (Supplementary Fig. 2a). To determine whether SUMO chains contribute to the resolution of replication intermediates, we performed pulsed-field gel electrophoresis of intact chromosomes from HU-treated cells. WT completed genome duplication during the course of the experiment, whereas the *SUMO-KallR* mutant displayed delayed resolution of replication intermediates (Supplementary Fig. 2b, c). The *SUMOΔ* strain was unable to resolve replication intermediates throughout the experiment (Supplementary Fig. 2b, c). Flow cytometry analysis of cell cycle from samples taken in parallel to PFGE revealed that *SUMO-KallR* mutant progressed more slowly through S phase compared to WT (Supplementary Fig. 2e, red arrows). *SUMOΔ* mutant showed poor synchronization in HU and a markedly disrupted transition to G2. Monitoring recovery from HU-arrest at 10-min intervals confirmed delayed S-phase progression in the *SUMO-KallR* mutant (Supplementary Fig. 2f). These findings indicate that SUMO chains are required for efficient recovery from drug-induced replication arrest.

Replication restart rely on HR factors and SUMO alleles are known to show synthetic lethality with recombination mutants^30^. Although *SUMO-KallR* was viable with *rad51Δ* or *rad52Δ*, the double mutants were more sensitive to RS than the single mutants (Supplementary Fig. 3a, b). Considering enhanced endogenous DNA damage in *SUMO-KallR* and its genetic interaction with HR genes, we examined Rad52 foci dynamics after MMS treatment. While *SUMO-KallR* cells showed more Rad52 foci in logarithmic culture, MMS exposure equalized foci numbers between WT and mutant (Supplementary Fig. 3c). In WT, the number of Rad52 foci increased further after 2 h of growth in fresh, drug-free medium, consistent with ongoing repair of DNA damaged by MMS. Upon recovery, WT cells gradually resolved Rad52 foci, whereas *SUMO-KallR* cells induced more persistent Rad52 foci after drug-removal (Supplementary Fig. 3c). Chk1 phosphorylation upon MMS treatment was not altered in the absence of SUMO chains (Supplementary Fig. 3d). During the course of microscopy experiment, the Chk1-P was not shut down, with no major differences between WT and *SUMO-KallR* mutant (Supplementary Fig. 3e). These results suggest that SUMO chains facilitate recovery from RS and resolution of recombination repair centers.

### SUMO chains promote correct organization of centromeres by restricting Cnp1^CENP-A^ deposition to central domains of centromeres

Given the increased spontaneous RS in *SUMO-KallR* mutant, we examined RPA (Ssb3-YFP) colocalization with centromeres, a well-known difficult-to-replicate locus. Using Mis6-RFP (a CENP-I ortholog, marking the inner kinetochore^32^) in WT and *SUMO-KallR* backgrounds (Fig. 2a), we observed a twofold increase in RPA-centromere colocalization in *SUMO-KallR* mutant (~ 25% of cells) compared to WT (~ 12% of cells, Fig. 2b). This raised the possibility that centromeres in the *SUMO-KallR* mutant may suffer from local RS. First, we examined the resistance of strains to thiabendazole (TBZ), a microtubule poison that decreases viability of strains with disrupted structure/maintenance of centromeres^33^. While the *SUMOΔ* strain was inviable on TBZ, *SUMO-KallR* mutant showed increased TBZ sensitivity compared to WT (Fig. 2c). Since SUMO is implicated in heterochromatin assembly at centromeres^28^, we examined whether SUMO chains influence this process. Using *ura4+* or *ade6+* reporters inserted into centromeric *dg* repeats of the *otr1* (Supplementary Fig. 4a)^34^, we showed that introduction of *SUMO-KallR* into the *swi6Δ* background (abolished heterochromatin formation^35^) or WT did not affect the growth on 5-FOA and selective media (Supplementary Fig. 4b, c). As expected, *swi6Δ* and *swi6Δ SUMO-KallR* expressed *ura4+* gene, in contrast to WT and *SUMO-KallR* alone (Supplementary Fig. 4d), indicating that heterochromatin formation was unaffected by the loss of SUMO chains.

**Fig. 2:**
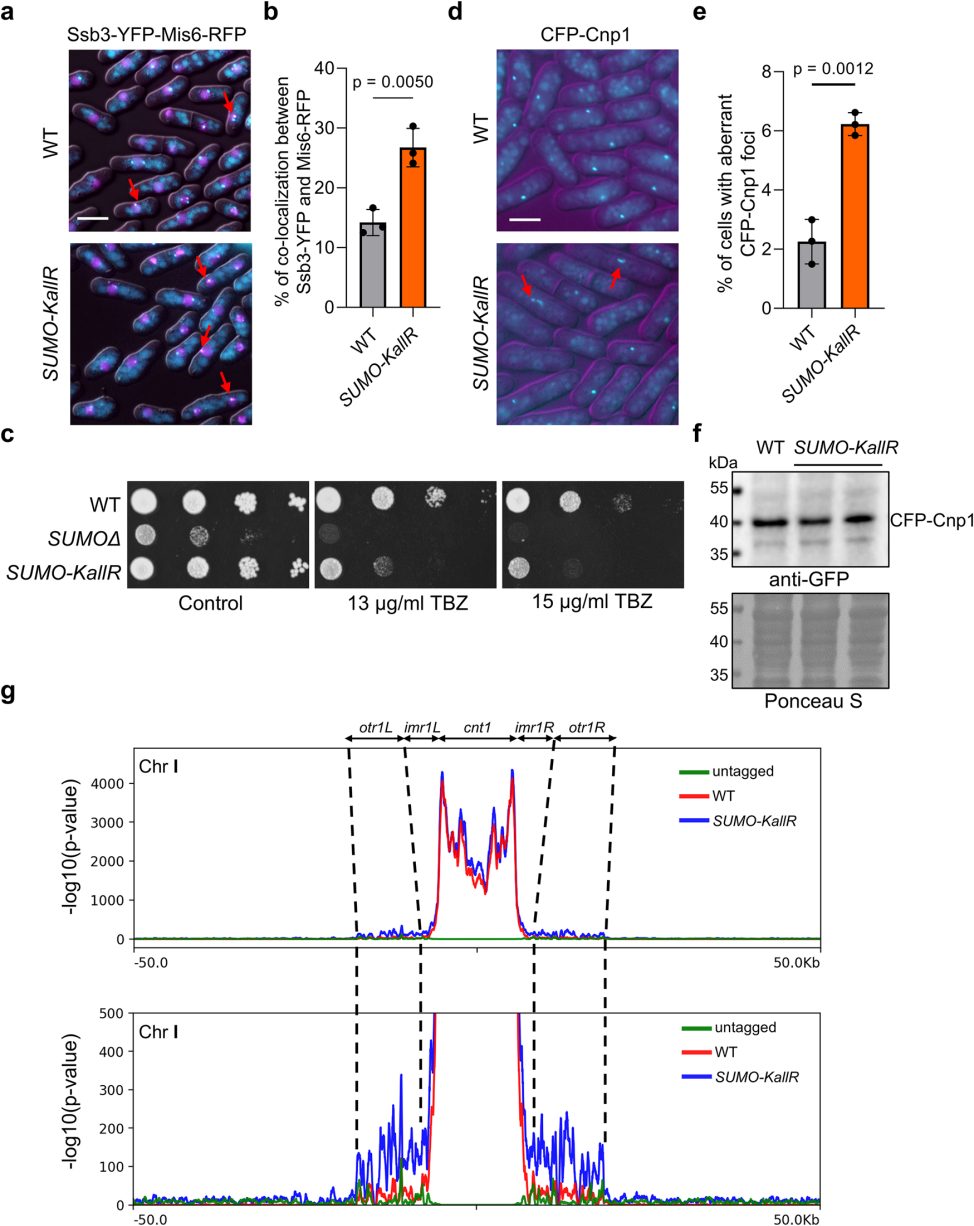
SUMO chains control centromere maintenance. **a** Examples of co-localization between RPA and centromere as a merged bright-field (DIC), with fluorescence images (RFP, YFP) of logarithmically growing WT and *SUMO-KallR* cells expressing endogenous Mis6-RFP and Ssb3-YFP proteins. Red arrows indicate co-localization events between two proteins. Scale bar = 5 μm. **b** % quantification of co-localization between RPA and centromeres in cells of indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, 200–300 cells were analyzed for each strain. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. **c** Cell growth assay of indicated strains. Tenfold serial dilution of exponential cultures were dropped on YES agar plates containing TBZ thiabendazole. **d** Example of fluorescence images of logarithmically growing cells expressing endogenous CFP-Cnp1 fusion protein in indicated strains. Red arrows indicate aberrant CFP-Cnp1 foci. Scale bar = 5 μm **e** % quantification of cells forming aberrant Cnp1 foci in indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, at least 500 cells were analyzed for each strain. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p* values. **f** Expression of CFP-Cnp1 analyzed by Western blot with anti-GFP antibody of total protein extracts isolated from exponentially growing cultures of indicated strains. A Ponceau S-stained blot shows equal amounts of total proteins loaded onto the gel. Representative blot from *n* = 3 biological replicates. **g** Calibrated ChIP-seq profiles of CFP-Cnp1 around fission yeast centromere on chromosome I in indicated strains. Logarithmic cultures of indicated strains were mixed with budding yeast calibrator aliquot (exponential culture of Scc1-Pk) and extracted DNA was used to construct DNA libraries and NGS analysis. The central part of *cnt* was set as 0. The range of central domain and *otr* region are designated with black dashed lines. The upper panel presents locus around the centromere with values on *Y*-axis, that present -log10(*p*-value) set up to 4000 to cover the signal from the core of centromere, whereas bottom panel scale on *Y*-axis was set to 500 to clearly examine the enrichments of Cnp1. Source data are provided as a Source data file.

Improper loading of CENP-A core histone disrupts centromeric organization and leads to chromosomal instability^36^. To verify whether centromeric structure is altered in the *SUMO-KallR* mutant, we used fluorescent microscopy to examine centromeric foci of CFP-Cnp1^CENP-A^ in logarithmic *S. pombe* cells. In WT cells, single dots corresponding to clustered centromeres at the spindle pole body (SPB) were observed, while in *SUMO-KallR*, aberrant, elongated CFP-Cnp1 foci appeared more frequently (Fig. 2d, e). This suggested that Cnp1^CENP-A^ may spread to ectopic sites. This alteration in Cnp1 distribution was not associated with changes in protein levels (Fig. 2f). To directly examine Cnp1 distribution at centromeres, we performed chromatin immunoprecipitation (ChIP) of CFP-Cnp1 from WT and *SUMO-KallR* cells, and found significantly more Cnp1 in the *SUMO-KallR* mutant, not only in the *cnt* region, but also within the *dg* outer repeats (Supplementary Fig. 5a, b). 

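CFP-Cnp1, the CENP-A histone variant of fission yeast fused to a fluorescent protein, was immunoprecipitated with an anti-GFP antibody from WT cells and from *SUMO-KallR* cells. An untagged strain, which has no CFP-Cnp1, shows what the antibody brings down without its target. Each of the 3 strains gave 1 ChIP library and 1 input library. No strain has a replicate, so differences between strains cannot be set against an experimental error and no test of a difference between them was made. An aliquot of budding yeast cells was mixed into each culture before crosslinking and served as the calibrator. The paper's Reporting Summary gives 20634370 uniquely mapped reads for the untagged ChIP, 16166467 for WT and 20908005 for *SUMO-KallR*, with reads of 150 bases. It gives 16273787, 19874842 and 15567253 uniquely mapped reads for the 3 inputs in the same order. The authors trimmed the reads, mapped them with Bowtie2 to ASM294v2 and to the budding yeast genome, and removed duplicates and reads from rDNA and mitochondrial DNA. They computed a background from the input, scaled ChIP and input to the same depth, calibrated by the spike-in and called peaks with MACS3 in each ChIP library by itself. The labels of the series add that a stricter removal of background was later applied to the 3 ChIP libraries. The values here come from the 3 resulting lists of peaks, and the inputs were not used on their own. The height of a peak, the authors' score taken as the highest −log10(*p*-value) within it, serves only to describe or rank peaks of the same list. A peak has 1 summit whatever its width, so a broad peak gives no height for the rest of its length. The parts of the centromeres were located in the sequence of ASM294v3, on which the chromosomes are those of the authors' build, and a peak was assigned to a centromere if it overlapped it by at least 1 bp.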

To further characterize Cnp1 distribution and assess its global localization in the *SUMO-KallR* mutant, we used a calibrated ChIP-seq approach^37^. 

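In the untagged strain no peak lay over *cnt*, the core of the centromere, on any of the 3 chromosomes. Peaks covered 25.4% of its central domain, which is *cnt* with the inner repeats (*imr*) on both sides, and the covered stretches lay in *imr*. With CFP-Cnp1, peaks covered the whole of *cnt* on each chromosome, and they covered 98.8% of the central domain in WT and 99.1% in *SUMO-KallR*. The *otr*, the outer *dg* and *dh* repeats, measured 95.2 kb in all and was under peaks over 83.6% of its length in the untagged strain, 83.4% in WT and 97.2% in *SUMO-KallR*. On chromosome I the highest peak of both tagged strains had its summit in the right *imr*, at 3776264 with a height of 4139.3 in WT and at 3776228 with a height of 4371.2 in *SUMO-KallR*. On chromosome II it lay in the left *imr*, at 1619919 with a height of 3709.0 in WT and at 1619790 with a height of 3889.9 in *SUMO-KallR*. On chromosome III it lay at 1105152 in the right *imr* in WT, with a height of 4098.7, and at 1094093 in the left *imr* in *SUMO-KallR*, with a height of 4789.1. Both *imr* of a centromere belong to an inverted repeat whose arms were 99.2% identical on chromosome I, 99.8% on chromosome II and 99.4% on chromosome III. Of the 150-base sequences that start in a part, 64.2% occurred only once in the genome in *cnt*, 5.04% in *imr* and 6.25% in *otr*, against 97.5% outside the centromeres.

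**Figure D1:**
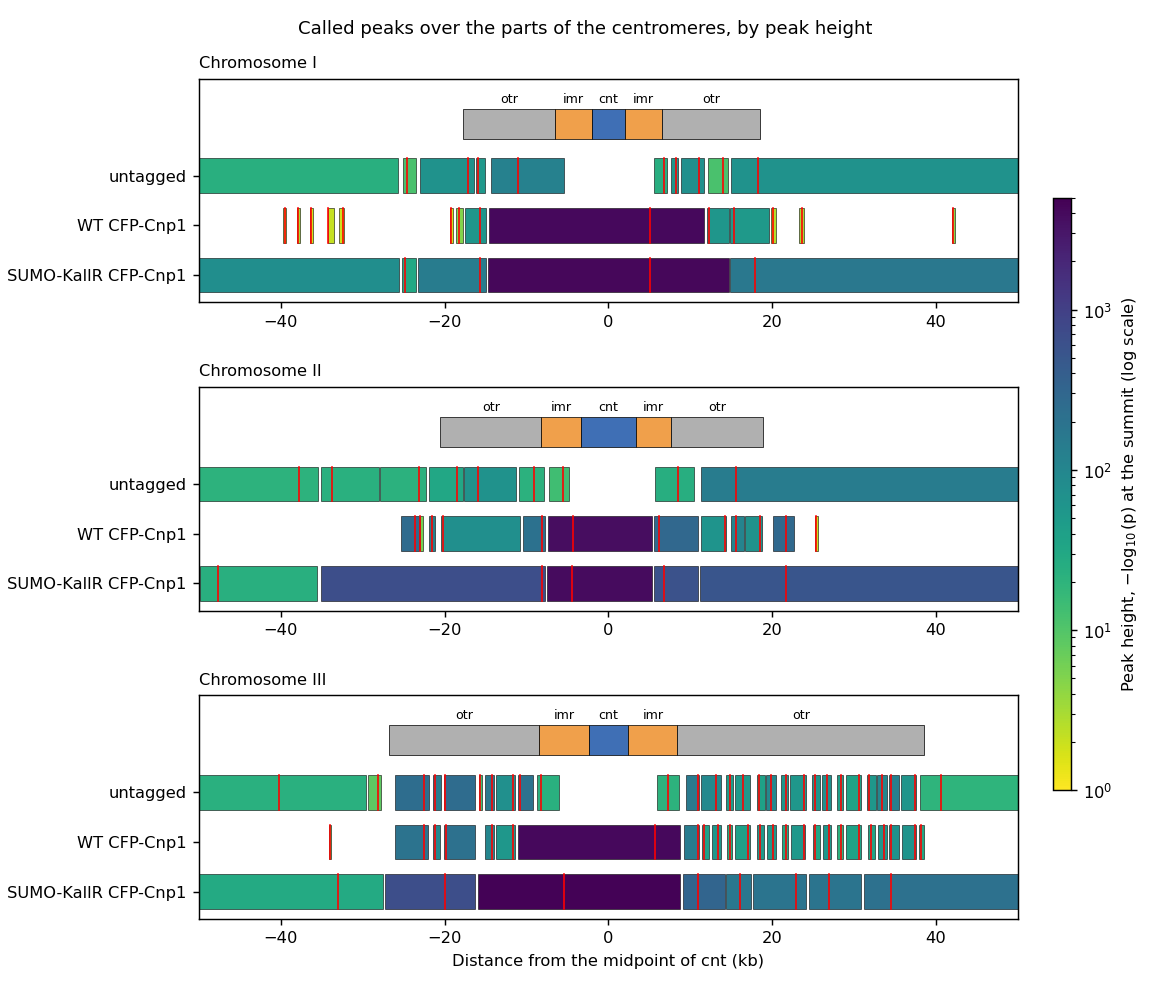
Called peaks within 50 kb of the midpoint of *cnt* on each chromosome, with 1 line of boxes per strain below the map of *otr*, *imr* and *cnt*. The horizontal axis is the distance from the midpoint in kb, the colour of a box is the height of the peak at its summit as −log10(*p*-value) on a log scale, and red lines mark the summits. The untagged strain has no box over *cnt*, and the peaks of WT and *SUMO-KallR* that cover it have their summits in *imr*, with heights between 3709.0 and 4789.1.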

On all three chromosomes, *SUMO-KallR* cells showed excessive Cnp1 binding to the central centromeric domain and spreading into the entire *otr* region (Fig. 2g and Supplementary Fig. 5c, d, compare blue signal of *SUMO-KallR* vs red corresponding to WT; green line marks untagged control). 

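Wholly outside the centromeres lay 921 peaks in the untagged strain, 24 in WT and 1601 in *SUMO-KallR*. With the outside pieces of peaks that reach into a centromere, 95.6% of the sequence outside was under peaks in the untagged strain, 0.1% in WT and 92.8% in *SUMO-KallR*. Of the *SUMO-KallR* peaks, 1581 overlapped a peak of the untagged strain, and 99.0% of the sequence outside the centromeres under *SUMO-KallR* peaks was also under untagged peaks. The remaining 20 overlapped no peak of the untagged strain or of WT. They were 2.5 to 7.7 high, while the median of all *SUMO-KallR* peaks outside the centromeres was 15.8. The highest of the 20 lay on chromosome I from 5200743 to 5201465 in the non-coding RNA gene SPNCRNA.1058. The next lay on chromosome II from 1686846 to 1687912, with its summit in a coding exon of mug124 and a height of 6.6. Of the 20 summits, 16 lay in genes for long non-coding RNAs, 2 in untranslated regions, 1 in a coding exon and 1 between genes. The same shares were not computed for the other peaks, so these counts show no preference for a kind of gene. The share of *SUMO-KallR* peaks that overlapped an untagged peak was 98.8% (exact 95% binomial interval 98.1 to 99.2), and 1000 random rotations of the untagged peaks along each chromosome gave 98.9 to 100.0%. All of them reached at least the observed share, but this rests on cutting peaks at the borders of the centromeres, and without the outside pieces the rotations gave 97.4 to 99.6%. Of the untagged peaks, 95.3% overlapped a *SUMO-KallR* peak, below all rotations (97.7 to 100.0%), and without the pieces 95.01% did, again below all rotations (95.6 to 99.6%). This does not show that the lists avoid each other, since counts of overlapping peaks are near their ceiling here. By base it went the other way, with the 99.0% above set against 95.6% of all sequence outside under untagged peaks. In WT, 16 of the 24 peaks lay between the edge of the *otr* and 50 kb from the midpoint of *cnt*. The overlap depends on its definition, since 985 of the *SUMO-KallR* peaks had no partner when each of a pair had to cover at least 50% of the other.

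**Figure D2:**
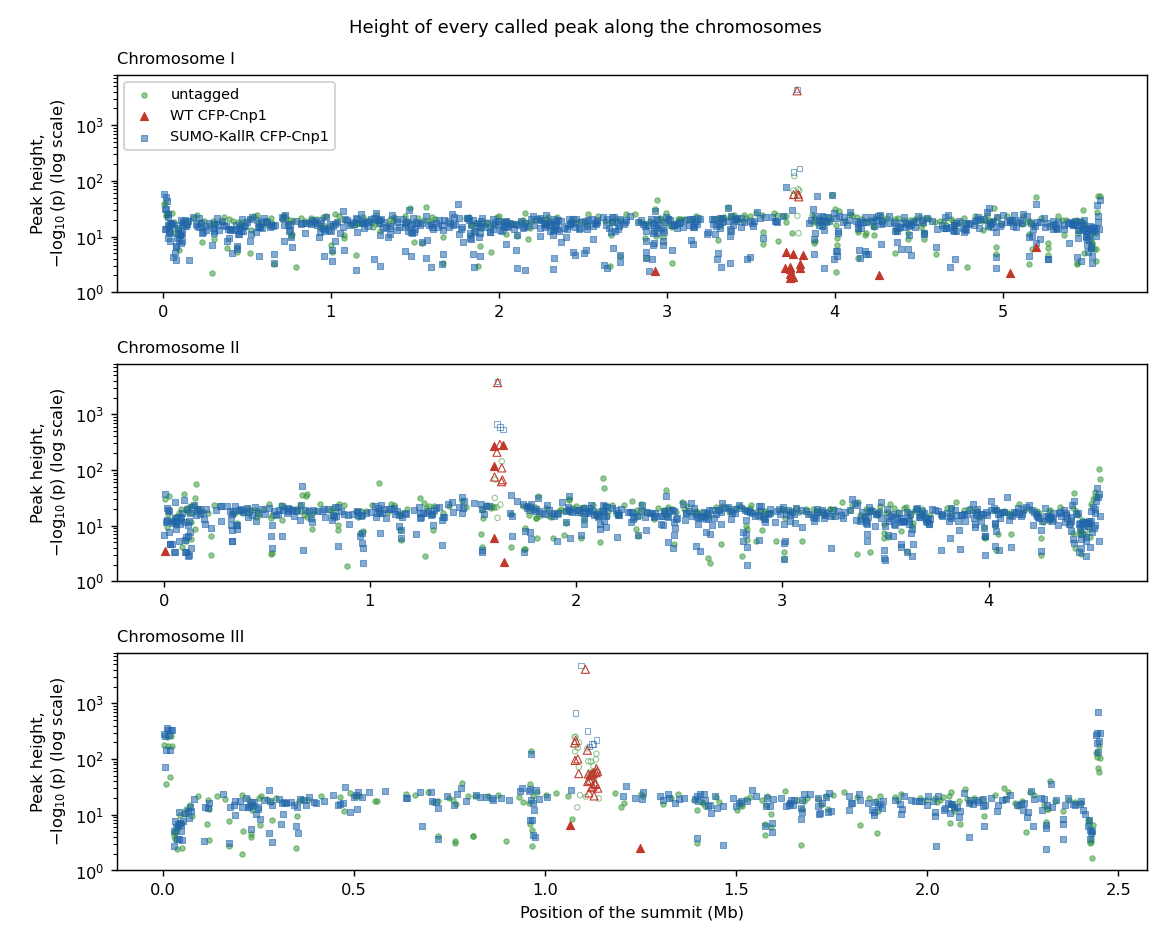
Height of every called peak as −log10(*p*-value) on a log scale against the position of its summit in Mb, with 1 panel per chromosome. Green circles are the untagged strain, red triangles WT and blue squares *SUMO-KallR*, and open symbols are peaks that overlap a centromere. Away from the centromeres and the ends of chromosome III, most untagged and *SUMO-KallR* peaks form a band around their medians of 17.9 and 15.8, and WT has 24 peaks outside the centromeres.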

No additional Cnp1 binding sites were detected elsewhere on the chromosomes (Supplementary Fig. 6a–c). Thus, we concluded that the loss of SUMO chains led to the spreading of Cnp1^CENP-A^ to outer repetitive sequences of centromere.

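The *otr* of chromosome III held most of the sequence that was under *SUMO-KallR* peaks and not under WT peaks, 11344 bp of 13139 bp. Chromosome II held 1260 bp of it and chromosome I 535 bp. These lengths do not show a preference for chromosome III. WT peaks already covered 95.7% of the *otr* on chromosome I and 93.7% on chromosome II, against 72.5% on chromosome III. Chromosome III also holds 48.5 kb of the 95.2 kb of *otr*. Only 1.60% of the read-length sequences that start in its *otr* occurred once in the genome. Signal there therefore cannot be assigned safely to this chromosome. No part of the *otr* was under a WT peak without a *SUMO-KallR* peak. Of the 13139 bp, 8959 bp were not under an untagged peak either, and 8440 bp of these lay on chromosome III. On chromosome I the WT peak over the central domain ran from 3756509 to 3782866 and reached 8088 bp into the left and 5190 bp into the right *otr*. The *SUMO-KallR* peak there ran from 3756470 to 3785857 and reached 8127 bp and 8181 bp. On chromosome III the WT peak reached 2606 bp into the left and 279 bp into the right *otr*, and the *SUMO-KallR* peak 7433 bp and 343 bp. On chromosome II the peak over *cnt* stayed within the central domain in both strains, and in each strain 2 further peaks with their summits in *imr* ran into the *otr*, from 1613744 to 1616462 and from 1629794 to 1635172 in WT. The highest *otr* summit of each list lay close together in the left *otr* of chromosome III, at 1079605 in the untagged strain with a height of 251.8, at 1079611 in WT with 216.6 and at 1079603 in *SUMO-KallR* with 670.2. Of the *otr* sequence under WT peaks, 79356 bp, 3925 bp lay outside untagged peaks, and of the 92495 bp under *SUMO-KallR* peaks, 12884 bp did. The paper sets the *SUMO-KallR* profile against those of WT and the untagged strain in Fig. 2g and Supplementary Fig. 5c, d, where it describes excess Cnp1 over the central domain and the whole *otr*. It adds from Supplementary Fig. 6a–c that no further sites were detected along the chromosomes. It concludes that Cnp1 spreads to the outer repeats when SUMO chains are lost. Besides these profiles, the paper reports more Cnp1 at *cnt* and *dg* by replicated ChIP-qPCR, and more cells with aberrant CFP-Cnp1 foci.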

### Slx8 STUbL does not play a major role in Cnp1^CENP-A^ regulation in *S. pombe*

Given the recent report, showing Slx8 colocalization with centromeric locus in *S. pombe*^38^, we sought to determine whether Slx8 STUbL-mediated degradation of polySUMOylated proteins contributes to the observed disruption of centromere organization in *SUMO-KallR*. We used the *slx8-29* temperature-sensitive mutant. At the permissive temperature (25 °C), *slx8-29* did not accumulate HMW SUMO conjugates (Supplementary Fig. 7a). Upon shift to the restrictive temperature (34 °C), *slx8-29* cells accumulated HMW SUMO conjugates, showed reduced viability, and became hypersensitive to HU, MMS, and TBZ, in a manner dependent on SUMO chains (Supplementary Fig. 7a, b). In budding yeast, the Slx5-Slx8 STUbL pathway was implicated in regulating the loading and stability of Cse4 (the *S. cerevisiae* ortholog of Cnp1). To assess whether a similar mechanism exists in *S. pombe*, we performed a cycloheximide (CHX) chase experiment at 34 °C. We did not observe a marked decrease in Cnp1 levels in either WT or analysed mutants. *SUMO-KallR* clearly showed a WT-like profile (Supplementary Fig. 7c). We next analysed CFP-Cnp1 localization using live-cell imaging (Supplementary Fig. 7d). At the permissive temperature (25 °C, blue), we observed increased aberrant Cnp1 foci exclusively in *SUMO-KallR* and *slx8-29 SUMO-KallR* strains. Upon shifting to 34 °C, the number of aberrant foci increased not only in *SUMO-KallR*, but also in *slx8-29*. Interestingly, the double mutant *slx8-29 SUMO-KallR* showed Cnp1 aberrant levels comparable to those in each single mutant (Supplementary Fig. 7e). These data suggest that both, SUMO chains attachment and removal of polySUMOylated proteins by STUbL may be involved in proper CENP-A localization.

### Recombination-mediated maintenance of centromeres depends on formation of SUMO chains

The increased RPA accumulation at centromeres in the absence of SUMO chains (Fig. 2a, b) suggested enhanced recruitment of recombination factors. ChIP analysis confirmed elevated binding of Rad52-YFP and Rad51 to centromere cores in the *SUMO-KallR* mutant (Fig. 3a, b). Since MMS-induced Rad52 foci often colocalize with Sad1, a SPB protein anchoring centromere^39^, we examined spontaneous Rad52-Sad1 colocalization. It was significantly more frequent in the *SUMO-KallR* mutant, supporting increased centromeric engagement of repair factors (Supplementary Fig. 8).

**Fig. 3:**
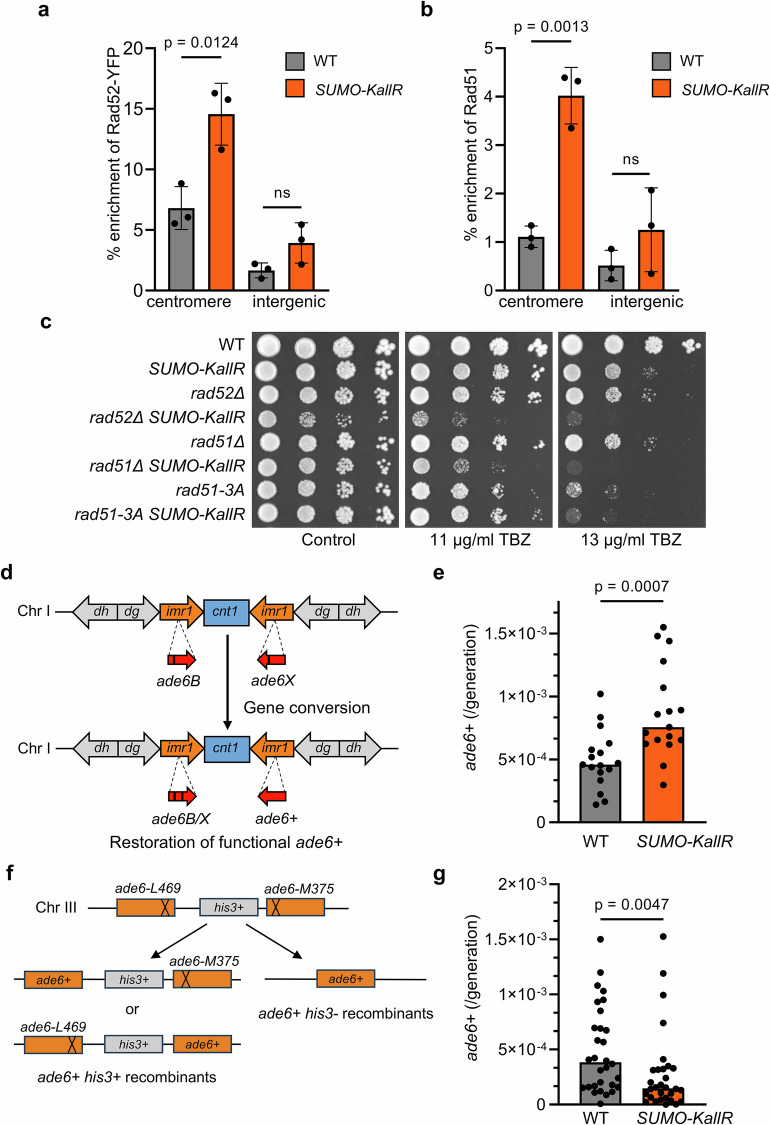
SUMO chains limit excessive recombination at centromeres. **a** Binding of Rad52-YFP to the centromere locus in indicated strains analyzed by ChIP-qPCR using anti-GFP antibody (relevant primers in Table S2). Intergenic locus on chromosome II was used as an internal specificity control. Dots represent values obtained from 3 independent biological repeats. Error bars: SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. ns non significant. **b** Rad51-binding to the centromere locus in indicated strains analyzed by ChIP-qPCR using anti-Rad51 antibody, Normal Rabbit IgG antibody, and relevant primers (Table S2). Intergenic locus was used as an internal specificity control. Dots represent values obtained from 3 independent biological repeats. Error bars: SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. **c** Drop dilution assay of indicated strains. Tenfold serial dilution of exponential cultures were dropped on YES agar plates containing TBZ in indicated concentrations. **d** A scheme of centromeric gene conversion between *ade6B* and *ade6X* heteroalleles introduced into *imr1* inverted repeats at *cen1*. Restoration of functional *ade6+* gene was measured on selective plates. **e** Spontaneous rate of centromeric gene conversion described in (**d**) in saturated cell cultures of indicated strains. Dots represent values obtained from 17 independent cultures from single colonies. Median is marked for each strain. Two-sided Mann–Whitney *U* test was used to calculate the *p*-values. **f** A scheme of intrachromosomal mitotic recombination between *ade6-L469* and *ade6-M375* heteroalleles separated by *his3+* gene introduced into native *ade6+* locus on chromosome III. Recombination between inverted *ade6* mutated alleles can produce deletion-type and conversion-type *ade6+* recombinants. **g** Spontaneous rate of intrachromosomal mitotic recombination described in (**f**) in saturated cell cultures of indicated strains. Dots represent values obtained from 30 independent cultures from single colonies with marked median. Two-sided Mann–Whitney *U* test was used to calculate the *p*-values. Source data are provided as a Source data file.

Loss of SUMO chains also enhanced TBZ sensitivity in *SUMO-KallR rad51Δ* and *SUMO-KallR rad52Δ* double mutants compared to single mutants (Fig. 3c). It indicates that HR and SUMO chains might contribute to centromere stability at least partially through independent pathways. Interestingly, *SUMO-KallR* allele was epistatic to the *rad51-3A* separation-of-function mutant (defective in strand exchange, but proficient in DNA binding^6^), suggesting potential involvement of polySUMOylation in regulation of Rad51 catalytic activity in the context of centromere maintenance (Fig. 3c). We hypothesized that excessive binding of recombination factors to centromeres results from potential site-specific RFs stalling or DNA damage that could lead to increased centromeric recombination. To test it, we used the *ade6B/ade6X* system^40^ (Fig. 3d). *SUMO-KallR* cells showed a significantly elevated recombination frequency at centromeres (Fig. 3e). We also measured the rate of mitotic recombination on chromosome arm using the *ade6-L469-his3-ade6-M375* assay (Fig. 3f)^41^. Strikingly, we found a decreased rate of intrachromosomal recombination in *SUMO-KallR* compared to WT cells (Fig. 3g). These findings indicate that SUMO chains limit recombination specifically at centromeres.

### Split-SUMO-ID proteomics reveals SUMO-dependent Rad52 interactors

Given the significant increase of Rad52 foci in unchallenged *SUMO-KallR* cells, and its enrichment at centromeres, we adapted the SUMO-ID proteomics approach, originally developed for human cells^29^ to identify the content of potential SUMO clouds arising at the Rad52 repair sites. We used a split-TurboID biotin ligase system, dividing it into NTurbo (1–78) and CTurbo (79–320), which reconstitute functional activity upon proximity^42^. NTurbo was fused with a 6HA-tag to N-terminus of Pmt3^SUMO^ or Pmt3-KallR^SUMO-KallR^ under the *nmt41* promoter and cloned into the pREP41 plasmid. CTurbo, along with a 12Pk tag, was fused to C-terminus of endogenous Rad52 (Fig. 4a). Overexpression of the NTurbo-SUMO or NTurbo-SUMO-KallR was non-toxic and partially suppressed *SUMOΔ* sensitivity to MMS (Supplementary Fig. 9a). Rad52-CTurbo strain exhibited no apparent sensitivity to genotoxic agents and mirrored the *SUMO-KallR* phenotypes when introduced to this background, in contrast to highly sensitive *rad52*Δ mutant (Supplementary Fig. 9b, c). Following 21 h of growth in biotin-free media, cells were treated with 50 µM biotin for 3 h. Biotinylation was markedly increased only in the strains co-expressing both TurboID subunits, confirming reconstitution of biotin ligase (Supplementary Figs. 9d and 10a). Western blotting verified expression of the fusion proteins (Supplementary Figs. 9e and 10b) and streptavidin pulldown confirmed specific enrichment of biotinylated proteins in the samples co-expressing both subunits of TurboID (Fig. 4b and Supplementary Fig. 10c). The membrane was then stripped and developed against Pk or HA antibodies to show split-TurboID components (Fig. 4b and Supplementary Fig. 10c). While some unspecific binding of 6HA-NTurbo-SUMO or Rad52-12Pk-CTurbo to beads may reflect endogenous Bpl1 biotin ligase activity, encoded by an essential gene, the strongest biotinylation was observed only with both NTurbo and CTurbo expressed. Streptavidin-bound proteins from samples SUMO-ID or SUMO-KallR-ID (expressing Rad52-CTurbo and NTurbo-SUMO or NTurbo-SUMO-KallR) were subjected to a bottom-up mass spectrometry analysis in conjunction with samples coming from appropriate control experiments (expression of sole TurboID subunits in fusion with bait proteins: NTurbo-SUMO, NTurbo-SUMO-KallR or Rad52-CTurbo). Reproducibility analyses (Pearson correlation of replicates and principal component analysis) are presented on Supplementary Fig. 11a, b. Both SUMO and Rad52 proteins were enriched in SUMO-ID as well as SUMO-KallR-ID samples, validating successful purification of the SUMO/Rad52-dependent interactome. The WT SUMO-ID dataset (volcano plot, Fig. 4c) showed significant enrichment of RFs components, including polymerase delta subunit Pol3 and Pcn1 (PCNA). Among enriched proteins, we found chaperone/chromatin remodeler Rvb2, already reported as an interactor of Rad52^43^. We also detected histone H2B (Htb1) and checkpoint proteins Rad24 and Rad25, that not only modulate the DNA repair, but were also shown to interact physically with the proteasomes^44^. Importantly, some of the identified hits, including Pol3, Rvb2, or Htb1 are known SUMO targets^45^. Despite the increased biotinylation signal in samples from *SUMO-KallR* background after streptavidin pulldown (Supplementary Fig. 10c), which suggests a potential impact of polySUMOylation on restricting the activity of endogenous biotin ligase, mass spectrometry revealed a marked reduction in the Rad52- and SUMO-dependent interactome. Particular hits enriched in the WT background (Pcn1, Pol3, Rvb2, Htb1, Rad24, and Rad25) were not significantly enriched in *SUMO-KallR* mutant (Fig. 4d). Overall, we concluded that Rad52-dependent repair might take place at the sites of replication arrest and proteins involved in the restart of DNA synthesis could undergo polySUMOylation which promote transient interactions during the repair process.

**Fig. 4:**
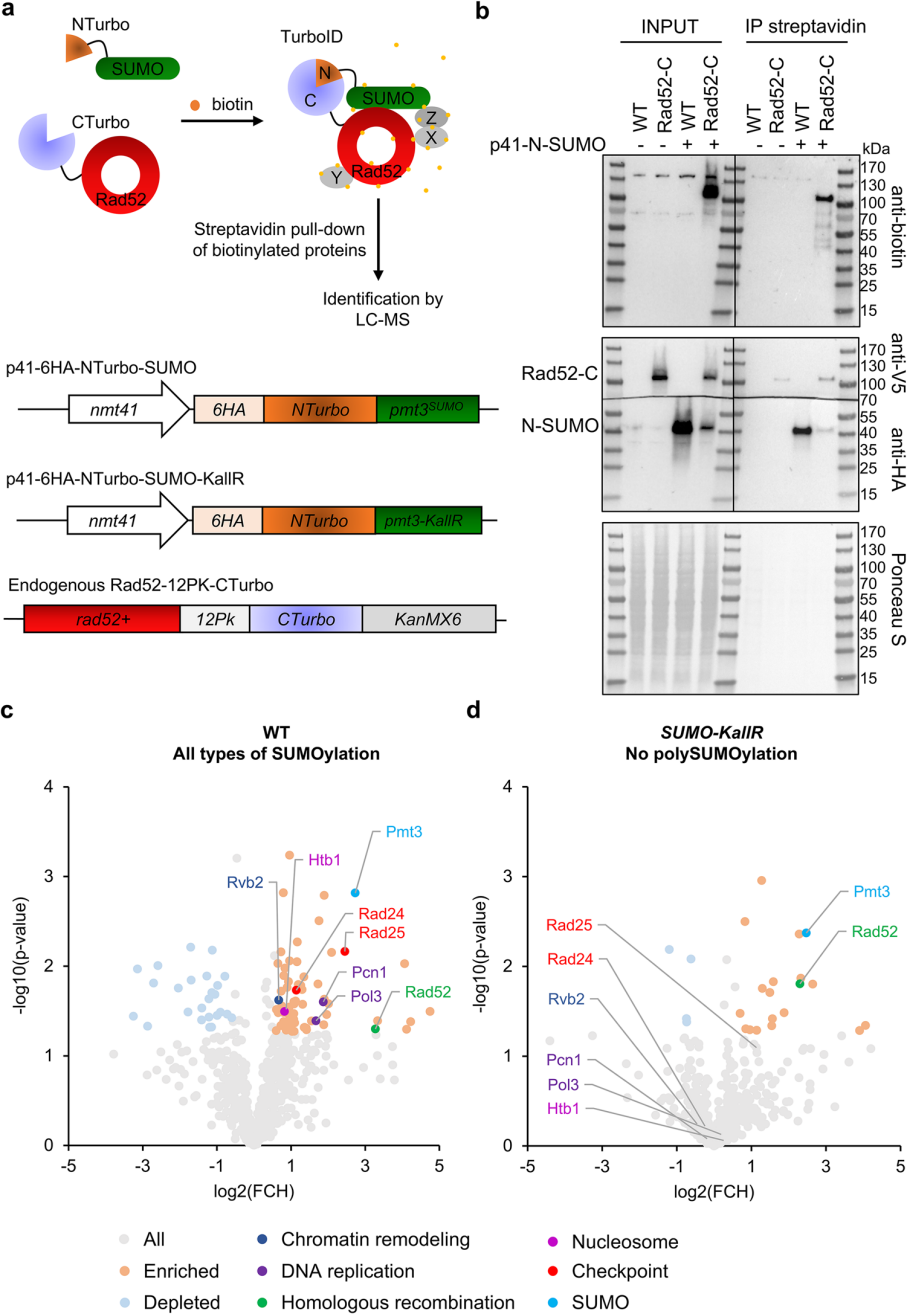
Analysis of Rad52- and SUMO-dependent interactome. **a** A schematic drawing depicting identification of potentially SUMOylated proteins at the sites of Rad52 repair by Split-TurboID (upper panel). In this strategy, the N-terminal, small Split-TurboID fragment is fused to SUMO or SUMO-KallR, and the C-terminal, large fragment to a protein of interest (here Rad52). Target SUMOylation (or SUMO-SIM interaction) results in protein-fragment complementation and reconstitution of the TurboID enzyme, allowing specific biotin proximity labeling of interactors, and other proximal proteins, in a SUMO-dependent manner. Biotinylated proteins (X, Y, Z) can then be enriched by streptavidin purification and identified by mass spectrometry (MS). In the lower panel, schematic representation of the genetic structure of Split-TurboID tagged constructs is also shown. **b** Streptavidin pulldown of biotinylated proteins in indicated transformants. Western blot analysis of total cell extracts (INPUT, left side) and streptavidin pulldown (IP, right side) prepared from a control untagged (WT) and the Rad52-12Pk-CTurbo (Rad52-C) strains transformed with an empty vector or 6HA-N-Turbo-NSUMO (N-SUMO) bearing plasmid was performed using anti-biotin (upper panel), and then the membrane was stripped, cut and developed with anti-V5 (middle panel), and anti-HA (lower panel) antibody. A Ponceau S-stained blots were added to show equal amounts of total proteins loaded onto the gel after isolation from individual transformant. Representative blots from *n* = 3 biological replicates. All INPUTs and IPs blots are cut and merged from shorter and longer exposures of the same membrane. **c**, **d** Results of three independent biological experiments followed by proteomics analyses of the proximal biotinylation assay obtained for NTurbo-SUMO-ID (**c**) or NTurbo-SUMO-KallR-ID (**d**) in the WT and *SUMO-KallR* background, respectively. Proteins significantly enriched in comparison to controls (top right-hand side) are identified as possible Rad52 interactors and potential SUMOylation targets at endogenous replication stress sites. All hits were annotated according to their cellular function, process, and location based on GO Terms annotations database. Annotations were then slimmed into broader categories, and the categories of interest are shown on the plot. Statistical significance was calculated using two-sided Student’s *t*-test without an adjustment for multiple comparisons, but with an effect size cut-off applied. Source data are provided as a Source data file.

### PCNA—a SUMOylation target responsible for excessive recombination in *SUMO-KallR* mutant

PCNA SUMOylation has been extensively studied in budding yeast and human cells^45,46^. However, it remained unclear whether the fission yeast ortholog could also be modified by SUMO. To assess PCNA SUMOylation in *S. pombe*, we performed Ni-NTA pulldown of overexpressed Pcn1-6His-3Flag (Pcn1-HF) in WT, *SUMO-KallR*, and E3 SUMO ligase mutants (*pli1Δ* and *nse2RINGΔ*, viable mutant with deletion of 56 C-terminal amino acids, including C195 and H197 conserved residues, thus inactive as a SUMO ligase). We successfully precipitated Pcn1-HF and showed that it can undergo SUMO modification in WT (Fig. 5a). Interestingly, while mono-SUMOylation of Pcn1 was consistently observed, the appearance of higher-molecular-weight bands depended on Pli1, not Nse2. These higher SUMO-conjugated forms were absent in extracts from *SUMO-KallR* and *pli1Δ* mutants, suggesting attachment of SUMO chains to PCNA.

**Fig. 5:**
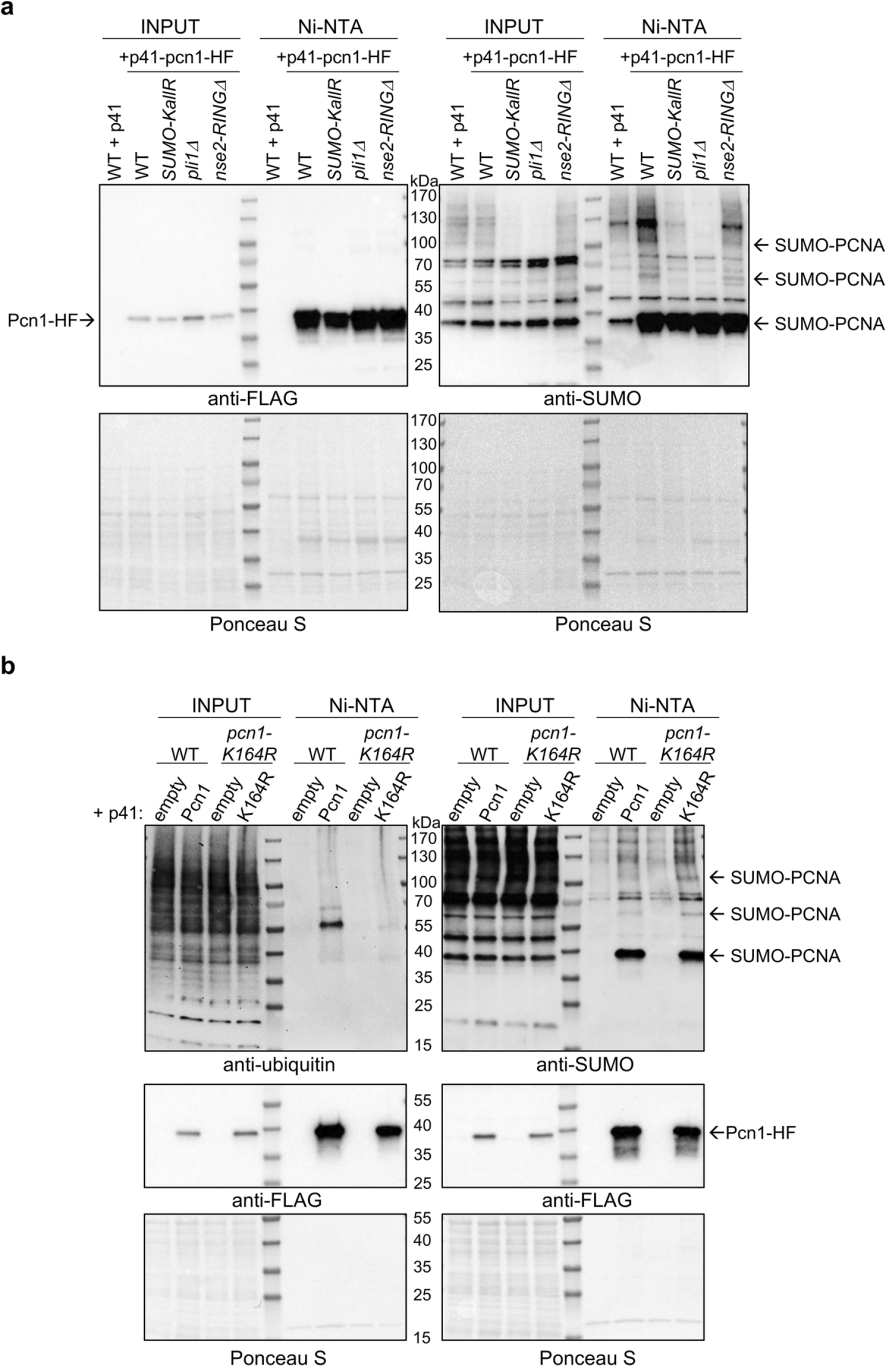
*S. pombe* PCNA undergoes simultaneous SUMOylation and ubiquitination. **a** SUMOylation status of Pcn1 from indicated strains transformed with pREP41-pcn1-6his-3Flag (p41-pcn1-HF) alongside with WT control transformed with empty pREP41-3Flag (p41). Cells were disrupted in denaturing conditions and subjected to Ni-NTA pulldown. Same samples were run on separate gels and Pcn1 precipitation was confirmed by anti-Flag Western blot (left panel). SUMOylation status of precipitated Pcn1 was examined with anti-SUMO antibody (right panel). Ponceau S was included for both Western blots to show the amount of protein loaded onto the gels. Representative blots from *n* = 3 biological replicates. **b** Ubiquitination and SUMOylation status of Pcn1-HF and Pcn1-K164R-HF from indicated strains. WT cells were transformed either with empty pREP41-3Flag vector (empty) or pREP41-pcn1-HF (Pcn1); *pcn1-K164R* mutant was transformed with empty pREP41-3Flag (empty) or pREP41-pcn1-K164R-HF (K164R). Cells from indicated transformants were disrupted in denaturing conditions and Ni-NTA pulldown was performed. Same samples were run on independent gels and membranes were developed against ubiquitin (left side), SUMO (right side), then stripped and developed against anti-Flag (middle panel). Ponceau S-stained membranes are shown for both panels to present the amount of protein loaded onto gels. Representative blots from *n* = 2 biological replicates. Source data are provided as a Source data file.

Given that PCNA-K164 is a known SUMO/ubiquitin site in budding yeast and humans^8^, and is essential for ubiquitination in fission yeast^47^, we tested SUMOylation and ubiquitination of Pcn1-HF and Pcn1-K164R-HF by Ni-NTA pulldown. Pcn1-HF underwent both SUMOylation and ubiquitination. In contrast, Pcn1-K164R-HF showed a markedly reduced ubiquitin signal, but slightly increased SUMOylation compared to Pcn1-HF (Fig. 5b).

To test whether PRR contributes to *SUMO-KallR* phenotypes, we generated *pcn1-K164R SUMO-KallR* double mutants. *SUMO-KallR* allele was increasing sensitivity of *pcn1-K164R* upon global RS induced by MMS. However, under TBZ exposure, *pcn1-K164R* mutation was beneficial for cells devoid of SUMO chains (Fig. 6a). It raised the possibility that unbalanced PRR activation may cause TBZ sensitivity in *SUMO-KallR* mutants. Supporting this, deletion of *rad8* + E3 ubiquitin ligase, which is required for TS activation, suppressed *SUMO-KallR* TBZ sensitivity similarly to *pcn1-K164R*, but increased sensitivity of *rad8Δ* to MMS. In contrast, deletion of TLS polymerases, Rev1 or Rev3, did not suppress *SUMO-KallR* TBZ sensitivity (Fig. 6a). We then examined PCNA modification by Ni-NTA pulldown in WT and *SUMO-KallR* strains and found that loss of SUMO chains in *SUMO-KallR* led to increased polyubiquitination of Pcn1-HF (Fig. 6b and Supplementary Fig. 12a). This hyper-ubiquitination depended on Rad8 activity, as shown by analysis of Pcn1-HF in *rad8Δ SUMO-KallR* (Fig. 6c and Supplementary Fig. 12b). Since suppression of *SUMO-KallR* by *rad8Δ* or *pcn1-K164R* was only observed under TBZ, we assessed centromeric recombination rates. The *pcn1-K164R* mutation reduced the elevated recombination seen in *SUMO-KallR* cells (Fig. 6d), suggesting that SUMO chains on PCNA contribute to proper activation of TS, which may be the preferred repair mechanism at centromeres. To support this, we monitored Rad52-GFP colocalization with the centromere marker Mis6-RFP and found that enhanced Rad52-centromeres interaction in *SUMO-KallR* was reduced in the *pcn1-K164R SUMO-KallR* double mutant (Fig. 6e and Supplementary Fig. 12c). However, despite reduced centromeric recombination, the aberrant Cnp1 morphology persisted in the *SUMO-KallR pcn1-K164R* strain (Fig. 6f and Supplementary Fig. 12d).

**Fig. 6:**
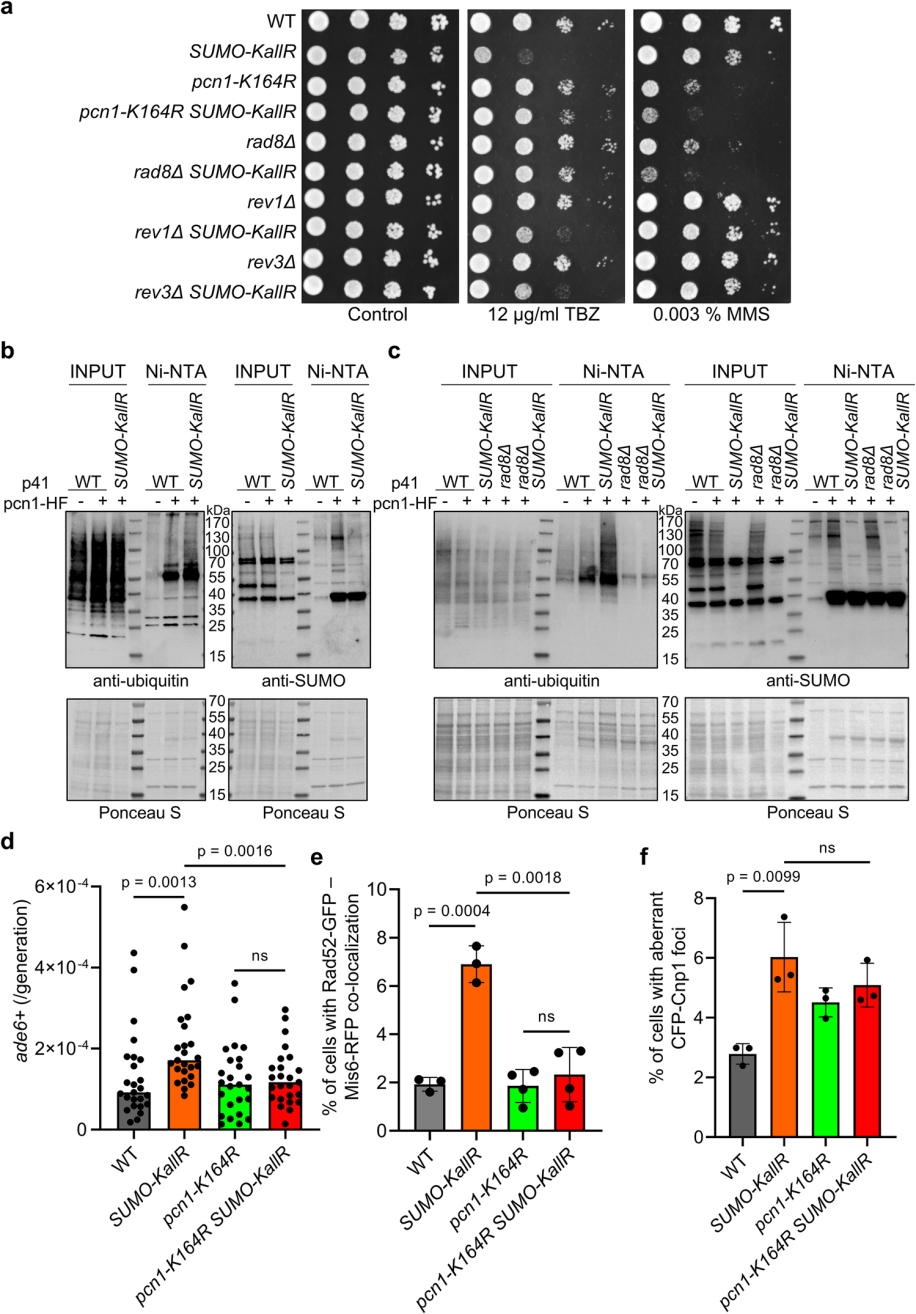
Rad8-dependent polyubiquitination of PCNA is increased upon SUMO chains loss. **a** Drop dilution assay of indicated strains. Tenfold serial dilution of exponential cultures were dropped on YES agar plates containing TBZ and MMS in indicated concentrations. **b** Ubiquitination and SUMOylation status of Pcn1-HF Ni-NTA-pulldown from WT and *SUMO-KallR* strains. WT transformed with empty pREP41-3Flag included as specificity control (marked as “−”), otherwise WT and *SUMO-KallR* were transformed with pREP41-pcn1-HF (p41-pcn1-HF, marked as “+”). Same samples were run to obtain two membranes, left panel was probed against ubiquitin, right panel was probed with anti-SUMO. Ponceau S are presented to show protein loading. Representative blots from *n* = 3 biological replicates. Anti-Flag blot, done on stripped membrane initially developed with anti-ubiquitin was performed to show amounts of precipitated Pcn1-HF is presented in Supplementary Fig. S12a. **c** Ubiquitination and SUMOylation status of Pcn1-HF Ni-NTA-pulldown of Pcn1-HF from indicated strains. WT transformed with empty pREP41-3Flag included as specificity control (“−”). “ + ” marks cells transformed with pREP41-pcn1-HF (p41-pcn1-HF). Same samples were run on independent gels, left panel was probed against ubiquitin, right panel was probed with anti-SUMO. Ponceau S presented to show protein loading. Representative blots from *n* = 3 biological replicates. Anti-Flag blot was done after stripping of membrane developed initially with anti-ubiquitin to show amounts of precipitated Pcn1-HF and is presented in Supplementary Fig. S12b. **d** Spontaneous rate of centromeric gene conversion as in Fig. 3d, e done on saturated cell cultures of indicated strains. Dots represent values obtained from 25 independent cultures from single colonies. Median is marked for each strain. Two-sided Mann–Whitney *U* test was used to calculate the *p* values. **e** % of cells exhibiting co-localization between Rad52-GFP and Mis6-RFP. 3 biological experiments are presented, each time at least 500 cells were counted for each strain. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. **f** % of cells forming aberrant CFP-Cnp1 foci in indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, at least 500 cells were analyzed for each strain. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. Source data are provided as a Source data file.

### PolySUMOylation of Rad52 safeguards centromeric stability

spRad52 was reported as a SUMOylation target^48^. Bioinformatics analysis of Rad52 sequence using GPS SUMO 2.0^49^ tool showed a high probability of its SUMOylation, particularly at the core and C-terminus (Supplementary Fig. 13a). To test the impact of SUMO chains on Rad52 we engineered a Rad52 variant fused at its C-terminus to four active Pmt3-GG particles and a 6his-3Flag (referred as Rad52-S_chain_, Fig. 7a), similarly to artificial SUMO targets in budding yeast, where 4 SUMO units organised as a linear chain were sufficient to attract the STUbL activity^50^. We obtained a stable genomic construct, expressing solely Rad52 with a linear SUMO chain, although its expression was lower compared to WT Rad52 (Supplementary Fig. 13b). Ni-NTA pulldown showed SUMOylation of control Rad52-6His-3Flag (referred to as Rad52-HF) and confirmed expression of Rad52-S_chain_, with a ~ 100 kDa Flag band aligning with anti-SUMO signal, consistent with 4 SUMO units attached to Rad52 (Fig. 7b). Importantly, both WT Rad52-HF and Rad52-S_chain_ were accumulating multiple, heavy bands corresponding to their extended polySUMOylation, that were largely diminished in the *SUMO-KallR* background. Rad52 polySUMOylation was dependent on activity of Pli1 E3 SUMO ligase (Fig. 7c). The *rad52-S*_*chain*_ mutant exhibited milder sensitivity to MMS than *rad52Δ* mutant. Introduction of *rad52-S*_*chain*_ to *SUMO-KallR* mutant partially suppressed its TBZ sensitivity (Fig. 7d). Strikingly, Rad52-S_chain_ abolished centromeric recombination in both WT and *SUMO-KallR* backgrounds (Fig. 7e). Notably, immunofluorescence on *rad52-S*_*chain*_ showed that it can reduce formation of Rad52 foci compared to WT and suppress excessive formation of repair foci in the absence of SUMO chains (Fig. 7f and Supplementary Fig. 13c). Given the observed suppression of *SUMO-KallR* phenotypes by *pcn1-K164R* or *rad52-S*_*chain*_ alleles, we examined the genetic interaction between the *pcn1-K164R* and *rad52*+. First, we observed by tetrad dissection, that all the double mutants supposed to bear *rad52Δ pcn1-K164R* mutations were not able to germinate (Supplementary Fig. 14a). On the other hand, *rad52-S*_*chain*_ markedly increased the sensitivity of *pcn1-K164R* mutant on MMS and TBZ (Supplementary Fig. 14b). We also found that the triple mutant *pcn1-K164R* rad52-S_chain_ *SUMO-KallR* was exhibiting the same phenotype as the rad52-S_chain_ *pcn1-K164R* strain on TBZ plates (Supplementary Fig. 14c). This suggests that PRR dependent on PCNA-K164 ubiquitination and Rad52 activity at centromeres, is independent of each other. Moreover, *SUMO-KallR* sensitivity to TBZ is no longer suppressed when both pcn1K164R and rad52-S_chain_ are combined. However, similarly to *pcn1-K164R* mutation, Rad52-S_chain_ did not rescue Cnp1 mislocalization in *SUMO-KallR* (Fig. 7g and Supplementary Fig. 14d). Thus, aberrant Cnp1 spreading in *SUMO-KallR* was not dependent on *pcn1-K164* mutation or Rad52 polySUMOylation.

**Fig. 7:**
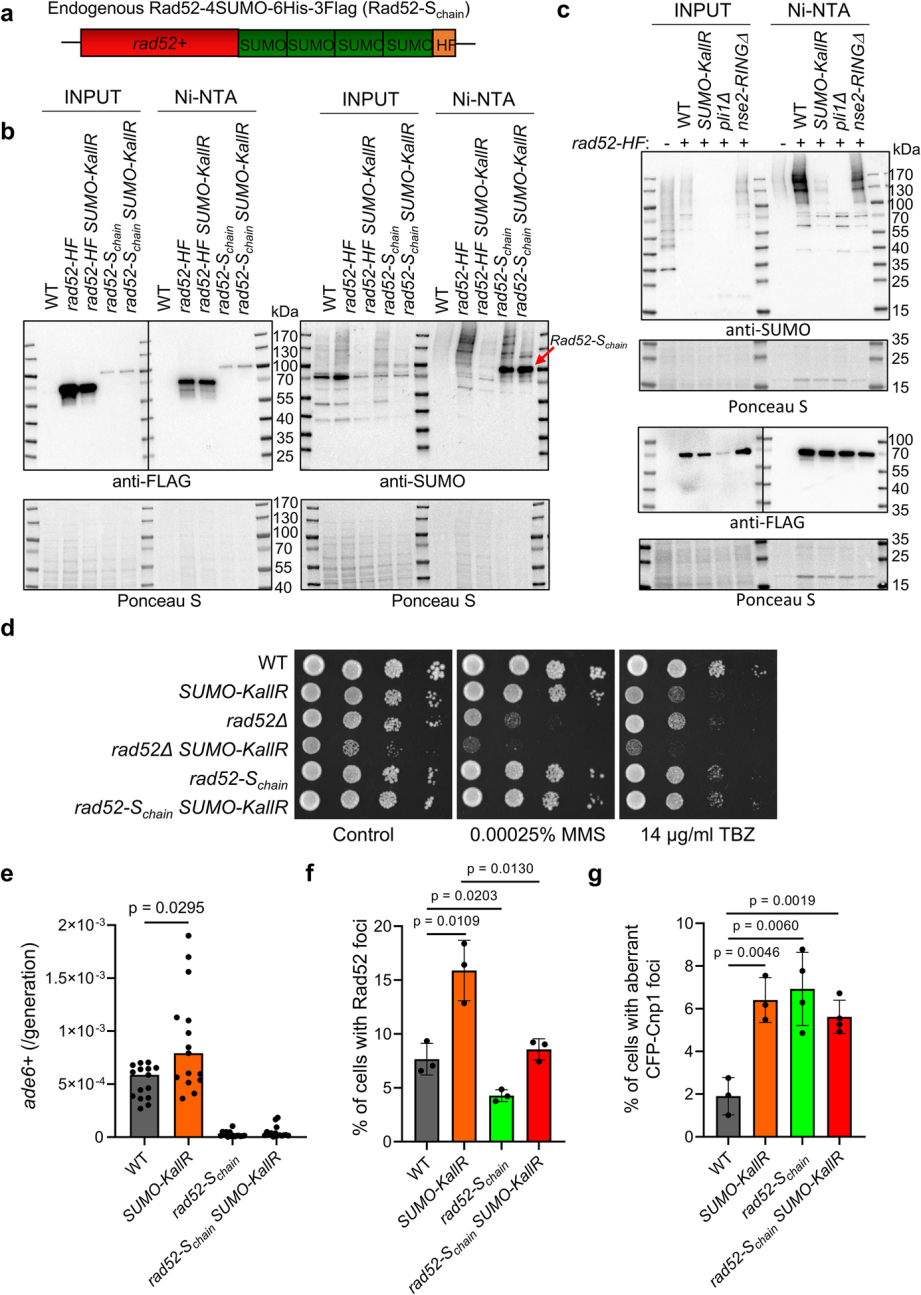
PolySUMOylation of Rad52 restrict centromeric recombination. **a** A scheme presenting artificial Rad52-SUMOchain (referred to as Rad52-S_chain_); endogenous *rad52+* gene was tagged with four active (truncated at C-terminus) Pmt3-GG particles followed by 6His-3Flag. **b** SUMOylation status of Rad52-6His-3Flag (Rad52-HF) and Rad52-SUMOchain-6his-3Flag (Rad52-S_chain_) by Ni-NTA-pulldown from indicated strains; WT included as specificity control. Same samples were run to obtain two membranes; left panel was probed against Flag (two exposures are merged, full blots from each exposure presented in Source data), right panel was probed with anti-SUMO antibody. Ponceau S presented to show protein loading. Representative blots from *n* = 3 biological replicates. **c** Endogenous SUMOylation status of Rad52-HF from indicated strains by Ni-NTA pulldown. Same samples were run on separate gels and Rad52-HF precipitation was confirmed by anti-Flag Western blot (bottom panel, two exposure merged, full blots in Source data file). SUMOylation status of precipitated Rad52-HF was examined with anti-SUMO antibody (upper panel). Ponceau S was included for both Western blots to show the amount of protein loaded onto the gels. Representative blots from *n* = 3 biological replicates. **d** Drop dilution assay of indicated strains. Tenfold serial dilution of exponential cultures were dropped on YES agar plates containing MMS or TBZ in indicated concentrations. **e** Spontaneous rate of centromeric gene conversion as in Fig. 3d, e done on saturated cell cultures of indicated strains. Dots represent values obtained from 15 independent cultures from single colonies. Median is marked for each strain. Two-sided Mann–Whitney *U* test was used to calculate the *p*-values. **f** % of cells forming Rad52 foci based on immunofluorescence images of *rad52-6His-3Flag* (WT), *SUMO-KallR rad52-6His-3Flag*, *rad52-S*_*chain*_*-6His-3Flag* and *SUMO-KallR rad52-S*_*chain*_*-6His-3Flag* logarithmically growing strains. Fixed cells were probed with anti-Flag (primary) and anti-Rabbit Alexa Fluor 555 (secondary) antibody. Chromatin was stained with DAPI fluorescent dye. Dots represent values obtained from 3 independent biological experiments. At least 600 cells were analyzed for each strain for a single experiment. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. **g** % of cells forming aberrant CFP-Cnp1 foci in indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, at least 500 cells were analyzed for each strain. Error bars show the SD about the mean values. Two-sided Student’s *t*-test was used to calculate the *p*-values. Source data are provided as a Source data file.

The inner kinetochore protein Cnp3 (ortholog of human CENP-C) was shown to stabilize Cnp1 and confine it to the core of centromere^51^. Consistently, *cnp3+* mutations result in reduced Cnp1 levels at centromeres^51,52^. To further explore the relationship between centromere organization and SUMO chains, we combined deletion of *cnp3+* with *SUMO-KallR* mutant. In unchallenged conditions, the double mutant *SUMO-KallR cnp3Δ* exhibited a significantly higher number of spontaneous Rad52-YFP foci, compared to either single mutant (Supplementary Fig. 15a, b). Interestingly, the double mutant *SUMO-KallR cnp3Δ* showed a reduction of spreaded Cnp1 foci (Supplementary Fig. 15c, d), while centromere declustering remained comparable to *cnp3Δ* single mutant (Supplementary Fig. 15e). We thus concluded that control of centromeric recombination and maintenance of centromere organization are independent of each other, yet both may undergo regulation by polySUMOylation.

## Discussion

SUMO chains are formed in eukaryotic organisms, but their precise effect on DNA metabolism remains unclear. Here, we reveal the beneficial impact of SUMO chains formation that diminish spontaneous RS and DNA damage. SUMO chains control recombination at difficult to replicate site—centromeres. We have found that SUMO chains attached to PCNA contribute to the accurate activation of PRR pathways at centromeres, which are employed without external DNA damage. Unbalanced channeling towards TS led to increased recruitment of Rad52 HR mediator into centromeric region, resulting in elevated recombination. Artificial SUMO chains attachment to Rad52 safeguards centromeres from excessive recombination resulting from *SUMO-KallR* mutation (see Fig. 8 for graphical summary).

**Fig. 8:**
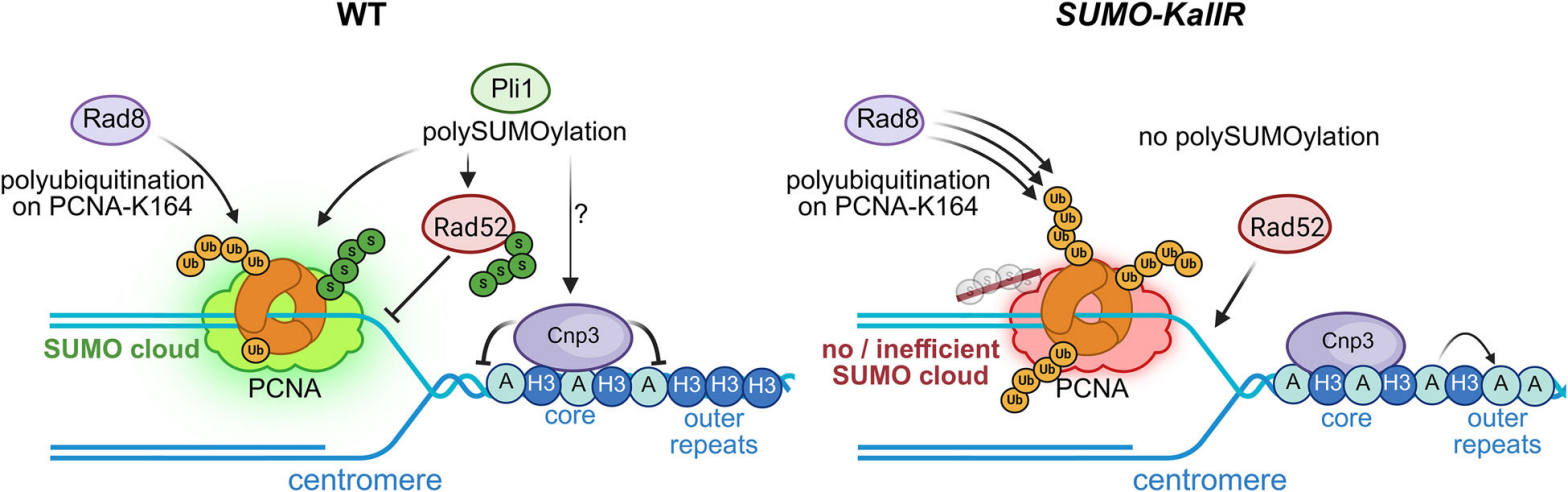
Model depicting impact of SUMO chains on the choice of repair pathway at stalled replication forks within centromeres. Under physiological conditions, recombination within the centromere is regulated through post-translational modifications of PCNA, including Rad8-dependent polyubiquitination and Pli1-dependent polySUMOylation. In addition, polySUMOylation of Rad52 restricts its access to centromeric regions, thereby further limiting recombination. Accurate deposition of Cnp1 to the centromeric core is dependent on Cnp3 and the cell’s ability to assemble SUMO chains. In the *SUMO-KallR* mutant, the absence of PCNA polySUMOylation results in its enhanced polyubiquitination, which leads to increased centromeric recombination. Furthermore, the lack of SUMO chains on Rad52 increases its availability at centromeres, thereby further promoting recombination. In the *SUMO-KallR* mutant, the inhibitory mechanism preventing Cnp1 deposition outside the centromeric core is also abolished. Created in BioRender. Kramarz, K. (2025) https://BioRender.com/rfj0pey.

Initial findings from budding yeast suggested that SUMO chains undergo dynamic removal by Ulp2 SENP protease^53^. Subsequent studies from budding yeast proved that SUMO chains-deficiency in *smt3-allKR* led to spontaneous DNA damage, RS, and distorted rDNA structure, visualized by fluorescent microscopy of rDNA markers^54,55^. A recent work by Wang group explored in details rDNA distortion upon SUMO chain loss and proved that polySUMOylation promotes the release of Tof2 from nucleolus for mitotic exit by extracting Tof2-SUMOchain for proteasomal degradation through Cdc48-STUbL pathway^56^. In fission yeast, it was shown that the SENP SUMO protease Ulp1 is a determinant for initiation of DNA synthesis at HR-restarted forks and that the proteasome contributes to sustaining the DNA synthesis at restarted RFs^57^. It extends a previous study, that showed SUMO chains as a block for HR-mediated DNA synthesis at site-specific replication arrest and underlined the need for re-localization of dysfunctional forks to nuclear pore complexes for Ulp1-mediated deSUMOylation^58^. Taken together, these results demonstrate that protein polySUMOylation may be the key regulatory signal in DNA metabolism. Here we show that, similarly to budding yeast, the loss of SUMO chains in *pmt3-KallR* mutant led to increase in spontaneous RS and DNA damage, as manifested by increase in RPA-bound ssDNA and Rad52 repair centers, particularly localized at centromeres. We hypothesized that Rad52 repair was dependent on local SUMO-mediated interactions. To explore the SUMO and Rad52-dependent interactome, we subjected Rad52 to SUMO-ID proteomics. In stress-free cultures of WT, we detected replication factors (Pol3, Pcn1) and histone H2B (Htb1), suggesting that Rad52-repair took place at the sites of replication arrest. Interestingly, when Rad52-SUMO-ID was performed in the *pmt3-KallR*^*SUMO-KallR*^ background, it showed a decrease of identified proteins, which contrasts to results obtained in SILAC proteomics done for *SMT3allKR*, that showed overall accumulation of replication factors^59^. It was concluded that accumulation of replication factors in the absence of SUMO chains resulted from impaired degradation of replisome components. In our hands, Rad52-SUMO-ID performed in the *pmt3-KallR*^*SUMO-KallR*^ background allowed detection of significantly enriched Pmt3-KallR and Rad52, but the majority of positive hits identified in WT SUMO-ID were not reaching statistical significance in the absence of SUMO chains. It would point that upon loss of SUMO chains, specific polySUMOylation events at Rad52 repair centers are largely diminished, and not all of them have to be related to proteasomal degradation. Otherwise, polySUMOylation constitutes a scaffold for transient interactions mediated by SIMs (SUMO-interacting motifs) and not necessarily all of detected proteins by the SUMO-ID are modified with SUMO, but some might be recruited to the sites of ongoing repair by SUMO-SIM mediated interactions that, which are promoted by formation of local SUMO clouds.

Detection of Pcn1 by Rad52-SUMO-ID draw our attention towards its potential SUMOylation. We directly examined the SUMOylation of overexpressed Pcn1-6His-3Flag by Ni-NTA pulldown and found that SUMO chains are counteracting the extent of PCNA ubiquitination. Thus, presence of SUMO chains on PCNA might contribute to the choice of repair pathway at forks stalled within centromeric repeats. Interestingly, the data from DT40 cells showed that PCNA SUMOylation was important to promote template switch upon resolution of replication arrest^9^. Here, we showed that specifically the absence of SUMO chains leads to excessive channeling toward template switch by Rad8-dependent ubiquitination of PCNA. In turn, Rad52 might gain additional access toward repetitive region of centromeres and facilitate enhanced recombination at this locus. Interestingly, a recent report showed that replication machinery inhibited Rad52-mediated single-strand annealing at centromeric repeats^60^. Additionally, we showed that polySUMOylation of Rad52 may itself play an inhibitory role for Rad52 activity at centromeres upon enhanced channeling toward TS in *SUMO-KallR*. Thus, without SUMO chains, the error-free pathway of TS might become a source of genetic instability.

In fission yeast, SUMOylation of PCNA was so far not certain, in contrast to orthologues from human cells and budding yeast^61^. It was also shown that *S. cerevisiae* PCNA undergo polySUMOylation^62^. In *S. pombe* so far ubiquitination of K164 on PCNA was prevalent and promoted chromatin association of replisome’s factors^63^. Here, we present that both monoSUMOylation and SUMO chains might target fission yeast PCNA as well, impacting the choice of post-replication repair pathway at locally stressed forks in unchallenged conditions. Moreover, *pcn1-K164R* allele, as expected, showed almost complete reduction of ubiquitin signal on Ni-NTA pulldown. However, it was followed by an increase in PCNA SUMOylation, in contrast to budding yeast, where K164R mutation on PCNA decreased SUMO attachment to PCNA^62^. Furthermore, when we monitored dynamics of Rad52-YFP foci in response to MMS, the loss of SUMO chains resulted in longer retention of repair proteins compared to WT upon drug removal, either because of discussed above increased TS at the sites of replication arrest or dysregulation in protein turnover at repair centers. We observed an accumulation of RPA foci colocalizing with centromeres upon SUMO chain-deficiency, thus one would speculate that elevated centromeric recombination stems from increased RFs stalling. Genetic analysis showed a suppression of TBZ sensitivity of *SUMO-KallR* mutant by introduction of either *pcn1-K164R* allele or *rad8Δ* deletion, supporting the hypothesis of excessive template switch activation at stalled forks as a cause for elevated centromeric recombination in the absence of SUMO chains. Interestingly, we observed a spreading of the centromeric core histone Cnp1^CENP-A^ to *otr* region in *SUMO-KallR*. This was not a consequence of upregulation of Cnp1 levels and we did not observe ectopic binding of Cnp1 by NGS sequencing. 

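In WT, peaks outside the centromeres lay over 18 of 148 tRNA genes, which is 12.2% (exact 95% binomial interval 7.37 to 18.5). These 18 genes were under 7 peaks, so the interval, which takes genes as independent, is too narrow. Of the 7 peaks, 6 lay within 50 kb of the midpoint of a *cnt*, where tRNA genes flank the fission yeast centromeres. The highest of the 7, with heights of 277.8, 267.0 and 118.7, had their summits in sequence that also occurs in *imr*. WT peaks also lay over 2 of 13 Tf2 retrotransposons, with the summit in the coding exon of Tf2-8 on chromosome I at 5198158 (height 6.4) and of Tf2-3 at 2930364 (height 2.4). No WT peak lay over a gene for 5S rRNA, a ribosomal protein, a histone, a glycolytic enzyme or a kinetochore protein. Only 0.417% of all genes outside the centromeres were under WT peaks, so these absences show no avoidance of such genes. In *SUMO-KallR* and in the untagged strain, peaks lay over nearly all members of these classes, among them all 17 kinetochore genes and, in *SUMO-KallR*, 97.3% of the tRNA genes, where of all genes 98.7% were under *SUMO-KallR* peaks and 99.0% under untagged peaks. A *SUMO-KallR* peak with a height of 25.7 had its summit in ndc80, which encodes a kinetochore protein. A peak with a height of 38.8 had it in rpl301, which encodes a ribosomal protein. Untagged peaks with heights of 23.8 and 21.3 ran over these summits. Their own summits lay elsewhere, at 3340271 and 1802753, so they give no untagged height at these genes. The exception was the long terminal repeats of retrotransposons, of which 197 of 238 were under untagged peaks, 144 under *SUMO-KallR* peaks and none under WT peaks. Random rotations of the peaks put 0 to 5.41% of tRNA genes under WT peaks. Rotating also moves the WT peaks away from the centromeres, so this range does not separate tRNA genes from a place beside a centromere. The rotations put 92.0 to 100.0% of long terminal repeats under untagged peaks, where 82.8% were observed. For *SUMO-KallR* peaks they gave 90.8 to 99.6%, where 60.5% were observed. In all, 14 classes were counted in each list, and the rotations describe single lists and do not compare strains.

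**Figure D3:**
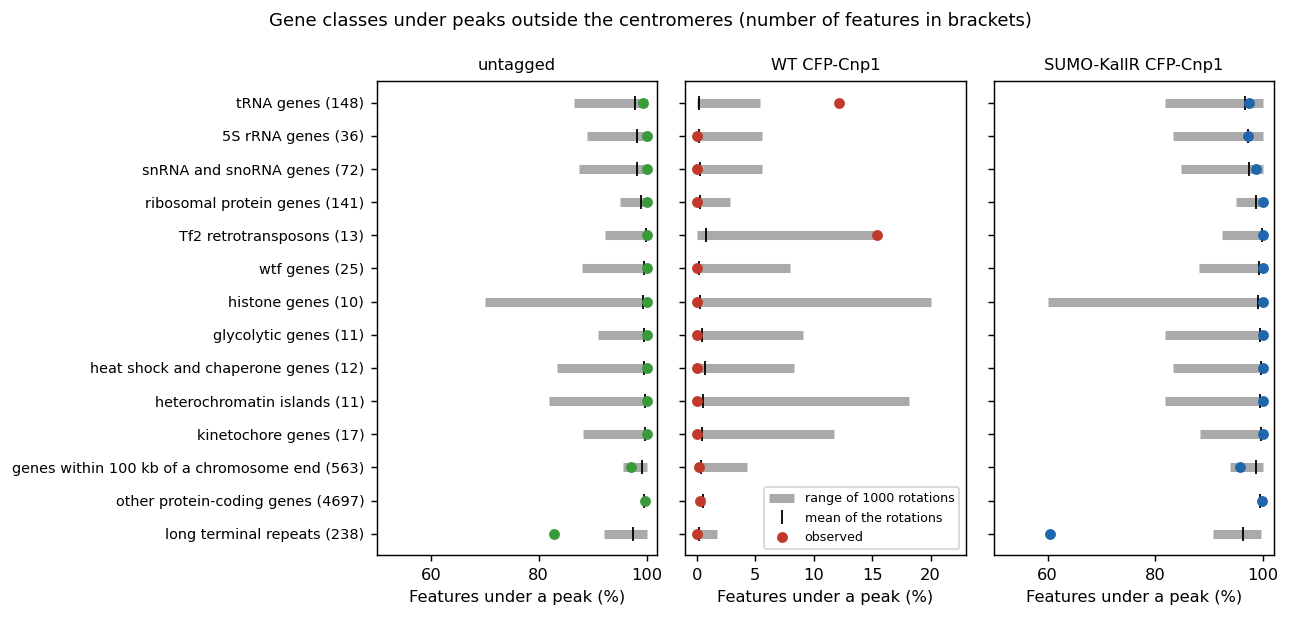
Percent of the members of 14 classes under a peak outside the centromeres, with 1 panel per strain and the number of members in brackets. Coloured points are the observed shares, grey bars the range and black ticks the mean of 1000 random rotations of the peaks. The horizontal axis of the WT panel runs from 0 and those of the other panels from 50%, and the points for tRNA genes in WT (12.2%) and for long terminal repeats in the untagged strain (82.8%) and in *SUMO-KallR* (60.5%) lie outside their bars.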

CENP-A loading and positioning relies on recombination in human cells^27^, so it was possible that in *S. pombe*, analogous mechanisms control centromere maintenance. However, reduction in template switch by *pcn1-K164R* mutation did not alleviate spreading of Cnp1 in *SUMO-KallR* cells. This result suggests that dysregulation of PRR pathways activation upon loss of SUMO chains that leads to excessive centromeric recombination, might be independent of CENP-A loading. The correct localization of Cnp1 is maintained and restricted by the kinetochore network^52^. Deletion of *cnp3* + (hCENP-C) into *SUMO-KallR* cells led to a marked accumulation of Rad52 foci, indicating a strong increase in endogenous DNA damage, potentially arising from mitotic defects. It has though, suppressed Cnp1 spreading in the double mutant *SUMO-KallR cnp3Δ*, without exacerbating declustering of centromeres observed in single *cnp3Δ* cells. Thus, polySUMOylation of kinetochore proteins might be important for appropriate Cnp1 localization, although this requires further investigation.

## Methods

### Standard yeast genetics

All yeast strains and primers used in this work are listed in Supplementary Tables 1 and 2, respectively. The growth of relevant mutants was done in rich medium (YES) or minimal medium with glutamate as nitrogen source (EMMg). Gene deletion or tagging were performed by classical genetic techniques followed by tetrad dissections to obtain multiple mutants. Reagents for SUMO-ID proteomics were generated by gene synthesis (GenScript) and then subcloned into either pREP41 (in case of 6HA-NTurbo-Pmt3^SUMO^/Pmt3-KallR^SUMO-KallR^) or pFA6a-KanMX6 (in case of 12Pk-CTurbo for Rad52 tagging). The sensitivity of chosen mutants to genotoxic agents was assessed by spotting serially diluted mid log-phase cells onto plates containing HU, MMS, phleomycin (Phleo), campthotecin, or irradiated with UV-C using crosslinker. The silencing of reporter genes in centromeres was determined on EMMg plates without adenine (EMMg—Ade) or uracil (EMMg—Ura) and YES with 5-fluoroorotic acid (5-FOA, Sigma-Aldrich, 47190).

### Live cell imaging

Cells were grown in EMMg medium to exponential phase and dropped onto microscope slide covered with a thin layer of 1.4% agarose resuspended in EMMg. 11 z-stack pictures (each z step of 250 nm) were captured using the Axio Imager M1 epifluorescence microscope (Carl Zeiss) equipped with a 100× immersion oil objective (Plan-Neofluar 1006/1.30), the GFP/dsRED filter set and differential interference contrast (DIC). Images were acquired with AxioCam MRc digital color camera and ZEN 3.7 software (Carl Zeiss). Pictures were processed and counted using ImageJ.

### Rad51 and Rad52-6His-3Flag Immunofluorescence

Logarithmic strains grown in EMMg complete were fixed with 4% formaldehyde, 45 min at room temperature (RT). The excess of formaldehyde was removed by PBS wash and PEM buffer (100 mM PIPES, 1 mM EGTA, 1 mM MgSO_4_, pH 6.9). Since that moment, all centrifugations were done for 5 min at 600 × *g*. Spheroplasts were obtained by digestion of cells for 10 min at 30 °C with Zymolyase 100 T (BioShop, ZYM002) at concentration 0.5 µg/mL in PEMS (PEM with 1.2 M sorbitol). Zymolyase was removed by three washes with PEMS and then cells were exposed to 1% Triton ×-100 in PEMS for 5 min, RT. Cells were then washed two times with PEMBAL (1% BSA, 0.1% sodium azide, 100 mM lysine monohydrate (Sigma-Aldrich, L-5626) resuspended in PEM buffer) and then incubated for 1 h on the wheel in PEMBAL, RT. After that time, cells were resuspended in 300 µL of PEMBAL with anti-Rad51 antibody (Abcam, ab63799, 1:300) or anti-Flag antibody for Rad52 detection (Sigma-Aldrich, F7425, 1:300) overnight at 20 °C. Next morning 3 washes with 1 mL of PEMBAL were done—two for 10 min and the last one for 30 min on a wheel, RT. Then cells were resuspended in 300 µL of PEMBAL with anti-Rabbit Alexa Fluor 555 (Invitrogen, A21428, 1:2000) for 1.5 h at RT. After that time, 3 washes with 1 mL of PBS were done, each for 10 min and then cells were resuspended in 1 mL of PBS with DAPI (1:4000) for 3 min. Next, a brief wash with PBS was done to remove the excess of DAPI. Lastly, cells were resuspended in 10 µL of ProLong Gold antifade reagent (Invitrogen, P36934) and subjected to a snapshot microscopy on standard glass slides using Axio Imager M1 microscope (Carl Zeiss). 11 z-stack pictures of 250 nm were collected with 300 ms exposure for Alexa 555 and 20 ms for DAPI channels using ZEN 3.7 software (Carl Zeiss). Images were analysed using ImageJ.

### EdU assay

Yeast cells bearing the human Equilibrative Nucleoside Transporter (hENT1) and the *Drosophila melanogaster* nucleotide (thymidine) kinase (dmNK) were grown in EMMg not supplemented with amino acids and bases until early exponential phase and exposed to a short pulse of the thymidine analog 5-ethynyl-2′- deoxyuridine (EdU) (Invitrogen, A10044) added to each culture to a final concentration of 50 μM for 10 min at RT. Cells were fixed in ethanol 70% and washed once in PBS 1× and twice in 1% Triton-PBS 1×. Cells were resuspended in 200 µL of freshly made “Click-iT” solution: 100 mM sodium ascorbate (from freshly made 1 M stock), 2 mM CuSO_4_, 0.5 μM Alexa Fluor 488 azide (Invitrogen, A10266) in PBS 1× (components were added in this order to PBS). After 1 h incubation on a wheel at RT in the dark, cells were washed twice in PBS 1×, and next incubated in 1 mL of DAPI-PBS 1× for 15 min. at RT. For imaging, cells were centrifuged, washed in 1 mL of PBS 1× and resuspended in^1^/_20_ the original volume. A drop was applied onto a microscope slide, cover with a coverslip and view in fluorescence microscope. Eleven z-stack images (step size of 0.25 μm) were collected using Axio Imager M1 microscope (Carl Zeiss). For EdU-Alexa-488, the samples were excited with a 488 nm laser set at 30% intensity with an exposure time of 100 ms and 20 ms for DAPI channels using ZEN 3.7 software (Carl Zeiss). Images were analyzed with Fiji software. Non-S-phase cells with EdU signal were distinguished by the absence of septum.

### Flow cytometry

Flow cytometry analysis of DNA content was performed as described earlier^64^. Logarithmic cultures were synchronized in early S phase by HU-mediated depletion of the nucleotide pool. After drug removal, cells progressed through S phase and reached G2 phase after 90 min of cycling in fresh medium. At each timepoint, cells were fixed in 70 % ethanol and washed with 50 mM sodium citrate, digested with RNAse A (Sigma-Aldrich, R5503) for 2 h, stained with 1 µM Sytox Green nucleic acid stain (Invitrogen, S7020) and subjected to flow cytometry using Guava easyCyte flow cytometer (Millipore).

### Whole protein extract analysis

Whole protein extraction was performed by standard trichloroacetic acid (TCA) method. 20 mL of logarithmic culture (OD_600_ ~ 1, 2 × 10^8^ cells) were collected and resuspended in 300 µl of water. Then, cells were mixed with 350 µl of freshly prepared lysis buffer (2 M NaOH, 7% β-mercaptoethanol) and 350 µl of 50% TCA. After centrifugation, pellets were further washed with 1 M Tris-HCl pH 8 and resuspended in 2× Laemmli buffer (62.5 mM Tris-HCl pH 6.8, 20% glycerol, 2% SDS, 5% β-mercaptoethanol with bromophenol blue). Samples were boiled before being subjected to SDS-PAGE on Mini-PROTEAN TGX Precast Gel 4–15% (Bio-Rad, 4561086). Western blots were performed with following antibodies at relevant dilutions: 1:1000 anti-GFP (Invitrogen, A11122), 1:3000 anti-HA (Sigma-Aldrich, H6908), 1:3000 anti-PK/V5 (Bio-Rad, MCA1360G), 1:5000 anti-Rad51 (Abcam, ab63799), 1:1000 anti-H3 (Abcam, ab1791), 1:2000 anti-Flag (Sigma-Aldrich, F7425), 1:3000 anti-Rad52 (BioAcademia, 63–003), 1:3000 anti-biotin (Rockland, 200-301-098), 1:500 anti-ubiquitin (P4D1, Santa Cruz Biotechnology, sc-8017) and 1:2000 polyclonal anti-Pmt3^SUMO^ antibodies, raised in rabbit, a gift from Sarah Lambert.

### Ni-NTA pulldown

Logarithmic strains were grown in EMMg without thiamine. 100 mL of culture (OD₆₀₀ ~1) was harvested by centrifugation, washed once with water, and resuspended in 450 µL of buffer G (100 mM sodium phosphate, pH 8.0; 10 mM Tris-HCl, pH 8.0; 6 M guanidine hydrochloride) with 1% Triton ×-100, protease inhibitor cocktail (Sigma-Aldrich, P8215), 1 mM PMSF, and 20 mM N-ethylmaleimide. Cells were lysed by bead beating (4 × 30 s at 6500 rpm with 3 min intervals on ice). Lysates were cleared by centrifugation at 18,000 × *g* for 20 min at 4 °C, and 20 µL of the supernatant was saved as input. The remaining lysate was applied to Ni-NTA agarose columns (New England Biolabs, S1427L), prewashed with buffer G, and incubated for 1.5 h at 4 °C with rotation. After incubation columns were washed twice with buffer G containing 5 mM imidazole, followed by two washes with buffer U (8 M urea, 100 mM sodium phosphate, pH 6.4; 10 mM Tris-HCl, pH 6.4; 0.1% Triton ×-100) with 5 mM imidazole. Proteins were eluted in two steps by addition of 100 µL of IMAC elution buffer (1× IMAC, 500 mM imidazole) with 5 min incubation per step. Eluates were precipitated with an 200 µL of 50% TCA. Input samples were mixed with 80 µL water and 100 µL 50% TCA. All samples were incubated on ice for 20 min and centrifuged at 18,000 × *g* for 20 min at 4 °C. Obtained pellets were washed with 1 M Tris-HCl, pH 8.0, centrifuged again, and resuspended in Laemmli buffer (17 µL for IP, 40 µL for input; 62.5 mM Tris-HCl, pH 6.8; 20% glycerol; 2% SDS; 5% β-mercaptoethanol; bromophenol blue). Samples were boiled at 100 °C for 5 min and analyzed by SDS-PAGE.

### Cycloheximide chase

Exponentially growing cells of the wild-type strain and selected mutants were treated or not with cycloheximide to a final concentration of 250 µg/ml. At selected time points, 15 ml of culture at an OD ~ 0.5 was collected, and total protein extracts were prepared using the standard TCA method. Samples were boiled prior to separation by SDS-PAGE using Mini-PROTEAN TGX Precast Gels 4–15% (Bio-Rad, 4561086). Western blotting was performed using anti-GFP (Invitrogen, A11122) and anti-H3 (Abcam, ab1791) antibodies.

### Pulsed field gel electrophoresis

HU-synchronization at the onset of S-phase prevents chromosomes from migrating into the gel due to the accumulation of branched DNA structures. After drug-removal, replication intermediates are resolved, and the migration of chromosomes into the gel is restored. Yeast cultures, grown in YES medium, were diluted to OD_600_ ~ 0.5, then exposed to 20 mM HU for 4 h, washed with water, and released to fresh, drug-free YES medium. At indicated time points 20 mL of culture was collected, washed with cold 50 mM EDTA pH 8 and digested with lyticase (Sigma-Aldrich, L4025) in CSE buffer (20 mM citrate/phosphate pH 5.6, 1.2 M sorbitol, 40 mM EDTA pH 8). Spheroplasts were embedded into 1% UltraPure^TM^ Agarose (Invitrogen, 16500) and put into 4 agarose plugs per each time point. Obtained plugs were incubated in Lysis Buffer 1 (50 mM Tris-HCl pH 7.5, 250 mM EDTA pH 8, 1 % SDS) for 90 min at 55 °C and then digested in Lysis Buffer 2 (1 % N-lauryl sarcosine, 0.5 M EDTA pH 9.5, 0.5 mg/mL proteinase K) overnight at 55 °C. Lysis Buffer 2 was changed the next morning for a fresh one, and digestion was continued overnight at 55 °C. Plugs were then stored at 4 °C. Pulsed field gel electrophoresis was carried out on CHEF-DR-III system (Bio-Rad) for 48 h at 2.0 V/cm, with an angle 120°, at 14 °C. Single switch time was set at 1800s. pump speed 70. Electrophoresis was carried out in 0.8% agarose gel (Agarose MP, Roche, 11388983001) in 1× TAE buffer. Chromosomes were visualized at Chemidoc XRS+ (Bio-Rad) after gel staining in ethidium bromide (EtBr, 10 μg/mL) for 30 min and washing for 30 min in 1× TAE.

### Chromatin immunoprecipitation for standard qPCR analyses

Rad52-YFP and CFP-Cpn1 ChIP were performed as follows. 100 mL of exponential culture (OD_600_ ~ 1) was crosslinked with 10 mM dimethyl adipimidate (Sigma-Aldrich, 285625) for 45 min and subsequently 1% formaldehyde (Sigma-Aldrich, F-8775) for 15 min. Formaldehyde crosslinking was quenched with 2.5 M glycine and cells were washed with 1× TBS. Next, samples were frozen in liquid nitrogen and cells were extracted by bead beating in FA-lysis buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1% Triton ×-100, 0.1% sodium deoxycholate, 1 mM EDTA with 1 mM PMSF and protease inhibitors (Sigma-Aldrich, P8215)). Chromatin sonication was done in a Bioruptor Pico (Diagenode) using Easy mode 10 cycles of 30 s ON and 30 s OFF. Immunoprecipitation was carried out overnight: 300 µL of extract was incubated on the wheel with anti-GFP antibody (Invitrogen, A11122) at 1:150 concentration. 5 µL of extract was preserved as INPUT fraction. Next morning Protein G Dynabeads (Invitrogen, 10003D) were added for 1 h, stringency washes to remove unspecific proteins were done and immunoprecipitated complexes were decrosslinked for 2 h at 65° C. The DNA associated with precipitated proteins was purified with a QIAquick PCR purification kit (QIAGEN, 28104) and eluted in 300 µL of water. qPCR with SsoAdvanced Universal SYBR® Green Supermix (Bio-Rad, 1725274, primers listed in Table S2) was performed to determine the Ct using CFX Maestro v1.1 (Bio-Rad). Rad52 enrichment was calculated as % of INPUT by subtraction values obtained for the untagged strain. Intergenic locus was presented as internal specificity control. CFP-Cnp1 ChIP-qPCR was calculated as fold enrichment by dividing obtained % of enrichment over values calculated for intergenic locus and then by dividing over the values obtained for untagged control for each pair of primers. Actine was presented as an internal specificity control.

For Rad51 ChIP, cells from logarithmic cultures (100 mL of OD_600_ ~ 1) were formaldehyde crosslinked for 20 min in vivo, then quenched with 2.5 M glycine and frozen in liquid nitrogen. Culture was divided into two equal aliquots of 50 mL and each was extracted by bead beating in 400 µL of FA-lysis buffer. Chromatin sonication was done in a Bioruptor Pico (Diagenode) using Easy mode 10 cycles of 30 s ON and 30 s OFF. Extracts from each aliquot and strain was mixed and immunoprecipitation was carried overnight as follows: 300 µL of extract was incubated with anti-Rad51 antibody (Abcam, ab63799, 1:150), another 300 µL was incubated with Normal Rabbit IgG antibody (Cell Signaling Technology, 2729S, 1:150) on the wheel, 4 °C. 5 µL of extract was preserved as INPUT fraction. Next morning Protein G Dynabeads (Invitrogen, 10003D) were added for 1 h. Then, the beads were washed to remove unspecific proteins and immunoprecipitated complexes were decrosslinked for 2 h at 65 °C. The DNA associated with precipitated Rad51 was purified with a QIAquick PCR purification kit (QIAGEN, 28104) and eluted in 300 µL of water. Rad51 enrichment was calculated based on Ct values and % enrichment. The values obtained for unspecific IgG were subtracted from values obtained for specific Rad51 antibody. Then values calculated for *rad51Δ* strain (a negative control) were subtracted to obtain final, normalized Rad51 enrichment as % of input. Values calculated for intergenic locus were used as an internal specificity control on graph.

### Chromatin immunoprecipitation of CFP-Cnp1 for next generation sequencing

Logarithmic fission yeast cultures of untagged control, CFP-Cnp1 (WT), and *SUMO-KallR* strain expressing CFP-Cnp1 were mixed with a calibrator—an aliquot of logarithmic budding yeast culture. Immunoprecipitation of Cnp1-bound DNA was then performed. Obtained samples were subjected to next-generation sequencing (NGS) and signals from the IP/INPUT ratio were normalized to the budding yeast calibrator. In details, 100 mL of exponential culture (OD_600_ ~ 1) of untagged strain, WT CFP-Cnp1 and *SUMO-KallR* CFP-Cnp1 were mixed with 10 mL of budding yeast exponential culture Scc1-Pk, used as a calibrator and then crosslinked with 1% formaldehyde (Sigma-Aldrich, F-8775) for 15 min. Formaldehyde crosslinking was quenched with 2.5 M glycine and cells were washed with 1× TBS. Next, samples were frozen in liquid nitrogen and cells were lysed by bead beating in FA-lysis buffer (50 mM HEPES pH 7.5, 140 mM NaCl, 1% Triton ×-100, 0.1% sodium deoxycholate, 1 mM EDTA with 1 mM PMSF and protease inhibitors (Sigma-Aldrich, P8215)). Chromatin sonication was done in a Bioruptor Pico (Diagenode) using Easy mode 10 cycles of 30 s ON and 30 s OFF. Immunoprecipitation was carried out overnight: 300 µL of extract was incubated on the wheel with anti-GFP antibody (Invitrogen, A11122) at 1:150 concentration. 20 µL of extract was preserved as INPUT fraction. Next morning Protein G Dynabeads (Invitrogen, 10003D) were added for 1 h, stringency washes to remove unspecific proteins were done and immunoprecipitated complexes were decrosslinked overnight at 65° C. Next morning samples were digested with RNAse A (Thermo Scientific, EN0531) for 30 min at 37 °C and then with proteinase K at 65 °C for 1 h. The DNA associated with CFP-Cnp1 was precipitated with isopropanol/glycogen/3 M potassium acetate for 1 h at −20 °C. Precipitated DNA was centrifuged for 20 min at 4 °C and then washed with cold 70% ethanol. Finally, DNA pellet was resuspended in 30 µL of Nuclease-Free Water (Sigma-Aldrich, W4502). DNA concentration was determined by Qubit4 Fluorometer (Invitrogen) using Qubit dsDNA HS Assay Kit (Invitrogen, Q32854) and quality control qPCR was done on 10× dilution of obtained DNA suspension with SsoAdvanced Universal SYBR® Green Supermix (Bio-Rad, 1725274, primers listed in Table S2). Samples were then send for DNA libraries preparation and next generation sequencing (Genomed, Warsaw, Poland).

### Chip-seq data analysis

Raw sequencing data was quality controlled by Q30. Low-quality reads and adapter sequences were cut off using Cutadapt^65^. Filtered reads were then mapped against the target genome (*S. pombe* assembly ASM294v2) and against the spike-in genome (*S. cerevisiae* S288C assembly SacCer3) using Bowtie2^66^. Unmapped reads, rDNA regions, mitochondrial DNA, and duplicates were filtered out using Samtools^67^. Samtools was also used to count reads uniquely mapped to ASM294v2 and SacCer3, and these values were used to calculate the occupancy ratio value. Using MACS3^68^, we computed the local bias by taking the maximum bias from surrounding 1 kb, 10 kb, the size of fragment length *d*, and the whole genome background. Finally, we combined and generated the maximum background noise and scaled the ChIP and control to the same sequencing depth. We used two different spike-in calibration methods^37,69^. In this manuscript, we present the results obtained from the first calibration method, however, both methods gave us comparable results. Peaks were called using MACS3 *bdgpeakcall* function^68^. 

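The list of the untagged strain held 961 peaks over 11.97 Mb, that of WT 59 peaks over 0.14 Mb and that of *SUMO-KallR* 1615 peaks over 11.67 Mb. The lowest peak was 1.7 high in the untagged strain, 1.8 in WT and 2.0 in *SUMO-KallR*. The cutoff given to *bdgpeakcall* is not stated in the paper's text. The median width of a peak was 7334 bp in the untagged strain, 904 bp in WT and 4626 bp in *SUMO-KallR*, and the widest peaks measured 156176, 26358 and 70759 bp. The broadest untagged and *SUMO-KallR* peaks lay on the chromosome arms, and the broadest WT peak covered the central domain of chromosome I.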

In order to visualize mapped reads, bigWig files were created using deepTools^70^. Plots were created around the midpoint of CENs.

### Recombination rates measurement

Single, red colonies from indicated mutants were inoculated into EMMg complete medium for 72 h at 30 °C. Then, cultures were diluted and plated on EMMg—Ade plates with 50 mg/L guanine to block the adenine uptake and score for positive recombination events and EMMg complete plates for cell survival assessment. Plates were incubated for 4–5 days at 30 °C. The rate of recombination was calculated using a fluctuation test. The statistical significance was calculated using two-tailed Mann–Whitney nonparametric test in GraphPad Prism 9.

### *ura4+* transcript level measurements

Total RNA was extracted from exponential cultures (PureLink RNA Mini Kit, Invitrogen, 12183020) and cDNA was prepared (High-Capacity cDNA Reverse Transcription Kit, Applied Biosystems, 4368814) according to the manufacturer’s instructions with 1.5 µg of purified RNA. The level of *ura4+* transcript was measured using SsoAdvanced Universal SYBR® Green Supermix (Bio-Rad, 1725274, primers listed in Table S2). Relative level of Ura4 was calculated over actin values.

### Split-SUMO-ID biotinylation assay

Strains with relevant plasmids (empty pREP41 or pREP41-6HA-NTurbo-SUMO) were pre-cultured in 20 mL of EMMg supplemented with biotin and thiamine (to keep the nmt41 promoter from pREP41 shut down). 10^5^ cells were inoculated to 250 mL of EMMg culture (without biotin and thiamine, to induce expression of 6HA-NTurbo-SUMO or 6HA-NTurbo-SUMO-KallR). After 21 h of growth (full induction of nmt41 promoter), 20 mL samples for TCA extraction were collected (-biotin condition), then biotin was added to the final concentration 50 µM and growth was continued for next 3 h. At this point 20 mL of culture was taken for TCA ( + biotin condition). Remaining ~200 mL of induced culture was frozen in liquid nitrogen. Extraction was carried out in RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM EGTA, 0.1% SDS, 1% NP-40, 0.4% sodium deoxycholate, 1 mM DTT, 1 mM PMSF with protease inhibitors (Sigma-Aldrich, P8215) and 20 mM *N*-Ethylmaleimide (NEM, Sigma-Aldrich, 04259) by bead beating. Cell lysate was precleared by centrifugation (20 min, 4 °C, 21130 × *g*). 20 µL of resulting protein extract was recovered and mixed with 4× Laemmli for control Western blot input fraction. Remaining lysates were digested with Benzonase (Sigma-Aldrich, E8263) and RNAse A (Thermo Scientific, EN0531) for 1 h at 4 °C on a rotator wheel. 300 µL of obtained cell lysate was diluted to 1 mL with RIPA buffer, transferred to 2 mL Eppendorf tube and 100 µL of Pierce^TM^ Streptavidin Magnetic Beads (Thermo Scientific, 88817) were added to each sample. Precipitation was carried on a wheel overnight at 4 °C. In the morning, beads were washed thrice with 2 mL of RIPA buffer. Then beads were washed 8 × 2 mL of 10 mM Tris-HCl pH 7.5. Washed beads were resuspended in 100 µL of 10 mM Tris-HCl pH 7.5 and subjected to mass spectrometry analysis.

### Mass spectrometry analysis of Rad52- and SUMO-dependent interactome

On-bead digestion of bound proteins was carried out overnight at 37 °C in the presence of 0.1% RapiGest SF, 3 mM DTT, and 50 ng of trypsin. On the following day, the peptide solution was recovered, and the beads were washed once in 10 mM Tris-HCl pH 7.5, 0.1% RapiGest SF, 3 mM DTT. The flow-through was pooled with the initially recovered solution. The sample was then acidified, high-speed centrifuged, and the supernatant was desalted using the STAGE tip protocol^71^. The obtained peptide pellet was resuspended in a 0.1% formic acid (FA) solution.

LC-MS analyses were carried out with the use of an M-Class Acquity UPLC system connected to a Synapt XS HRMS equipped with a nanoESI ion source interface. Mobile phase A consisted of H_2_O + 0.1% FA, while mobile phase B of ACN + 0.1% FA. Trap column (nanoEase C18 100 Å, 5 μm, 180 μm × 20 mm) chromatofocusing was employed before sample separation on the analytical column (nanoEase HSS T3 C18 100 Å, 1.8 μm, 75 μm × 150 mm) with a 60 min linear gradient of 5–35% B at a 300 nL/min flow rate. For each analysis (WT or *SUMO-KallR*), the independent biological replicate count consisted of 3 Split-ID samples (SUMO-ID or SUMO-KallR-ID), and 4 control samples (2 NTurbo-SUMO or NTurbo-SUMO-KallR, and 2 Rad52-CTurbo). In total, 14 samples were analyzed. MS data were collected in ion mobility coupled DIA (HDMS^E^) at 0.6 scan/s through a 50–2000 m/z range in positive polarity and TOF resolution mode. A collision energy ramp of 27–47 V was set on the instrument’s transfer cell. Source conditions: emitter voltage: 2.5 kV, sampling cone: 35 V, source offset: 15 V, source temperature: 80 °C, cone gas flow: 40 L/h, purge gas flow: 0.6 L/h, NanoFlow gas pressure: 0.5 Bar. A (Glu1)-Fibrinopeptide B solution was acquired in the mass reference function, and the correction was applied post-acquisition.

Raw processing was performed using Progenesis QiP v4.2.7. Auto-optimization of the low and high energy ion thresholds was chosen; the LC and TOF peak detection parameters, as well as the peak alignment parameters, were unchanged from QiP’s autovalues. Signal intensity within each analysis was normalized across samples using the “Normalize to All proteins” option (a procedure based on robust standard deviation of each samples ions’ intensity estimate followed by a scalar multiplication of all ions based on that estimate). Data were searched via Ion Accounting against the *S. pombe* protein sequence databank (UP000002485) to which porcine trypsin, human keratins’, BirA, and Streptavidin sequences were appended. For SUMO-KallR-ID, the SUMO gene (*pmt3*+) protein accession was modified, so that all lysines were substituted to arginines. The set search parameters were: peptide mass tolerance: 10 ppm; fragment mass tolerance: 35 ppm; min. fragments/peptide: 1; min. fragments/protein: 2; min. peptides/protein: 1; max. protein mass: 1 MDa; digest reagent: trypsin; max. missed cleavages: 2; variable modification: oxidation of methionine; FDR: 1% protein-level, the estimated peptide-level FDRs were 0.37% and 0.4% for SUMO-ID and SUMO-KallR-ID, respectively. Intensity sum of non-conflicting peptides was used for protein relative quantification.

QiP protein output.csv files were exported and loaded into Perseus^72,73^ for statistical work. The protein intensity values were log2 transformed and data normality was confirmed. Only proteins with at least 2 valid values within a group were considered further (26 out of 664, and 20 out of 641 proteins rejected for SUMO-ID and SUMO-KallR-ID, respectively) with any remaining missing values imputed from normal distribution (39 out of 4466, and 53 out of 4347 values for SUMO-ID and SUMO-KallR-ID, respectively). Pearson correlation and principal component analyses were used to assess replicates’ reproducibility. Changes in protein quantity were identified with a both-sided *T*-test, assuming *p* < 0.05 (rounded to nearest hundredth; exact cut-off is less than 0.055) and fold-change (FCH) ≥ 1.5 as significance thresholds (logarithmic values: -log10(p) = 1.25, log2(FCH) = 0.585). Given criteria yielded a total of 96 (70 enriched) and 23 (19 enriched) significantly changed proteins in SUMO-ID and SUMO-KallR-ID, respectively. This data is provided as Supplementary Data 1.

### Statistics and reproducibility

Quantification of chromosomes resolved by PFGE was done with ImageJ and presented as percentage of migrating chromosomes relative to asynchronous profile of chromosomes. Cell imaging was performed with ZEN 3.7 software and images were processed and analysed with ImageJ software. Statistical analysis was carried out using two-sided Student’s *t* test for majority of the experiments and nonparametric Mann–Whitney test for recombination rates analysis. Most experiments were repeated three times, unless otherwise indicated in figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additonal Supplementary Files

Supplementary Data 1

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The ChIP-seq datasets have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE276805. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^74^ partner repository with the dataset identifier PXD055556. Reagents and resources are available from corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: PolySUMOylation of PCNA and Rad52 restricts centromeric recombination in fission yeast
**Source:** Nat Commun. 2025 Dec 2;16:10837. doi: 10.1038/s41467-025-65862-1
**Supplement:** Supplementary file 1 — Supplementary Information

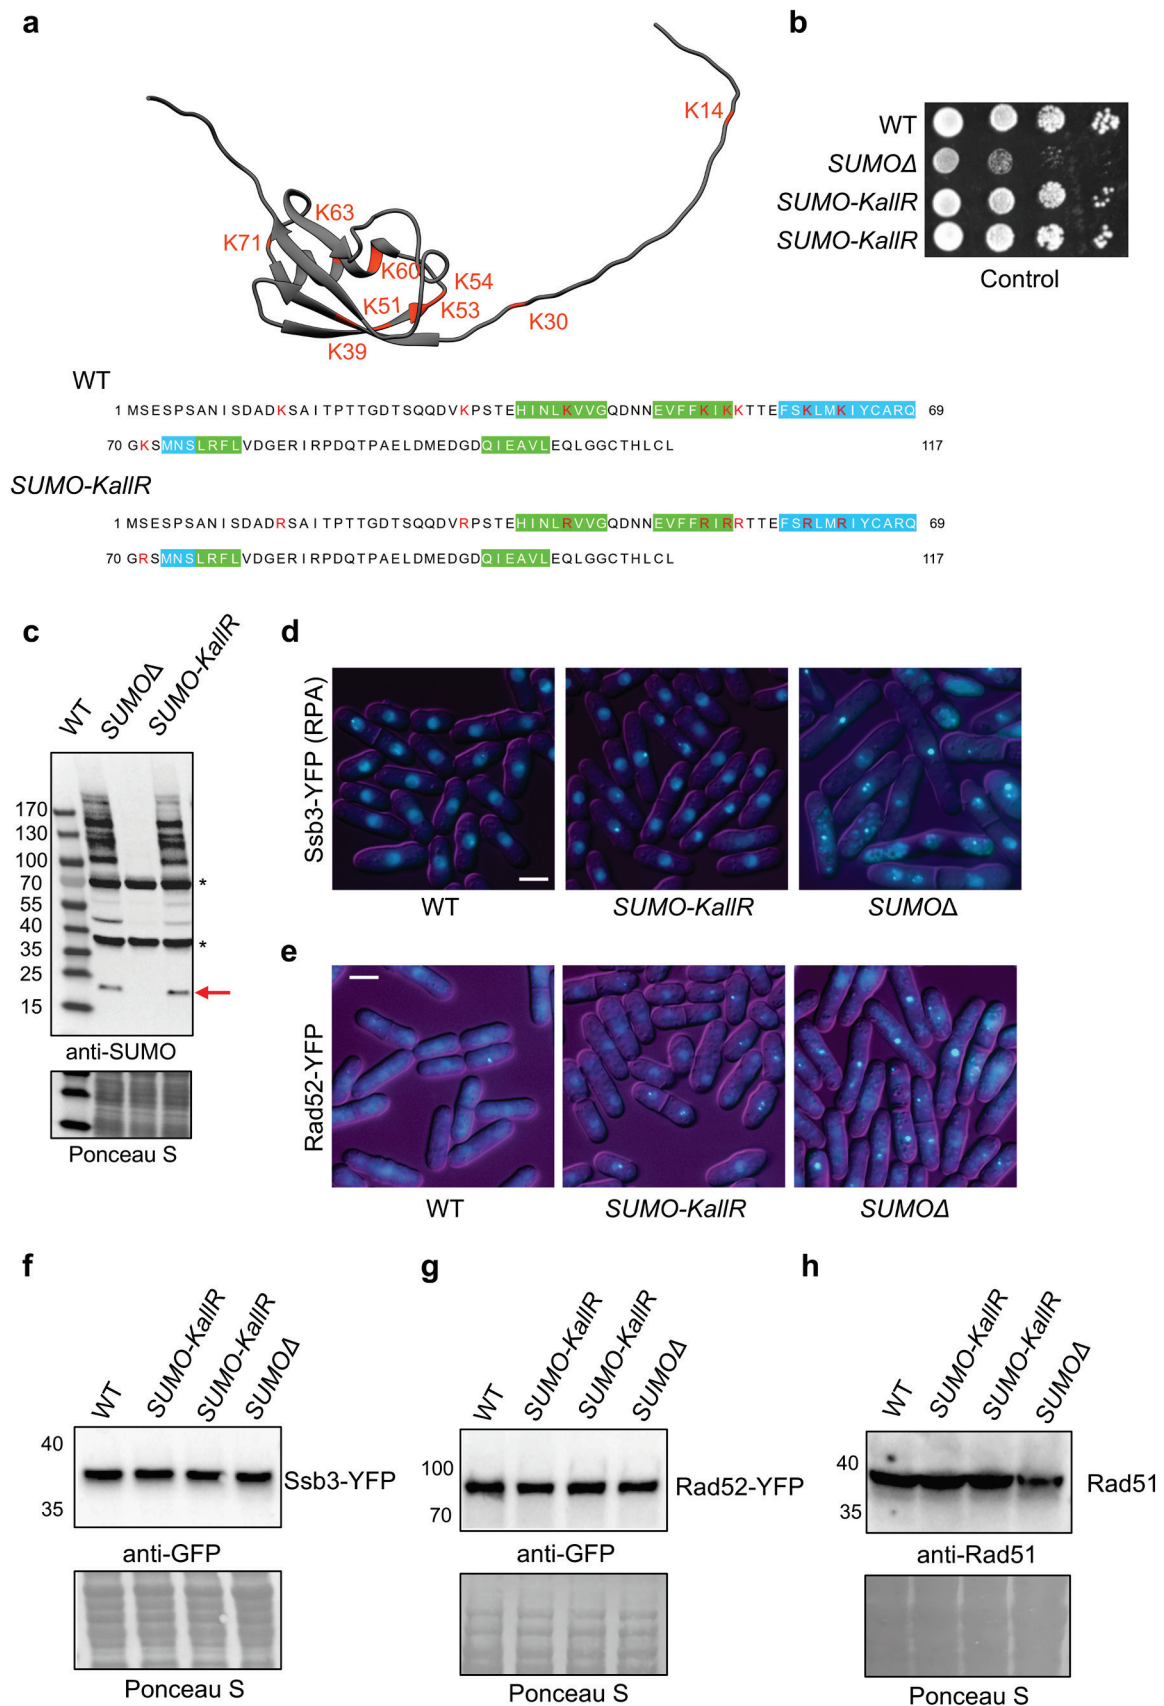

Supplementary Figure 1: Loss of SUMO chains leads to elevated replication stress and spontaneous DNA damage (related to Fig. 1). **a** A schematic model depicting the SUMO-KallR protein molecule. Nine lysine

residue positions, including key K₁₄ and K₃₀ necessary for chain formation, mutated to arginines (R) in the *SUMO-KallR* allele, are marked red, while β -strands and α -helices are highlighted in green and blue, respectively, in amino acid sequences. The model was made using AlphaFold Server. **b** Cell growth assay of indicated strains. Ten-fold serial dilution of exponential cultures were dropped on YES agar plates **c** Expression of SUMO conjugates in indicated strains on anti-Pmt3 Western blot. mono-SUMO moieties are indicated with a red arrow; * indicates unspecific signal. Ponceau S stained blot mark protein loading onto gel. Molecular weight marked alongside marker in kDa. **d** Example of fluorescence images of logarithmically growing cells expressing RPA containing the Ssb3^{RPA3} subunit endogenously tagged with YFP in indicated strains. Scale bar = 5 μ m. **e** Example of fluorescence images of logarithmically growing cells expressing endogenous Rad52-YFP in indicated strains. Scale bar = 5 μ m. **f-h** Expression of Ssb3-YFP, Rad52-YFP and native Rad51, respectively, analysed by Western blot with anti-GFP or anti-Rad51 antibody of total protein extracts isolated from exponentially growing cultures of indicated strains. Ponceau S stained blots were added to show equal amounts of total proteins loaded onto the gel after isolation from individual strains.

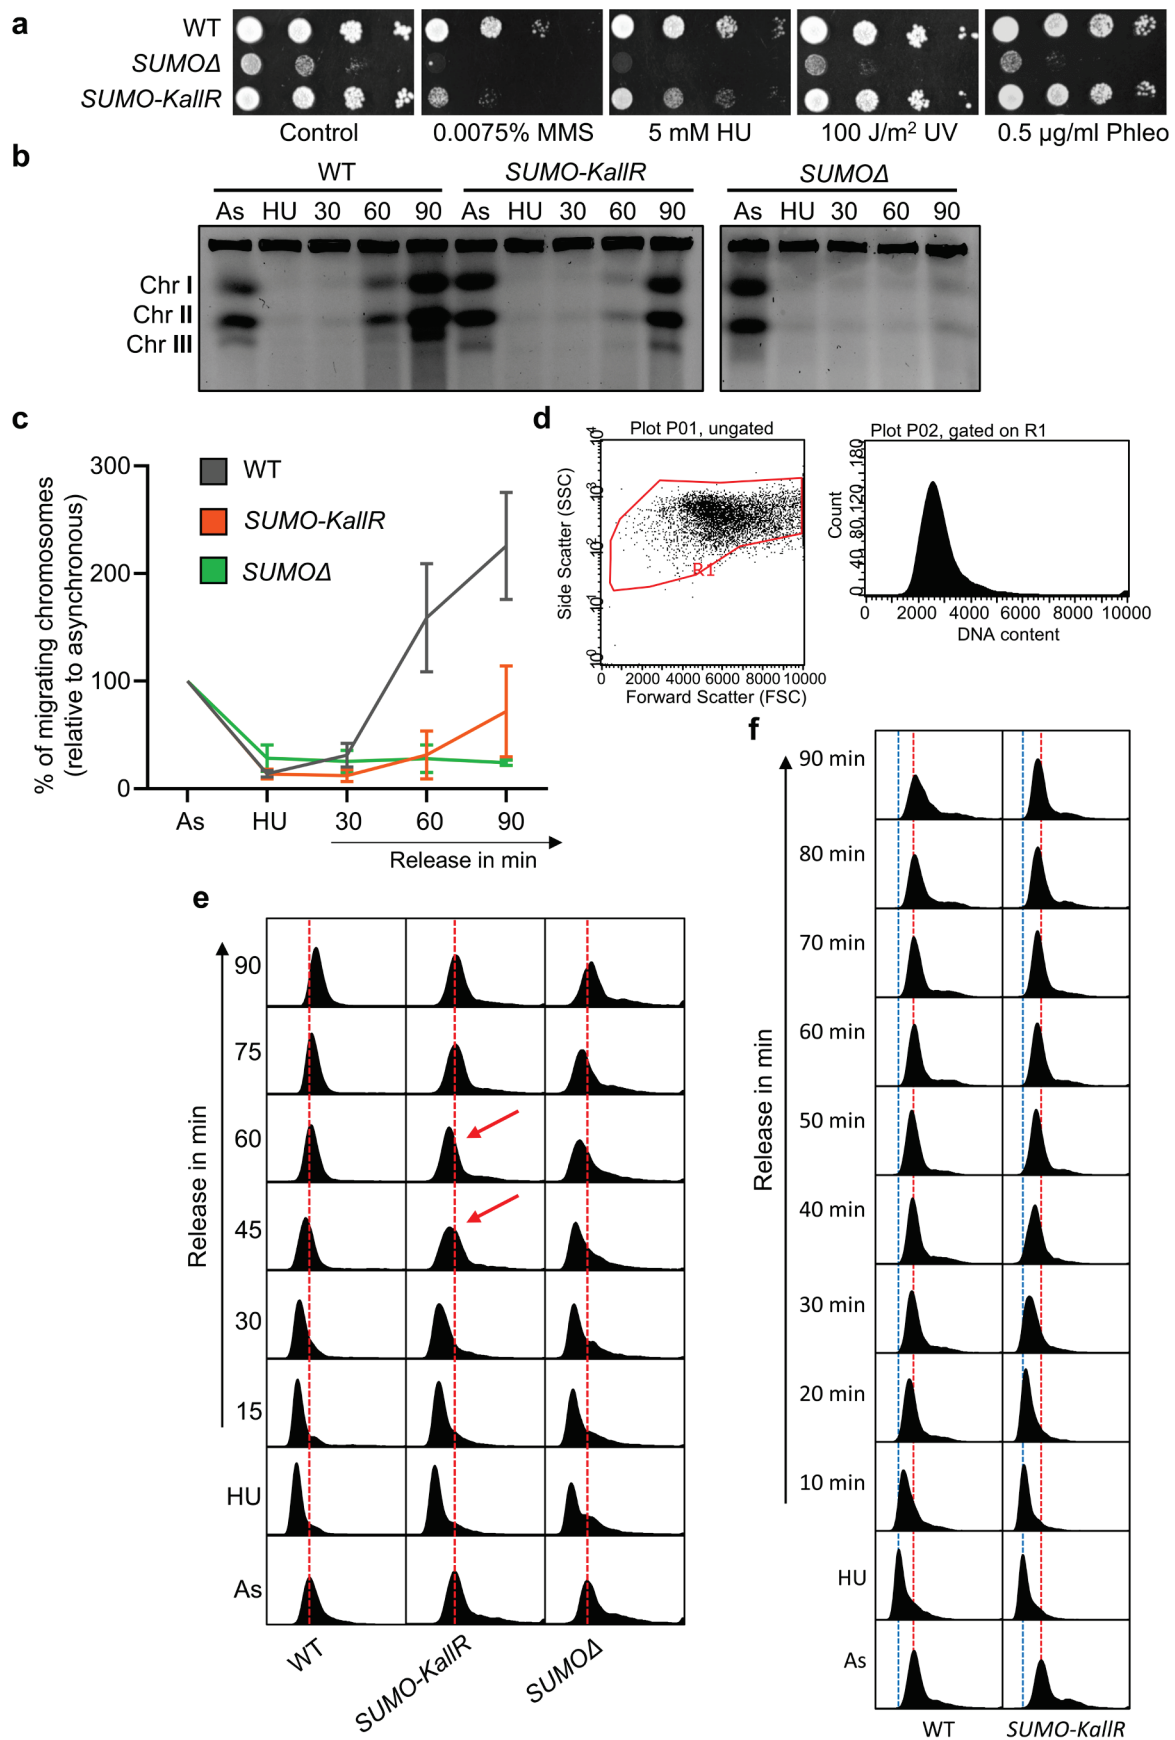

Supplementary Figure 2: SUMO chains enable completion of disturbed replication and control the timing of DNA repair. **a** Cell growth assay of indicated strains. Ten-fold serial dilution of exponential cultures

were dropped on YES agar plates containing appropriate genotoxic drugs in specified concentration: MMS, methyl methanesulfonate; HU, hydroxyurea; Phleo, phleomycin or exposed to UV-C light. **b** Representative images of intact chromosome migration during pulsed field gel electrophoresis (PFGE). Logarithmically growing cells (As, asynchronous cells) of indicated strains were exposed to 20 mM HU for 4 h (HU time point) and then released into fresh, HU-free, rich YES medium at 30°C to monitor recovery of chromosomes 30, 60 and 90 min after drug removal. **c** % quantification of chromosomes migrating into the gel after release from HU block relative to their asynchronous profile. Values are means of 3 independent biological replicates $\pm$ SD. **d** Gating strategy for conducted flow cytometry analysis. Left panel: ungated SSC-FSC plot; right panel: gated histogram based on SSC-FSC plot. **e** Flow cytometry analysis of DNA content in indicated strains. Logarithmically growing cells (As, asynchronous cells) were exposed to 20 mM HU for 4 h (HU time point) and then released into fresh, HU-free, rich YES medium at 30°C to monitor S-phase progression at the indicated time (min) after release. Red arrows indicate the delay in S phase progression of *SUMO-KallR* mutant compared to WT strain. Red dashed line marks G2 phase in asynchronous cells. **f** Flow cytometry analysis of DNA content in indicated strains. Logarithmically growing cells of WT and *SUMO-KallR* (As, asynchronous cells) were exposed to 20 mM HU for 4h (HU time point) and then released into fresh, HU-free, rich YES medium at 30°C to monitor S-phase progression in the 10 min intervals. Blue dashed line marks S-phase synchronisation, red dashed line G2 content.

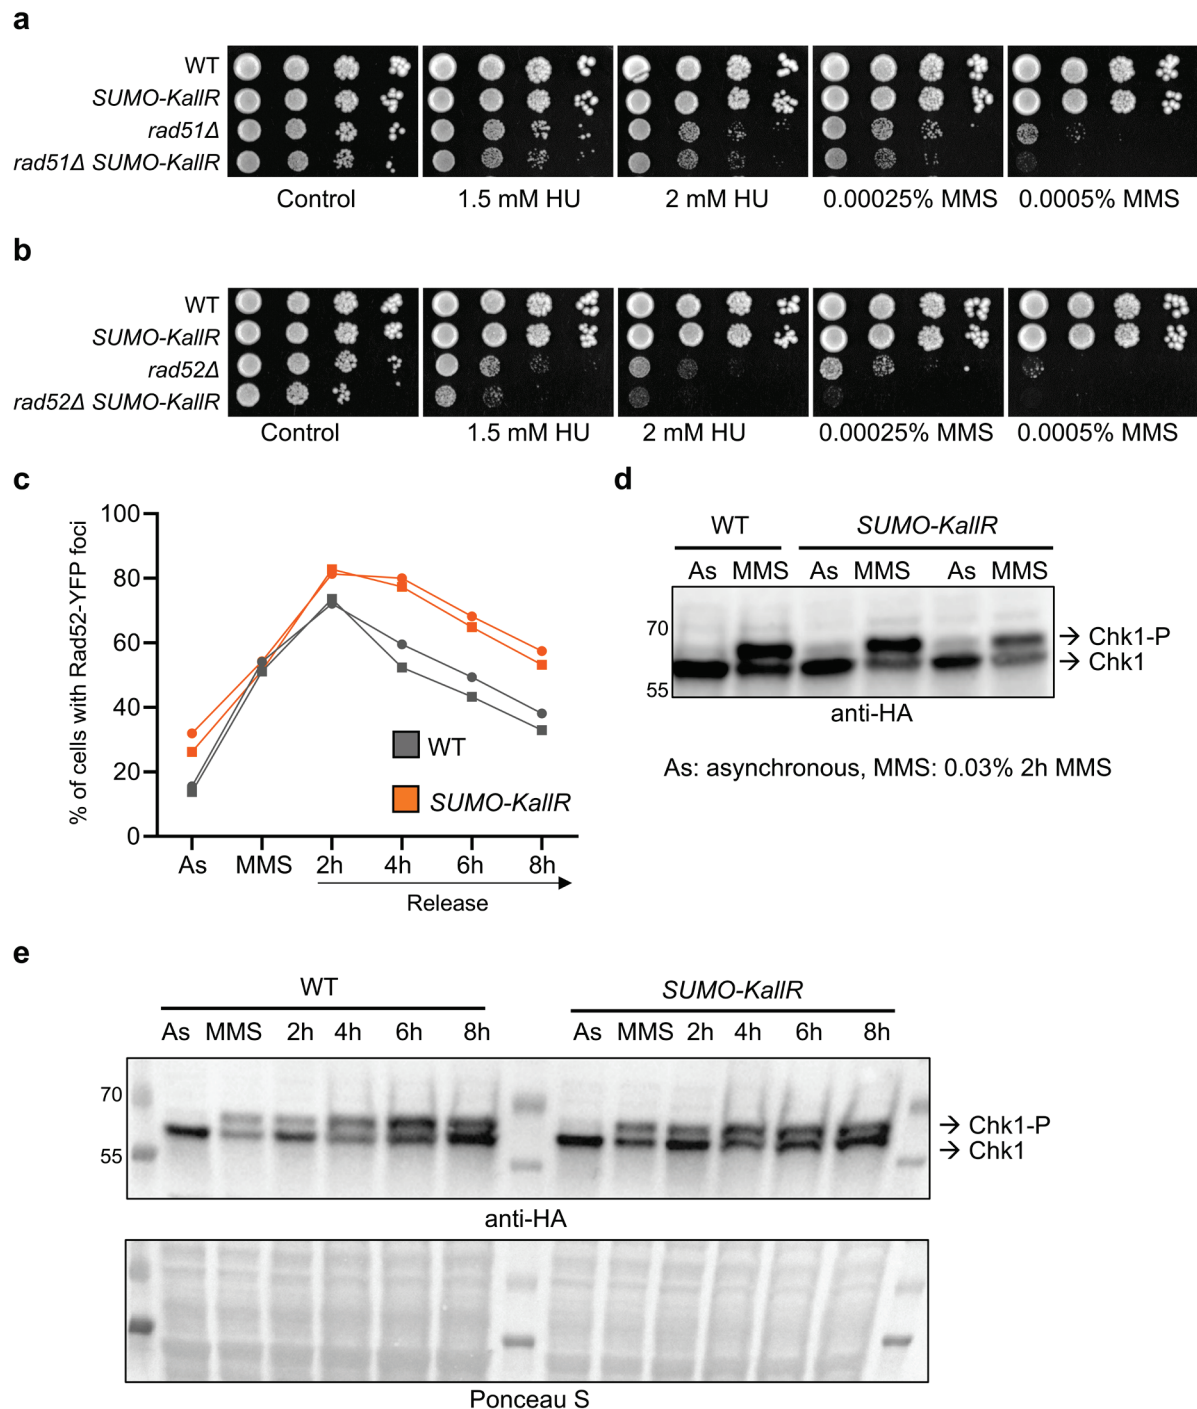

Supplementary Figure 3: SUMO chains control the timing of DNA repair. **a-b** Drop dilution assay of indicated strains (performed as in Fig. S2a) to indicated drugs. **c** The dynamics of formation and resolution of recombination repair centers in response to MMS-induced DNA damage in indicated strains. Logarithmic cells expressing the endogenous Rad52-YFP fusion protein (As, asynchronous cells) were exposed to 0.03% MMS for 2 h (MMS time point) and then released into fresh medium. Microscopy of Rad52-YFP was conducted in two-hour intervals up to 8 hours after drug removal in two biological replicates for each strain. The percentage of cells forming Rad52-YFP foci at all time-points examined was calculated. **d** The cell cycle DNA damage checkpoint activation in response to MMS in indicated strains. Phosphorylation of Chk1 kinase (Chk1-P) in response to 0.03% MMS for 2 h was confirmed by Western blot with anti-HA antibody of total protein extracts isolated from exponentially growing and

MMS-exposed cultures. The experiment was repeated twice. Molecular weight marked alongside the marker in kDa. **e** The dynamics of the cell cycle DNA damage checkpoint inactivation after MMS treatment in indicated strains. Logarithmic cells expressing the endogenous Rad52-YFP fusion protein (As, asynchronous cells) were exposed to 0.03% MMS for 2 h (MMS time point) and then released into fresh medium as in **c** Samples were collected in two-hour intervals up to 8 hours after drug removal and phosphorylation of Chk1 kinase (Chk1-P) was shown by Western blot with anti-HA. Molecular weight marked alongside the marker in kDa.

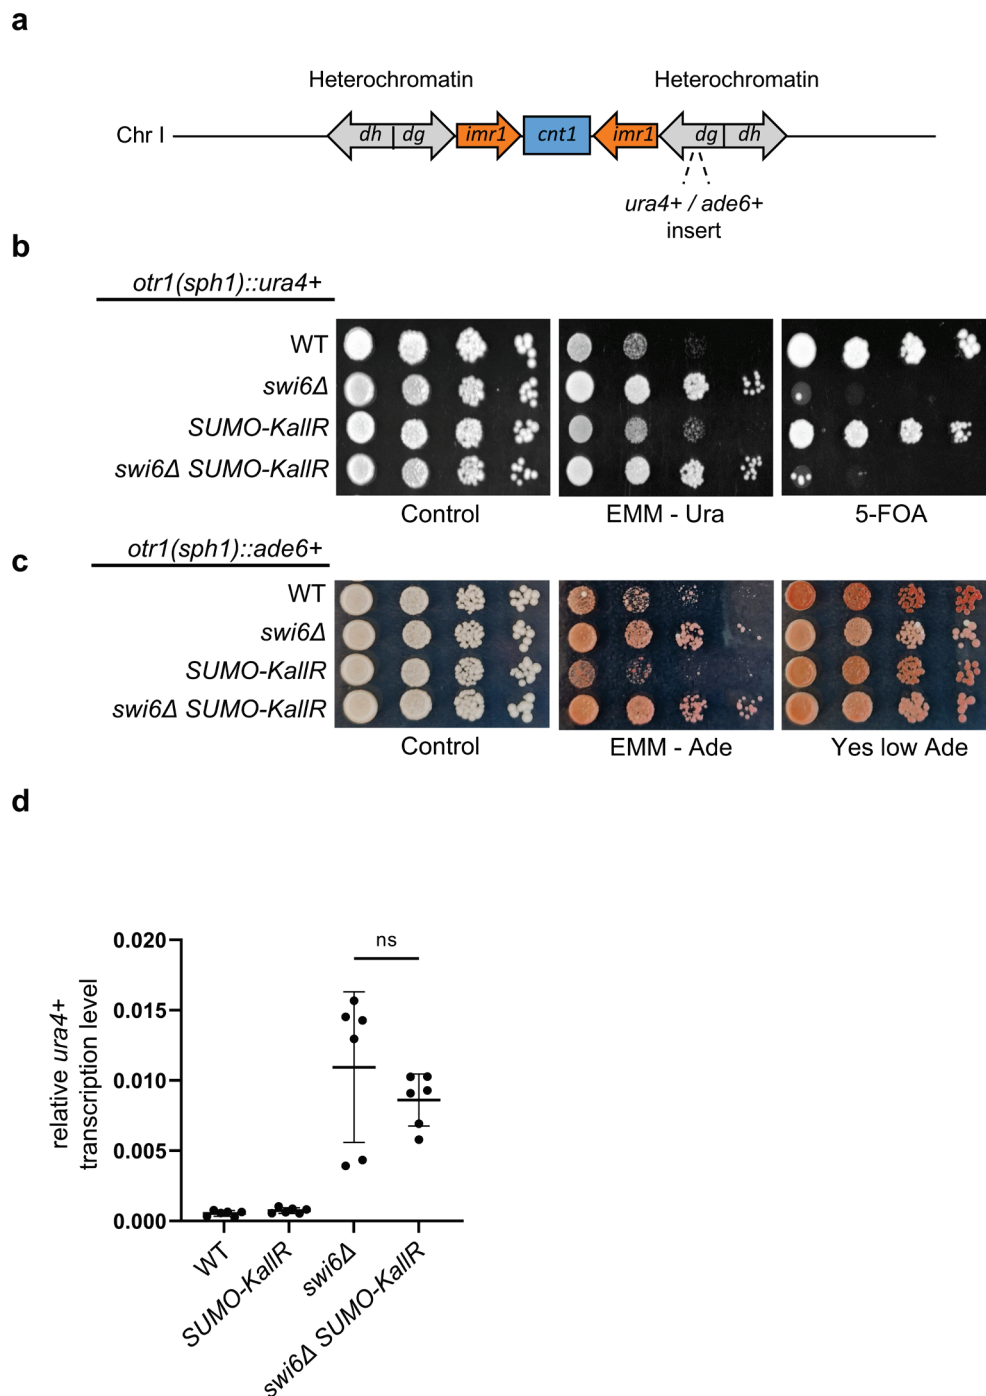

Supplementary Figure 4: SUMO chains do not impact silencing in the centromeric locus. **a** A schematic diagram depicting insertion of *ura4+* or *ade6+* reporter gene between *otr1* inverted repeats located in

the centromere *cen1* of the fission yeast chromosome I. Expression of functional products of these genes from this locus is suppressed in normal physiological conditions due to the heterochromatin silencing. **b** Silencing assay of indicated strains. Ten-fold serial dilution of exponential cultures were dropped on EMMg agar plates lacking uracil or containing 5-FOA in specific concentration. **c** Silencing assay of indicated strains. Ten-fold serial dilution of exponential cultures were dropped on EMMg agar plate lacking adenine and YES agar plate containing adenine in lower concentration. **d** Relative *ura4+* transcription level in indicated strains analysed by qPCR using relevant primers (listed in Table S2). *ura4+* enrichment was calculated over actin values. Dots represent values obtained from 3 independent biological experiments with 2 technical repeats. Error bars show the SD about the mean values. Two-sided Student's *t*-test was used to calculate the *p* values (not significantly different).

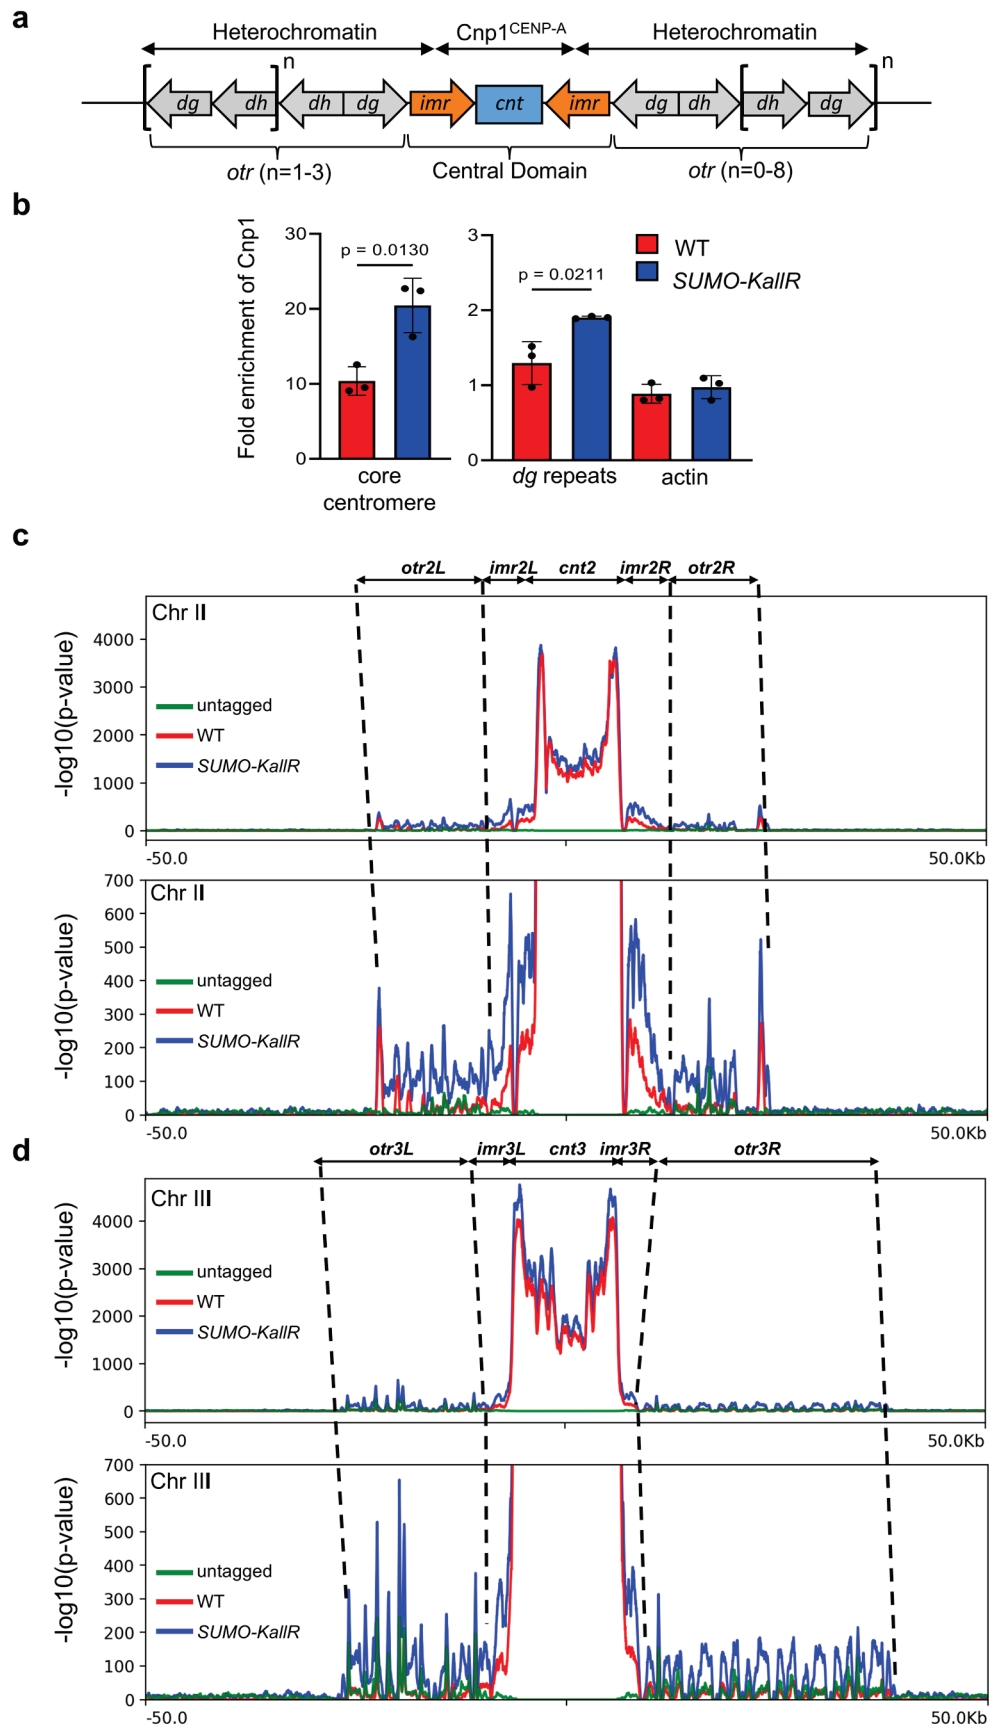

Supplementary Figure 5: Deficiency of SUMO chains leads to centromere disruption (related to Fig. 2).
a A schematic diagram depicting DNA structure of fission yeast centromeres. All three centromeres

possess the same overall structure where two outer repeats region (*otr*, gray arrow boxes) surround a central domain: core (*cnt*, blue rectangle box) flanked by two innermost repeat regions (*imr*, orange arrow boxes). The *otr* contain identical elements between the three chromosomes, although the number of repetitions (*dh/dg*) varies. 

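In the sequence of ASM294v3, centromere I runs from 3753433 to 3789675, centromere II from 1603691 to 1643033 and centromere III from 1072659 to 1138052. The *otr* measured 23.2 kb on chromosome I, 23.5 kb on chromosome II and 48.5 kb on chromosome III. The *cnt* lies from 3769078 to 3773195 on chromosome I, from 1620807 to 1627609 on chromosome II and from 1097071 to 1101923 on chromosome III. Stretches related to the *dg* and *dh* unit of the right arm of centromere I were found on chromosome II, with a lowest identity of 98.4%, and on chromosome III, with a lowest identity of 96.9%. Every 150-base sequence starting in the *cnt* of chromosome II occurs once in the genome, against 29.3% on chromosome I and 43.5% on chromosome III. For the *otr* this share was 14.6% on chromosome I, 7.59% on chromosome II and 1.60% on chromosome III. The *cnt* primers of Table S2 match on chromosome I from 3770526 to 3770621 and on chromosome III from 1099910 to 1100005. The *dg* primers match at 5 places, 2 on chromosome I, 1 on chromosome II and 2 on chromosome III. All lie in annotated non-coding RNA genes of the *otr*.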

The *otr* repeats together with part of the *imr* are covered with heterochromatin. The central domain (*cnt* region and part of the *imr*) is characterized by the presence of the centromeric histone variant Cnp1^{CENP-A} and corresponds to the region where kinetochore is assembled. **b** Binding of CFP-Cnp1 to centromere locus in indicated strains analysed by ChIP-qPCR using anti-GFP antibody and relevant primers (listed in Table S2). Enrichment for actin locus was presented as unrelated control. Dots represent values obtained from 3 independent biological repeats. Error bars show the SD about the mean values. Two-sided Student's *t*-test was used to calculate the *p* values. **c-d** Calibrated ChIP-seq profiles of chromosome II (**c**) and III (**d**) CFP-Cnp1 binding in indicated strains. Logarithmic cultures of indicated strains were mixed with budding yeast calibrator aliquot (exponential culture of Scc1-Pk) and extracted DNA was used to construct DNA libraries and for NGS analysis. The range of central domain and *otr* region are designated with black dashed lines. The central part of *cnt* was set as 0. For each chromosome the upper panel presents locus around the centromere with values on Y-axis, that present $-\log_{10}(\text{p-value})$ set up to 4000 to cover the signal from the core of centromere, whereas bottom panel scale on Y-axis was set up to 700.

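On chromosome II, *SUMO-KallR* peaks covered the left *otr* completely and 97.9% of the right *otr*, WT peaks 97.1% and 89.8%, and untagged peaks 96.2% and 91.8%. On chromosome III, *SUMO-KallR* peaks covered 97.8% of the left and 94.7% of the right *otr*, WT peaks 78.7% and 68.7%, and untagged peaks 81.4% and 73.4%. In the right *otr* of chromosome III the highest summit was 319.9 high in *SUMO-KallR*, 144.3 in WT and 155.8 in the untagged strain. On chromosome II no *SUMO-KallR* summit fell in the *otr*, since its left arm lay under a peak from 1589088 to 1616500 whose summit is in the left *imr*, with a height of 665.1. The right arm lay under a peak from 1635430 to 1678874 (height 531.7), whose summit is beyond the *otr*, and partly under a peak with its summit in the right *imr* (height 590.7). WT peaks outside the *otr* of chromosome II lay from 1644268 to 1646902 (height 277.8), from 1598839 to 1601034 (height 267.0) and from 1602296 to 1603075 (height 118.7). The 3 summits lie outside annotated genes, nearest to the tRNA genes SPBTRNAALA.11, SPBTRNAALA.08 and SPBTRNAASP.05, in sequence that is 99.39 to 99.56% identical to a stretch of *imr* of chromosome II or III. The *dg* amplicon of the left *otr* of chromosome III, from 1073115 to 1073184, was under a *SUMO-KallR* peak and under no peak of the other strains. The other 4 *dg* amplicons lay under peaks of all 3 strains, with 53 of 70 bp covered in the untagged strain at the one from 1137527 to 1137596.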

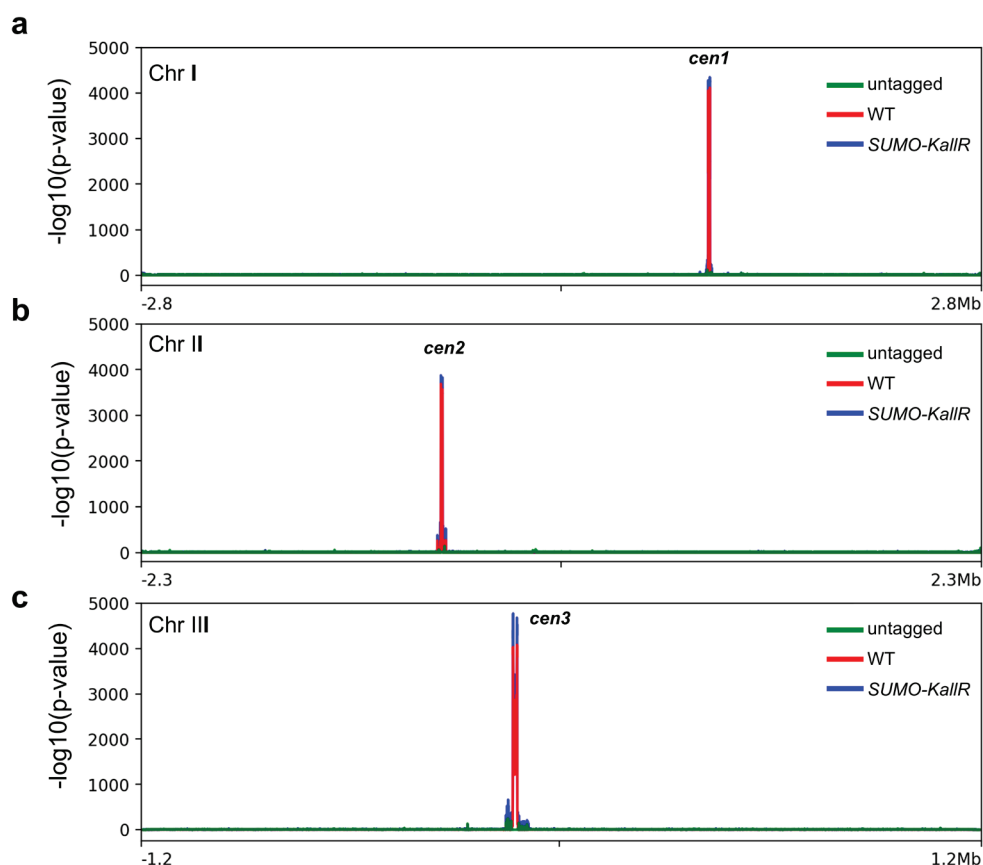

Supplementary Figure 6: Deficiency of SUMO chains leads to centromere disruption (related to Fig. 2). **a-c** Calibrated ChIP-seq profiles of whole chromosome I (**a**), II (**b**) and III (**c**) CFP-Cnp1 binding in indicated strains. Logarithmic cultures of indicated strains were mixed with budding yeast calibrator aliquot (exponential culture of Scc1-Pk) and extracted DNA was used to construct DNA libraries and NGS

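The highest *SUMO-KallR* peak outside the centromeres had a height of 693.4 and lay on chromosome III from 2447011 to 2447642, in the fragment of rDNA at the right end of the chromosome. The highest untagged one (height 261.6) lay in the left rDNA fragment from 19684 to 21776, next to the rRNA gene SPRRNA.51. These fragments, from 1 to 23130 and from 2440994 to 2452883, held 13 untagged peaks, 16 *SUMO-KallR* peaks and no WT peak. More than 100 kb from the chromosome ends and outside the centromeres, the highest peak of both the untagged strain and *SUMO-KallR* had its summit in the coding exon of gsf2, which encodes a flocculin, at 962958 with a height of 139.2 and at 962967 with a height of 123.0. On chromosome I the highest *SUMO-KallR* peak outside the centromere ran from 3700540 to 3745628 (height 76.1), with its summit 103 bp from the tRNA gene SPATRNAVAL.04, where an untagged peak ran from 3710440 to 3745488 (height 23.5) and a WT peak from 3710530 to 3710852 (height 5.2). The cnp1 gene, on chromosome II from 3538504 to 3540163, was under an untagged peak with a height of 20.8, under a *SUMO-KallR* peak with a height of 10.7 and under no WT peak. The pmt3 gene, which encodes SUMO, was under peaks of the untagged strain (height 26.5) and *SUMO-KallR* (height 24.4) and under none of WT, as was act1, with heights of 21.9 and 25.4. Heights given for genes are those of the peaks, whose summits can lie outside the gene.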

analysis. The range of central domain and otr region are designated with black dashed lines. The central part of *cnt* was set as 0. For each chromosome the panel presents locus around the centromere with values on Y-axis, that present $-\log_{10}(\text{p-value})$ set up to 5000 to cover the signal from the core of centromere.

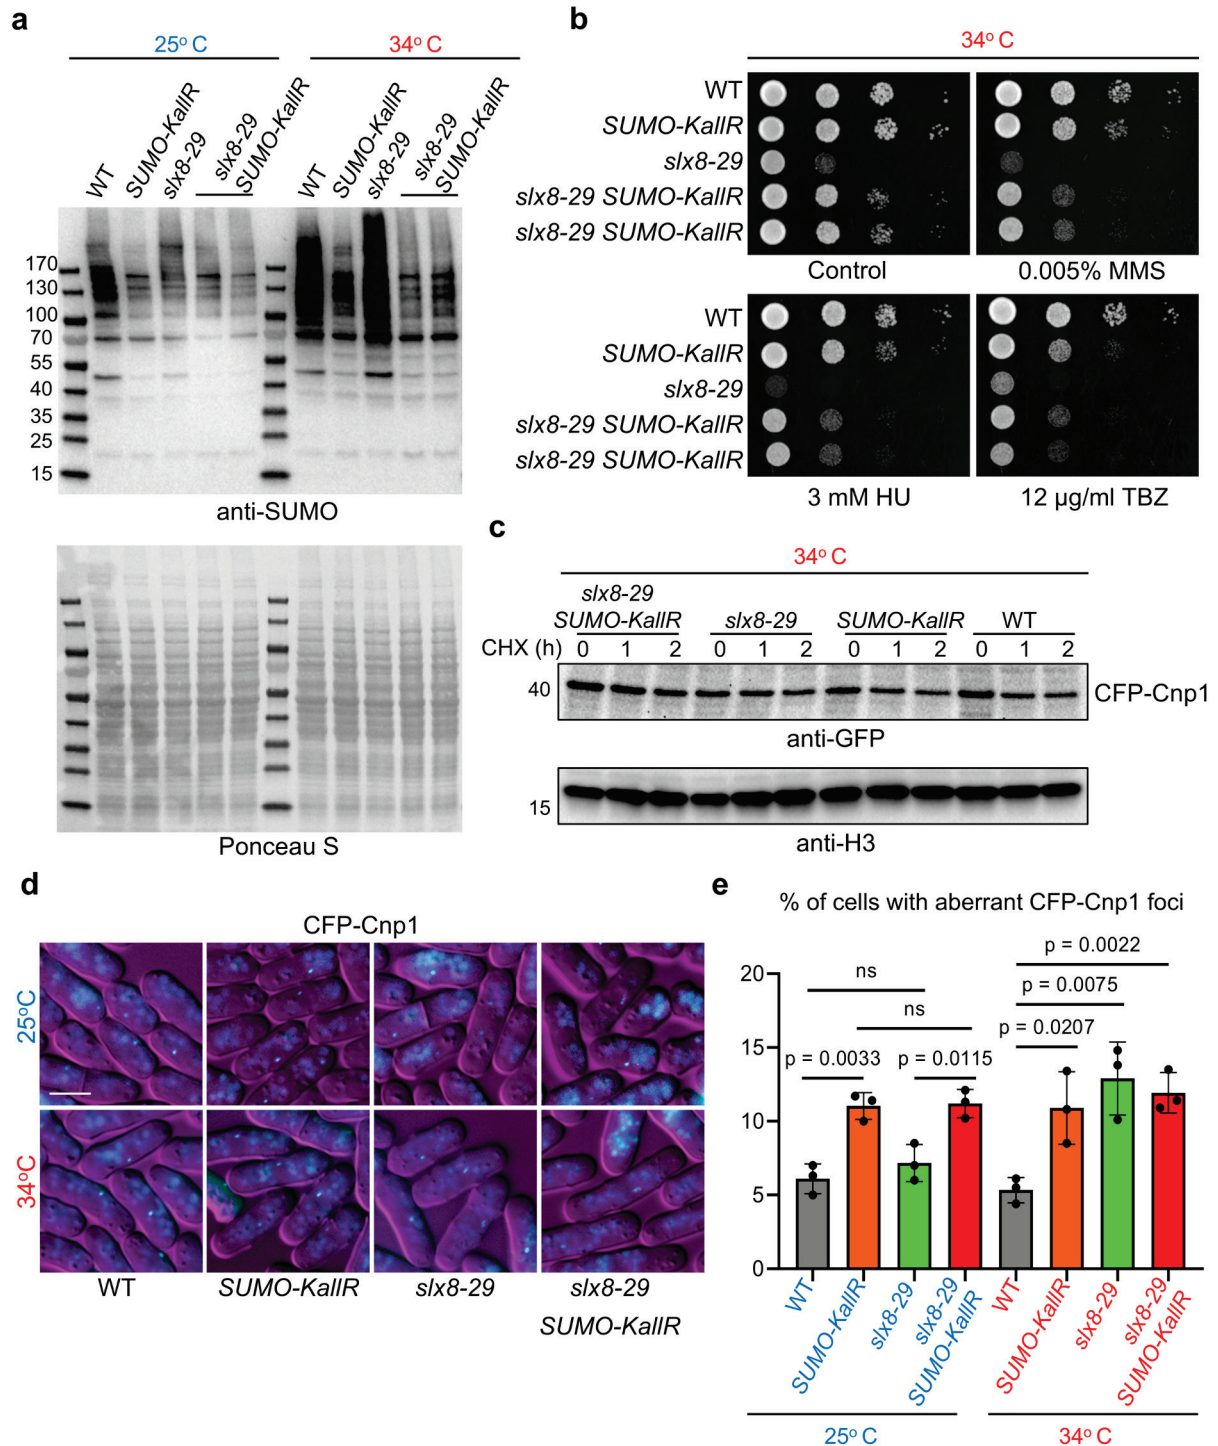

Supplementary Figure 7: Slx8 STUbL does not play a major role in Cnp1^{CENP-A} regulation in *S. pombe*. **a** Expression of SUMO conjugates in indicated strains and temperatures (blue – permissive, 25°C, red – restrictive 34°C). Total protein extracts isolated from exponentially growing cultures were analysed by Western blot with anti-Pmt3 antibody. Ponceau S stained blots were added to show equal amounts of

total proteins loaded onto the gel. Molecular weight marked alongside the marker in kDa. **b** Drop dilution assay of indicated strains (performed as in **Fig. S2a**) to indicated drugs. **c** Stability of CFP-Cnp1 in indicated strains. Exponentially growing cells of the WT strain and selected mutants were treated for 1 or 2 h or not (timepoint 0) with cycloheximide (CHX) to a final concentration of 250 $\mu\text{g/ml}$ at 34°C (a cycloheximide chase experiment). At selected time points, samples were collected, and total protein extracts were prepared using the standard TCA method. Samples were then subjected to Western blotting using anti-GFP for CFP-Cnp1 detection and anti-H3 antibodies to assess loading. Molecular weight marked alongside the marker in kDa. **d** Examples of live cell imaging of logarithmically growing cells expressing endogenous CFP-Cnp1 fusion protein in indicated strains. Scale bar = 5 μm . **e** % quantification of cells forming aberrant Cnp1 foci in indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, at least 500 cells were analysed for each strain. Error bars show the SD about the mean values. Two-sided Student's *t*-test was used to calculate the *p* values.

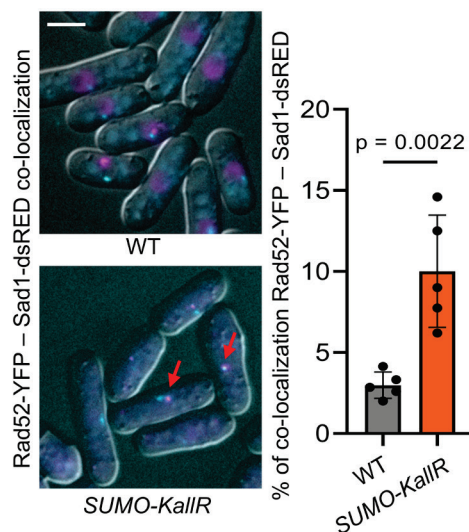

Supplementary Figure 8: Increased Rad52 co-localization with spindle pole body Sad1 (related to Fig. 3).

a Example of DIC and merged fluorescence images of logarithmic *SUMO-KallR* cells expressing endogenous Rad52-YFP and Sad1-dsRed. Red arrows indicate co-localization between two proteins. Scale bar = 5 μm . **b** % quantification of co-localization between Rad52-YFP and Sad1-dsRed in indicated strains. Dots represent values obtained from 5 independent biological experiments. In every experiment 200-300 cells were analysed for each strain. Error bars: SD about the mean values. Two-sided Student's *t*-test was used to calculate the *p* values.

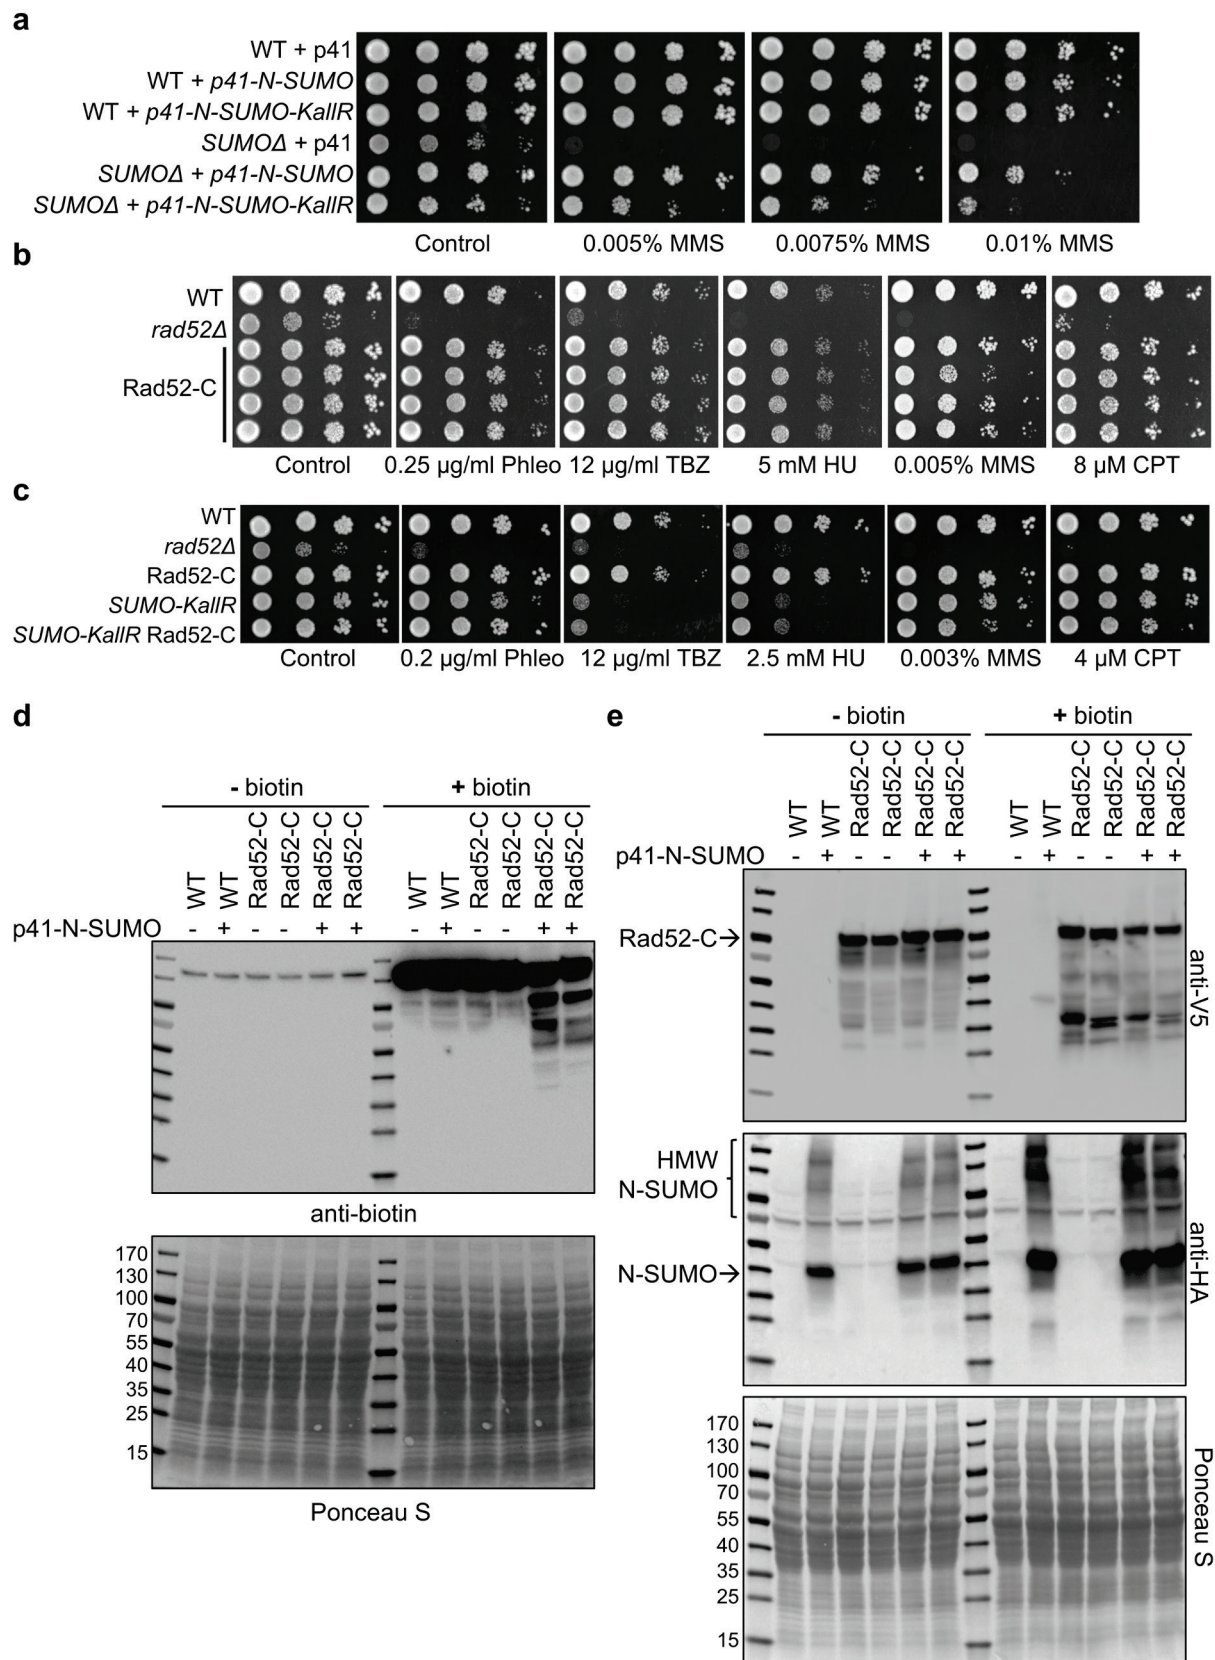

Supplementary Figure 9: Analysis of Rad52- and SUMO-dependent interactome (related to Fig. 4). **a** Complementation assay of p41-NTurbo-SUMO and p41-NTurbo-SUMO-KallR functionality in indicated transformants. Empty vector pREP41 was designated as p41. Ten-fold serial dilution of exponential cultures were dropped on YES agar plates containing specific MMS concentration. **b-c** Analysis of

functionality of Rad52-Split-TurboID by drug sensitivity assay compared indicated strains. Ten-fold serial dilution of exponential cultures were dropped on YES agar plates containing Phleo, TBZ, HU, MMS or CPT in specific concentration. **d** Proximal biotinylation assay of proteins by Split-TurboID in indicated transformants and conditions. Western blot analysis of total cell extracts prepared from a control untagged (WT) and the Rad52-12Pk-CTurbo (Rad52-C) strains transformed with an empty vector or 6HA-Nturbo-SUMO (N-SUMO) bearing plasmid was performed using anti-biotin antibody (upper panel). A Ponceau S stained blot (lower panel) was added to show equal amounts of total proteins loaded onto the gel after isolation from an individual transformant. Molecular weight marked alongside the marker in kDa. **e** Expression of Rad52-12Pk-CTurbo (Rad52-C) and 6HA-NTurbo-SUMO (N-SUMO) in indicated conditions. Western blot analysis with anti-V5 (upper panel), and anti-HA (middle panel) antibody, respectively, was performed for total protein extracts isolated from exponentially growing cultures of indicated transformants. High molecular weight (HMW) SUMO-conjugates were put in bracket. The blot was first exposed to anti-V5, then stripped and probed with anti-HA. A Ponceau S stained blot (lower panel) were added to show equal amounts of total proteins loaded onto the gel after isolation from individual strain. Molecular weight marked alongside the marker in kDa.

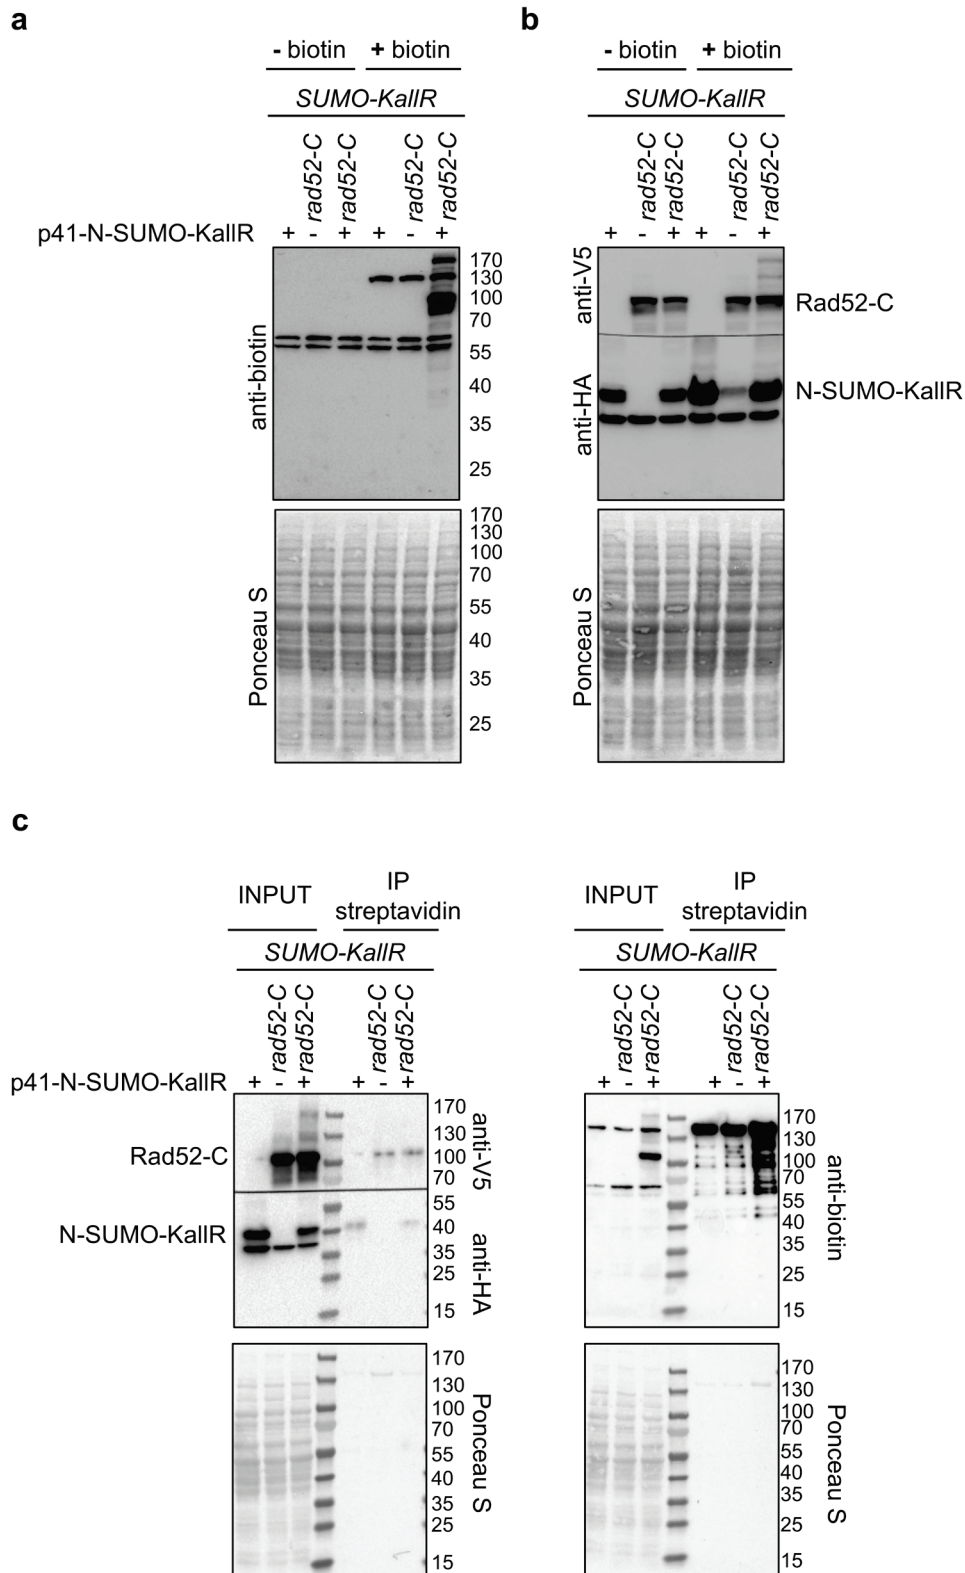

Supplementary Figure 10: Analysis of Rad52- and SUMO-dependent interactome in *SUMO-KallR* background (related to Fig. 4). **a** Proximal biotinylation assay of proteins by Split-TurboID in indicated transformants and conditions. Western blot analysis was done on total cell extracts prepared from a *SUMO-KallR* mutant and the *SUMO-KallR* Rad52-12Pk-CTurbo (Rad52-C) strains transformed with 6HA-NTurbo-SUMO-KallR (N-SUMO-KallR) using anti-biotin antibody (upper panel). A Ponceau S stained blot

(lower panel) was added to show equal amounts of total proteins loaded onto the gel after isolation from an individual transformant. Molecular weight marked alongside the marker in kDa. **b** Expression of Rad52-12Pk-CTurbo (Rad52-C) and 6HA-NTurbo-SUMO-KallR (N-SUMO-KallR) in indicated transformants and conditions. Western blot analysis with anti-V5 (upper panel upper part), and anti-HA (upper panel bottom part) antibody, respectively, was performed for total protein extracts isolated from exponentially growing cultures of indicated transformants. A Ponceau S stained blot (lower panel) was added to show equal amounts of total proteins loaded onto the gel after isolation from an individual transformant. **c** Streptavidin pulldown of biotinylated proteins in indicated transformants. Same samples were run for Western blot analysis of prepared extracts from a *SUMO-KallR* mutant and the *SUMO-KallR* rad52-12Pk-CTurbo (Rad52-C) mutants transformed with 6HA-NTurbo-SUMO-KallR (N-SUMO-KallR) using anti-biotin (upper right panel), and anti-V5 (upper left panel upper part) or anti-HA (upper left panel bottom part) antibody. A Ponceau S stained blots (lower panels) were added to show amounts of total proteins loaded onto the gel after isolation from individual transformant. INPUTs and IPs on anti-HA and anti-V5 blots are cut and merged from shorter and longer exposures of the same membrane. Molecular weight marked alongside the marker in kDa.

a

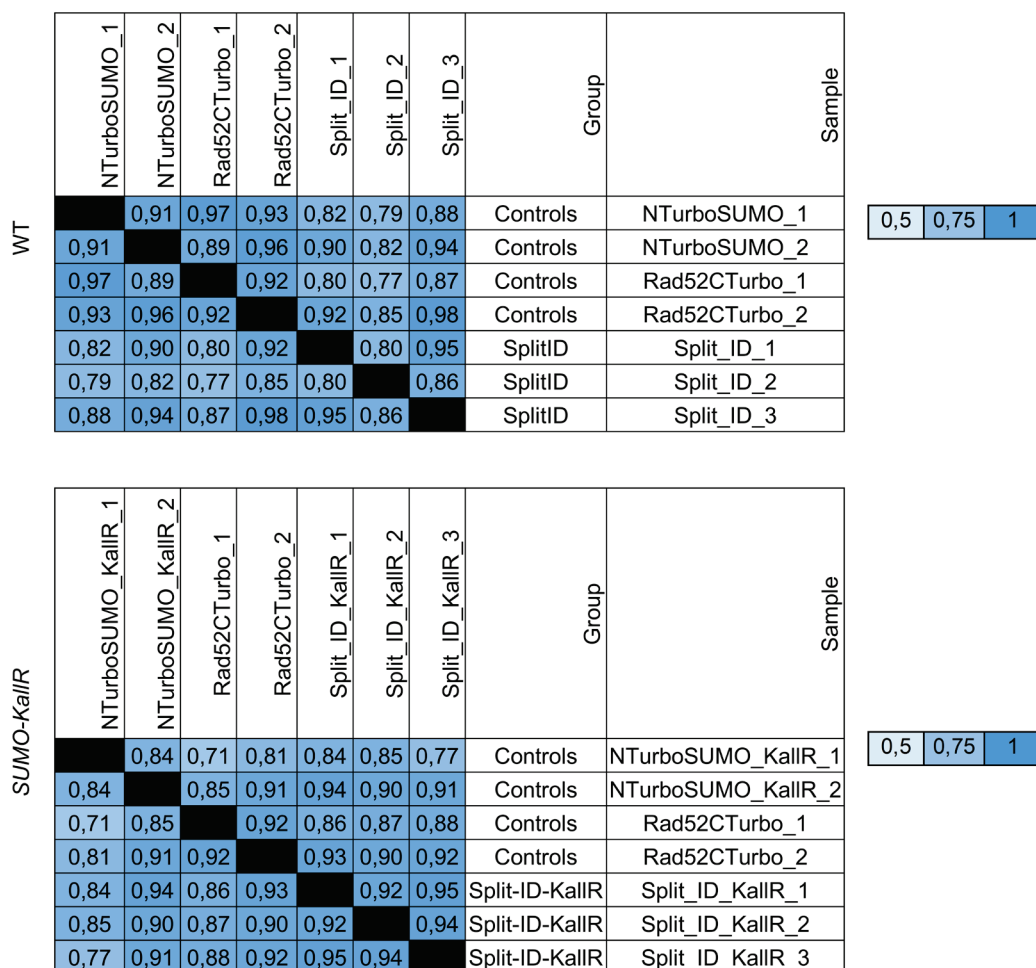

b

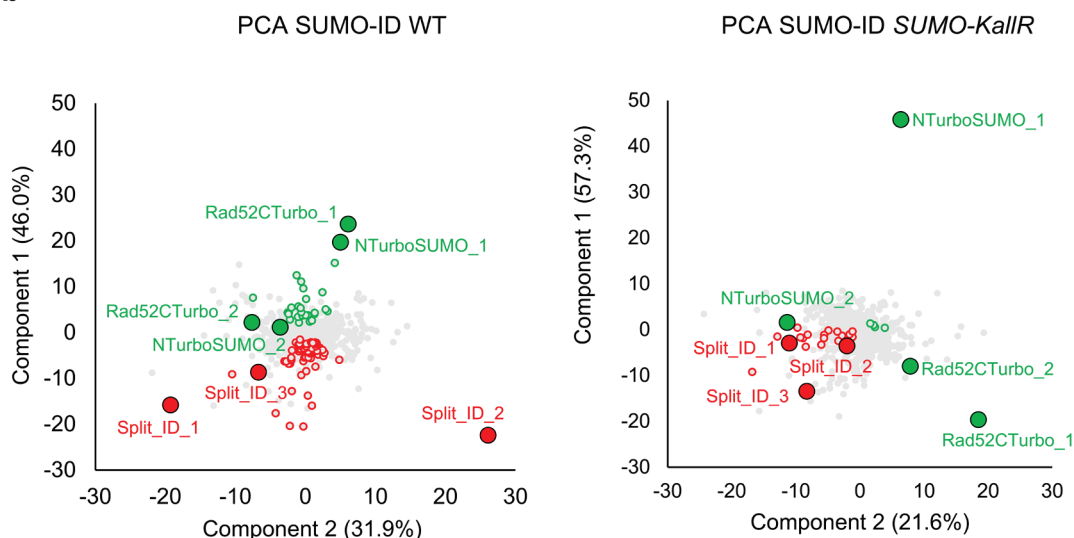

Supplementary Figure 11: Reproducibility analyses (related to Fig. 4). **a** Protein log₂ intensity Pearson correlation coefficient matrix for independent biological replicates of the SUMO-ID (WT) and SUMO-KallR-ID (*SUMO-KallR*) proteomic analyses. **b** Protein log₂ intensity principal component analysis plot for independent biological replicates of the SUMO-ID (WT) and SUMO-KallR-ID (*SUMO-KallR*) proteomic analyses. Small gray points indicate each protein's resultant cluster. Large, black-contoured colored

points indicate each sample's resultant cluster. Color-contoured protein clusters indicate proteins for which a significant change was observed in either the Split-ID (red) or the Control (green) group.

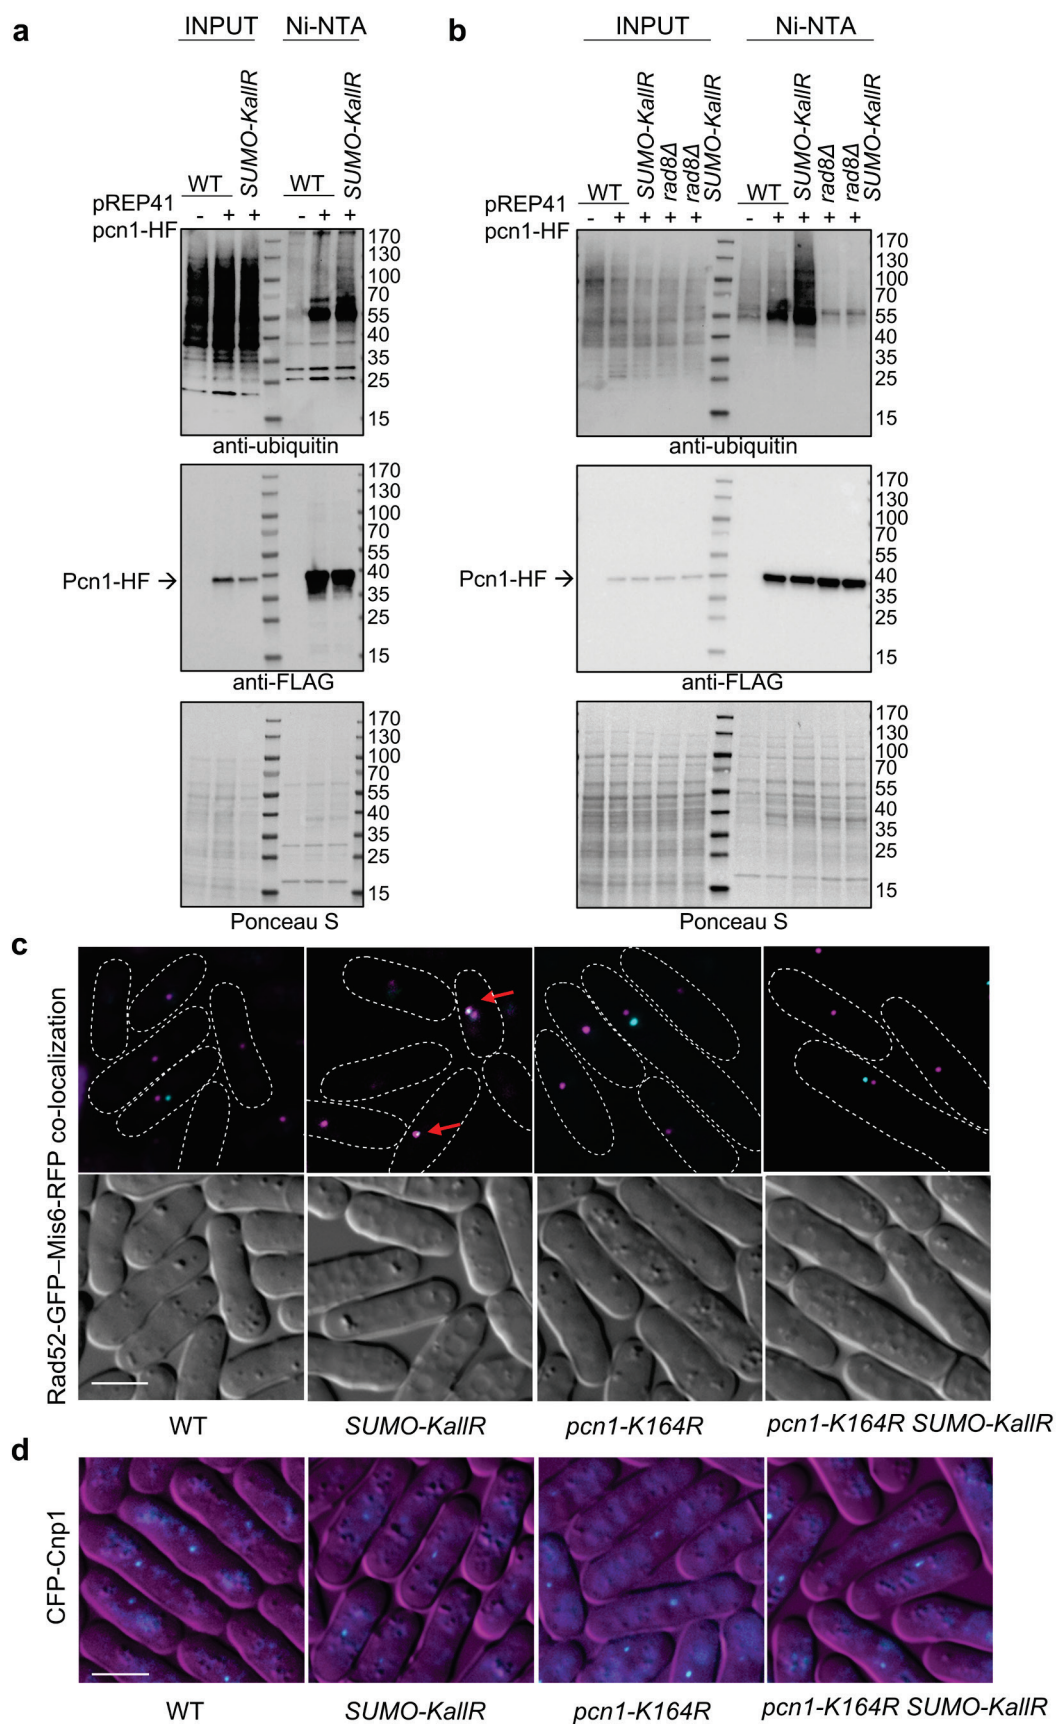

Supplementary Figure 12: Rad8-dependent polyubiquitination of PCNA is increased upon SUMO chains loss (related to Fig. 6). **a-b** Ni-NTA-pulldown of Pcn1-HF from indicated strains. WT transformed with empty p41 was included as specificity control. Upper panel was probed against ubiquitin, then membranes were stripped and developed against anti-Flag to visualize precipitated Pcn1-HF. Ponceau S is presented to show protein loading. Molecular weight marked alongside the marker in kDa. **c** Examples of live cell imaging of logarithmically growing cells expressing endogenous Rad52-GFP and Mis6-RFP to analyse co-localization between two proteins in indicated strains. Red arrows mark colocalization events. Scale bar = 5 μ m. **d** Examples of live cell imaging of logarithmically growing cells expressing endogenous CFP-Cnp1 fusion protein in indicated strains. Scale bar = 5 μ m.

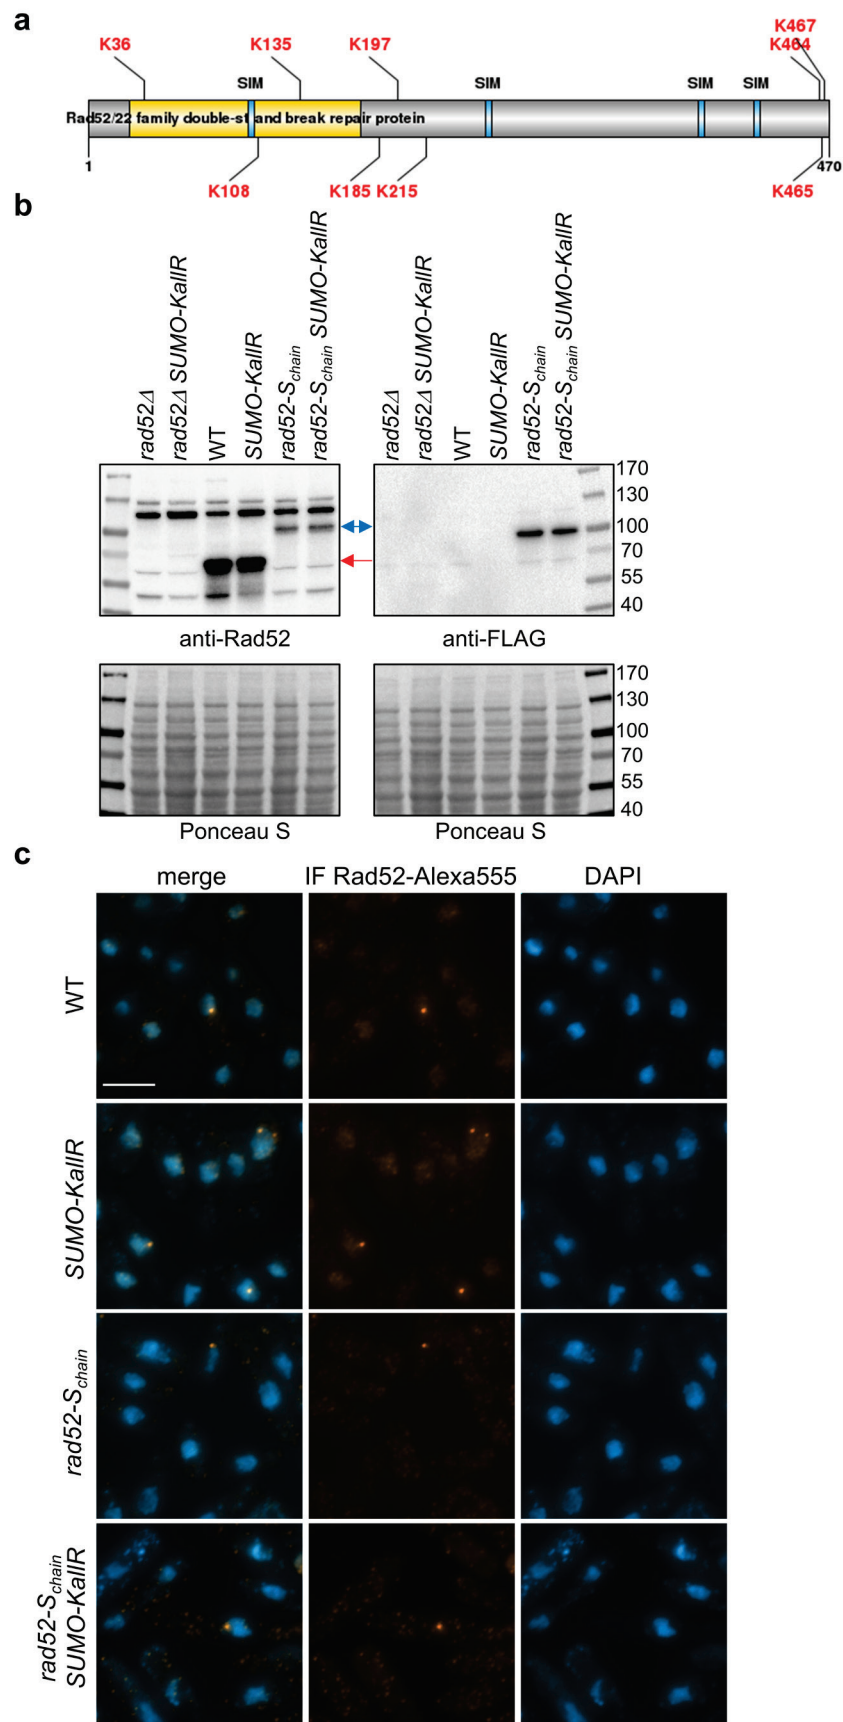

Supplementary Figure 13: PolySUMOylation of Rad52 restrict centromeric recombination (related to Fig. 7). **a** Bioinformatics analysis of Rad52 sequence with GPS SUMO 2.0. Potential SUMOylated lysines and

putative SUMO Interacting Motifs (SIMs) are marked. **b** Western blot analysis showing stable integration of SUMOchain onto endogenous Rad52. Left panel – protein samples developed with anti-Rad52 antibody. Blue arrows mark Rad52-Schain, red arrow marks unmodified Rad52 in control strains. Right panel – same samples developed with anti-Flag antibodies. A Ponceau S stain blot was included to show protein loading. Molecular weight marked alongside the marker in kDa. **c** Example of immunofluorescence images of logarithmic strains containing either Rad52-6His-3Flag (Rad52-HF) or Rad52-SUMOchain-6His-3Flag (Rad52-S_{chain}) probed with anti-Flag (primary) and anti-Rabbit Alexa Fluor 555 (secondary) antibody. Chromatin was stained with DAPI fluorescent dye. Scale bar = 5 μ m.

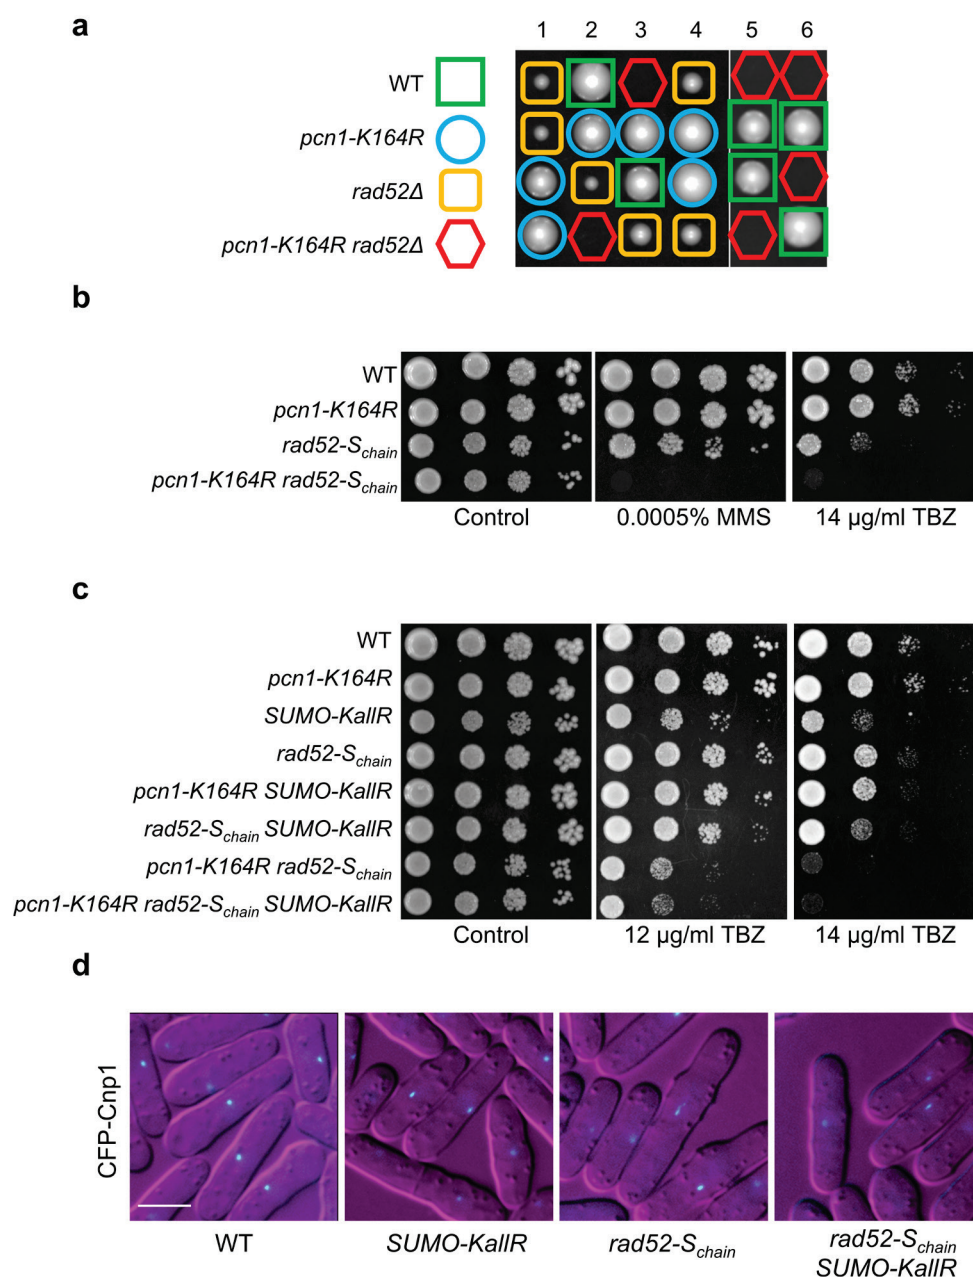

Supplementary Figure 14: Genetic interactions between *pcn1-K164R* and *rad52+* alleles. **a Tetrad dissection profile of *pcn1-K164R rad52Δ*. The double mutant is lethal. **b** Analysis of genetic interaction between *pcn1-K164R* and *rad52-S_{chain}*. Ten-fold serial dilution of exponential cultures were dropped on**

YES agar plates containing MMS or TBZ in specific concentration. **c** Analysis of genetic interaction between *pcn1-K164R* and *rad52-S_{chain}* in regard of *SUMO-KallR* mutation. Ten-fold serial dilution of exponential cultures were dropped on YES agar plates containing TBZ in specific concentration. **d** Examples of CFP-Cnp1 live cell imaging in indicated mutants. Scale bar = 5 μ m.

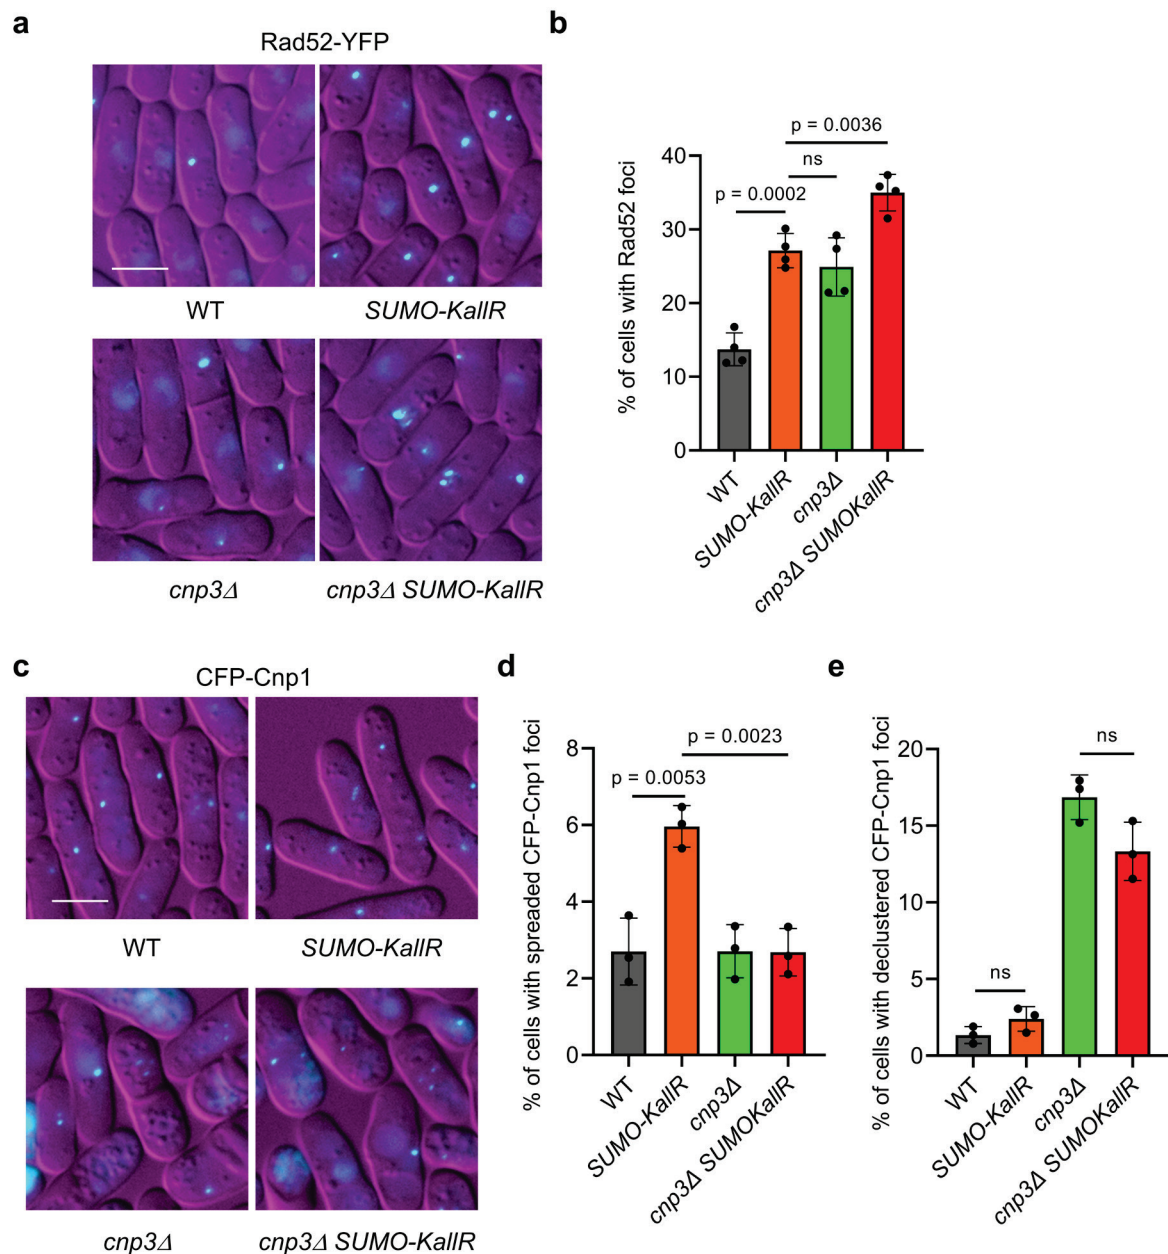

Supplementary Figure 15: Cnp3 inner kinetochore protein might be responsible for disorganization of Cnp1 in *SUMO-KallR* mutant. **a** Example of fluorescence images of logarithmically growing cells expressing endogenous Rad52-YFP in indicated strains. Scale bar = 5 μ m. **b** % of cells forming Rad52-YFP foci in indicated strains. Dots represent values obtained from 4 independent biological experiments. Error bars show the standard deviation (SD) about the mean values. At least 500 cells were analysed for each strain per single experiment. Two-sided Student's *t*-test was used to calculate the *p* values. **c** Examples of CFP-Cnp1 live cell imaging in indicated mutants. Scale bar = 5 μ m. **d** % quantification of cells

forming spreaded Cnp1 foci in indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, at least 500 cells were analysed for each strain. Error bars show the SD about the mean values. Two-sided Student's *t*-test was used to calculate the *p* values. **e** % quantification of cells with declustered Cnp1 foci in indicated strains. Dots represent values obtained from 3 independent biological experiments. In all, at least 500 cells were analysed for each strain. Error bars show the SD about the mean values. Two-sided Student's *t*-test was used to calculate the *p* values.

Supplementary Table 1: Strains and plasmids used in this study

Strain number	Genotype	Source
IDN1	<i>ade6-704 leu1-32 ura4-D18, h+</i>	S. Lambert
IDN21	<i>ade6-704 leu1-32 ura4-D18 pmt3::ura4-Kan, h+</i>	S. Lambert
IDN228	<i>ade6-704 leu1-32 ura4-D18 pmt3-KallR, h+</i>	this study
IDN76	<i>ade6-704 leu1-32 ura4-D18 ssb3-YFP:Nat, h+</i>	this study
IDN80	<i>ade6-704 leu1-32 ura4-D18 ssb3-YFP:Nat pmt3::ura4-Kan, h?</i>	this study
IDN98	<i>ade6-704 leu1-32 ura4-D18 ssb3-YFP:Nat pmt3-KallR, h?</i>	this study
IDN67	<i>ade6-704 leu1-32 ura4-D18 rad52-YFP:Kan, h-</i>	S. Lambert
IDN95	<i>ade6-704 leu1-32 ura4-D18 rad52-YFP:Kan pmt3::ura4-Kan, h?</i>	this study
IDN373	<i>ade6-704 leu1-32 ura4-D18 rad52-YFP:Kan pmt3-KallR, h?</i>	this study
IDN134	<i>ade6-704 his3-D1 leu1-32 ura4-D18 chk1-HA, h?</i>	D. Dziadkowiec
IDN136	<i>ade6-704 his3-D1 leu1-32 ura4-D18 chk1-HA pmt3::ura4-Kan, h?</i>	this study
IDN138	<i>ade6-704 his3-D1 leu1-32 ura4-D18 chk1-HA pmt3-KallR, h?</i>	this study
IDN438	<i>ura4-aim ura4::ADH1-dmNK:Nat-ADH1-hENT1, h+</i>	S. Lambert
IDN450	<i>ura4-aim ura4::ADH1-dmNK:Nat-ADH1-hENT1, pmt3-KallR h?</i>	this study
IDN204	<i>ade6-704 leu1-32 ura4-D18 rad51::Kan, h?</i>	S. Lambert
IDN205	<i>ade6-704 leu1-32 ura4-D18 rad51::Kan pmt3-KallR, h+</i>	this study
IDN340	<i>ade6-704 leu1-32 ura4-D18 rad52::Kan, h?</i>	S. Lambert
IDN229	<i>ade6-704 leu1-32 ura4-D18 rad52::Kan pmt3-KallR, h+</i>	this study
IDN310	<i>ade6-704 leu1-32 ura4-D18 mis6-2mRFP:Hph ssb3-YFP:Nat, h?</i>	this study
IDN312	<i>ade6-704 leu1-32 ura4-D18 mis6-2mRFP:Hph ssb3-YFP:Nat pmt3-KallR, h?</i>	this study
IDN66	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan, h+</i>	D. Dziadkowiec
IDN104	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan pmt3-KallR, h?</i>	this study
IDN466	<i>ade6-704 leu1-32 ura4-D18 slx8-29:Hph</i>	S. Lambert
IDN467	<i>ade6-704 leu1-32 ura4-D18 slx8-29:Hph pmt3-KallR</i>	this study
IDN516	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan slx8-29:Hph</i>	this study
IDN518	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan slx8-29:Hph pmt3-KallR</i>	this study

IDN177	<i>ade6-704 leu1-32 ura4-D18 rad52-YFP:Kan sad1-dsRed:leu2, h-</i>	this study
IDN197	<i>ade6-704 leu1-32 ura4-D18 rad52-YFP:Kan sad1-dsRed:leu2 pmt3-KallR, h?</i>	this study
IDN273	<i>ade6-704 leu1-32 ura4-D18 loxP:rad51_R152A-R324A-K334A:loxM3, h?</i>	S. Lambert
IDN274	<i>ade6-704 leu1-32 ura4-D18 loxP:rad51_R152A-R324A-K334A:loxM3 pmt3-KallR</i>	this study
IDN386	<i>ade6-D leu1-32 ura4-D18 imr1L(Hp:ade6B) imr1R(Hp:ade6X), h?</i>	T. Nakagawa
IDN388	<i>ade6-D leu1-32 ura4-D18 imr1L(Hp:ade6B) imr1R(Hp:ade6X) pmt3-KallR, h?</i>	this study
IDN270	<i>his3-D1 leu1-32 ura4-D18 ade6- L469 int::pUC8/his3+/ade6-M375, h+</i>	D. Dziadkowiec
IDN292	<i>his3-D1 leu1-32 ura4-D18 ade6- L469 int::pUC8/his3+/ade6-M375 pmt3-KallR, h?</i>	this study
IDN198	<i>ade6-704 leu1-32 ura4-D18 rad52-12Pk-TurboID(79-320):ADH1:Kan, h+</i>	this study
IDN362	<i>ade6-704 leu1-32 ura4-D18 rad52-12Pk-TurboID(79-320):ADH1:Kan pmt3-KallR</i>	this study
IDN69	<i>ade6-216 his7-366 leu1-32 ura4-DS/E otr1(SphI)::ura4, h+</i>	S. Lambert
IDN70	<i>ade6-216 his7-366 leu1-32 ura4-DS/E swi6::Kan otr1(SphI)::ura4, h+</i>	this study
IDN145	<i>ade6-216 or ade6-704 leu1-32 ura4-DS/E or ura4-D18 otr1(SphI)::ura4, h?</i>	this study
IDN148	<i>ade6-216 or ade6-704 leu1-32 ura4-DS/E or ura4-D18 swi6::Kan otr1(SphI)::ura4, h?</i>	this study
IDN153	<i>ade6-216 or ade6-704 leu1-32 ura4-DS/E or ura4-D18 otr1(SphI)::ura4 pmt3-KallR, h?</i>	this study
IDN154	<i>ade6-216 or ade6-704 leu1-32 ura4-DS/E or ura4-D18 swi6::Kan otr1(SphI)::ura4 pmt3-KallR, h?</i>	this study
IDN271	<i>ade6-DN/N leu1-32 ura4-D18 otr1R(SphI)::ade6, h+</i>	D. Dziadkowiec
IDN272	<i>ade6-DN/N leu1-32 ura4-D18 swi6::Nat otr1R(SphI)::ade6, h+</i>	D. Dziadkowiec
IDN286	<i>ade6-704 lub ade6-DN/N leu1-32 ura4-D18 otr1R(SphI)::ade6, h?</i>	this study
IDN288	<i>ade6-704 lub ade6-DN/N leu1-32 ura4-D18 otr1R(SphI)::ade6 pmt3-KallR, h?</i>	this study
IDN282	<i>ade6-704 lub ade6-DN/N leu1-32 ura4-D18 swi6::Nat otr1R(SphI)::ade6, h?</i>	this study
IDN284	<i>ade6-704 lub ade6-DN/N leu1-32 ura4-D18 swi6::Nat otr1R(SphI)::ade6 pmt3-KallR, h?</i>	this study
IDN520	<i>ade6-704 leu1-32 ura4-D18 pli1::Hph h+</i>	this study
IDN24	<i>ade6-704 leu1-32 t-ura4-SD20<ori (RTS1) nmt41:rtf1:sup35 nse2_RING::Hph (deletion of 56 aminoacids from C-terminus) h-</i>	S. Lambert

IDN470	<i>ade6-704 leu1-32 ura4-D18 pcn1-K164R h?</i>	S. Lambert
IDN486	<i>ade6-704 leu1-32 ura4-D18 pcn1-K164R pmt3-KallR h?</i>	this study
IDN574	<i>ade6-704 leu1-32 ura4-D18 rad8::Hph h?</i>	S. Lambert
IDN575	<i>ade6-704 leu1-32 ura4-D18 rad8::Hph pmt3-KallR h?</i>	this study
IDN565	<i>ade6-704 leu1-32 ura4-D18 rev1::Kan h?</i>	S. Lambert
IDN566	<i>ade6-704 leu1-32 ura4-D18 rev1::Kan pmt3-KallR h?</i>	this study
IDN568	<i>ade6-704 leu1-32 ura4-D18 rev3::Hph h?</i>	S. Lambert
IDN569	<i>ade6-704 leu1-32 ura4-D18 rev3::Hph pmt3-KallR h?</i>	this study
IDN556	<i>ade6-D leu1-32 ura4-D18 imr1L(Hp:ade6B) imr1R(Hp:ade6X) pcn1-K164R h?</i>	this study
IDN557	<i>ade6-D leu1-32 ura4-D18 imr1L(Hp:ade6B) imr1R(Hp:ade6X) pcn1-K164R pmt3-KallR h?</i>	this study
IDN607	<i>ade6-704 leu1-32 ura4-D18 mis6-2mRFP:Hph rad52-GFP:Kan pcn1-K164R h?</i>	this study
IDN609	<i>ade6-704 leu1-32 ura4-D18 mis6-2mRFP:Hph rad52-GFP:Kan pcn1-K164R pmt3-KallR h?</i>	this study
IDN626	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan pcn1-K164R h?</i>	this study
IDN612	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan pcn1-K164R pmt3-KallR h?</i>	this study
IDN592	<i>ade6-704 leu1-32 ura4-D18 rad52-4xpmt3-6his-3flag:Hph h?</i>	this study
IDN594	<i>ade6-704 leu1-32 ura4-D18 rad52-4xpmt3-6his-3flag:Hph pmt3-KallR h?</i>	this study
IDN602	<i>ade6-D leu1-32 ura4-D18 imr1L(Hp:ade6B) imr1R(Hp:ade6X) rad52-4xpmt3-6his-3flag:Hph h?</i>	this study
IDN603	<i>ade6-D ura4-D18 imr1L(Hp:ade6B) imr1R(Hp:ade6X) rad52-4xpmt3-6his-3flag:Hph pmt3-KallR h?</i>	this study
IDN641	<i>ade6-704 rad52-6his-3flag:kanMX6 h-</i>	this study
IDN642	<i>leu1-32 ura4-D18 rad52-6his-3flag:kanMX6 pmt3-KallR h+</i>	this study
IDN622	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan rad52-4xpmt3-6his-3flag:Hph h-</i>	this study
IDN624	<i>ade6-704 leu1-32 ura4-D18 CFP-cnp1:Kan rad52-4xpmt3-6his-3flag:Hph pmt3-KallR h-</i>	this study
IDN586	<i>ade6-704 lub ade6-M216 leu1-32 ura4-D18 cnp3::Kan rad52-YFP:Kan h?</i>	this study
IDN588	<i>ade6-704 lub ade6-M216 leu1-32 ura4-D18 cnp3::Kan rad52-YFP:Kan pmt3-KallR h?</i>	this study
IDN613	<i>ade6-704 lub ade6-M216 leu1-32 ura4-D18 CFP-cnp1:Kan cnp3::Kan h?</i>	this study
IDN614	<i>ade6-704 lub ade6-M216 leu1-32 ura4-D18 CFP-cnp1:Kan cnp3::Kan pmt3-KallR h?</i>	this study
IDN660	<i>ade6-704 leu1-32 ura4-D18 rad52-6his-3flag:kanMX6 pli1::Hph h?</i>	this study
IDN670	<i>leu1-32 ura4-D18 nmt41:rtf1:sup35 rad52-6his-3flag:kanMX6 nse2_RING::Hph h?</i>	this study

IDN677	<i>ade6-704 leu1-32 ura4-D18 pcn1-K164R rad52-4xpmt3-6his-3flag:Hph h?</i>	this study
IDN678	<i>ade6-704 leu1-32 ura4-D18 pcn1-K164R rad52-4xpmt3-6his-3flag:Hph pmt3-KallR h?</i>	this study
JC1315	<i>MATa ade2-1 can1-100 ura3-1 his3-11,15 leu2-3,112 trp1-1 RAD5 SCC1-9PK-TRP1 (S. cerevisiae)</i>	J. Cobb
IDN_P13	<i>pREP41-MSC+</i>	Addgene 52690
IDN_P56	<i>pREP41-nmt41-6HA-TurboID(1-78)-pmt3</i>	this study
IDN_P75	<i>pREP41-nmt41-6HA-NTurboID(1-78)-pmt3-KallR</i>	this study
IDN_P67	<i>pFA6a-12Pk-CTurbo (79-320)-KanMX6</i>	this study
IDN_P74	<i>pREP41-nmt41-6his-3flag-pcn1</i>	this study
IDN_P82	<i>pREP41-nmt41-6his-3flag-pcn1-K164R</i>	this study
IDN_P85	<i>pREP41-3flag</i>	this study
IDN_P77	<i>pFA6a-4xpmt3-6his-3flag-hphMX6</i>	this study

Supplementary Table 2: Primers used in this study

Primer name	Sequence (5'-3')	Experiment
II50_F	CACCGCAGTTCTACGTATCCT	ChIP (Control locus on ChrII)
II50_R	CGATGTAACGGTATGCGGTA	ChIP (Control locus on ChrII)
cnt_F	CAACCGTTGCAACTTACATCAGCA	CFP-cnp1, Rad52-YFP, and Rad51 ChIP
cnt_R	CCGGTCGCCAAATAGCAATGAGAT	CFP-cnp1, Rad52-YFP, and Rad51 ChIP
dg_F	TACCGTGATTAGCCTTACTCCGCA	CFP-cnp1, Rad52-YFP, and Rad51 ChIP
dg_R	ACCGCAAGATAGAGTAGGATGGGT	CFP-cnp1, Rad52-YFP, and Rad51 ChIP
act1_F	CGCCGAACGTGAAATTGTCGTGA	ChIP (Control locus)
act1_R	AAGGGAGGAAGATTGAGCAGCAGT	ChIP (Control locus)
qPCR_ura4_F	CTCTTTGGCTACTGGTTCCTAC	<i>otr1(SphI)::ura4</i> transcription
qPCR_ura4_R	GGAAATCGACGACCAGCTATAA	<i>otr1(SphI)::ura4</i> transcription
ura4-DS/E_F	GGCTCTTTGGCTACTGGTTC	endogenous <i>ura4</i> deletion check
ura4-DS/E_R	GGGACATAGTTATGTAGTCGC	endogenous <i>ura4</i> deletion check

# Supplementary material for: PolySUMOylation of PCNA and Rad52 restricts centromeric recombination in fission yeast
**Source:** Nat Commun. 2025 Dec 2;16:10837. doi: 10.1038/s41467-025-65862-1
**Supplement:** Supplementary file 2 — Description of Additonal Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1

Description: All data generated by mass spectrometry SUMO-ID assay for WT and SUMO-KallR background. Description of exact sheets included within the Excel file.

# Supplementary material for: PolySUMOylation of PCNA and Rad52 restricts centromeric recombination in fission yeast
**Source:** Nat Commun. 2025 Dec 2;16:10837. doi: 10.1038/s41467-025-65862-1
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	ZEN Microscope Software, Bio-Rad Maestro CFX 1.1, Bio-rad Image-Lab (for Chemidoc MP), InCyte 2.7 (for Guava easyCyte flow cytometry), MassLynx v4.2 (Waters) for mass spectrometry data acquisition
Data analysis	ImageJ, Graphpad Prism 9, MS Office, Corel Draw, Python, Progenesis QiP v4.2.7 for mass spectrometry data processing and analysis, Perseus for mass spectrometry data statistical analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ChIP-seq dataset was deposited to GEO: GSE276805, public access

Mass spectrometry data were deposited to PRIDE under accession numbers: project doi: 10.6019/PXD055556, reviewer login: , password: 6z4ZZgJ0tmYG

The source data for all main figures and supplementary figures are provided as a Source Data file in MS Excel. Spreadsheets for all the graphical representations are submitted as source data in excel files (.xls format).

All relevant data are available and further information and requests for reagents and resources will be fulfilled by Dr. Karol Kramarz ().

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were utilized to predetermine sample size, because this study did not include animal models or human participants. Sample size was based on standards in the field and to obtain statistical significance and reproducibility, typically at least three biological replicates were performed.
Data exclusions	No data were excluded from analysis.
Replication	Most of experimental findings were reproduced three times and are presented as single values for all the plots. ChIP-seq analysis of CFP-Cnp1 binding across chromosome was done once, because obtained readouts were robust and the profile obtained by NGS was confirmed by standard ChIP-qPCR analysis and live cell imaging of CFP-Cnp1.
Randomization	No randomization was done. This study did not involve animals or human participants. Samples were grouped based on treatment and genotype. Relevant controls were included in all experiments.
Blinding	No blinded group allocation, because of the nature of biological samples and type of experiments performed.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

Antibodies were used as follows:

Anti-SUMO (Pmt3), non-commercial, polyclonal, produced by Agro-Bio company in rabbit, a gift from Dr. Sarah Lambert, dilution for WB: 1:2000
 Anti-ubiquitin (P4D1, Santa Cruz, sc-8017) WB dilution 1:500
 Anti-Flag (Sigma-Aldrich, F7425) WB dilution: 1:2000, IF 1:300
 Anti-Rad51 (Abcam, ab63799) WB dilution 1:5000, IF 1:300, ChIP:1:150
 Anti-GFP (Invitrogen A11122) ChIP 1:150, WB 1:1000
 Anti-H3 (Abcam, ab1791) WB 1:1000
 Anti-HA (Sigma-Aldrich, H6908) WB 1:3000
 Anti-PK/V5 (Bio-Rad, MCA1360G) WB: 1:3000
 Anti-biotin (Rockland 200-301-098) WB: 1:3000
 Anti-Rad52 (BioAcademia, 63-003) WB 1:3000
 Normal Rabbit IgG (Cell signaling technology, 2729) ChIP 1:150
 anti-Rabbit Alexa Fluor 555 (Invitrogen, A21428) IF: 1:2000

Validation

Antibodies were validated against strains that do not expressed relevant epitopes, where applicable.

anti-SUMO: Schirmeisen K, Naiman K, Fréon K, Besse L, Chakraborty S, Saada AA, Carr AM, Kramarz K, Lambert SAE. SUMO protease and proteasome recruitment at the nuclear periphery differently affect replication dynamics at arrested forks. *Nucleic Acids Res.* 2024 doi: 10.1093/nar/gkae526.

anti-ubiquitin: Chen ZJ, Parent L, Maniatis T. Site-specific phosphorylation of IkappaBalpha by a novel ubiquitination-dependent protein kinase activity. *Cell.* 1996 84(6):853-62. doi: 10.1016/s0092-8674(00)81064-8

anti-Flag: Koumoundourou A, Rannap M, De Bruyckere E, Nestel S, Reissner C, Egorov AV, Liu P, Missler M, Heimrich B, Draguhn A, Britsch S. Regulation of hippocampal mossy fiber-CA3 synapse function by a Bcl11b/C1ql2/Nrxn3(25b+) pathway. *Elife.* 2024 Feb 15;12:RP89854. doi: 10.7554/eLife.89854. PMID: 38358390; PMCID: PMC10942602.

anti-Rad51: Telomerase Repairs Collapsed Replication Forks at Telomeres. *Cell Rep.* 2020 Mar 10;30(10):3312-3322.e3. doi: 10.1016/j.celrep.2020.02.065. PMID: 32160539.

anti-GFP: Choi ES, Cheon Y, Kang K, Lee D. The Ino80 complex mediates epigenetic centromere propagation via active removal of histone H3. *Nat Commun.* 2017 Sep 13;8(1):529. doi: 10.1038/s41467-017-00704-3. PMID: 28904333; PMCID: PMC5597579.

anti-H3: Lee HS, Bang I, You J, Jeong TK, Kim CR, Hwang M, Kim JS, Baek SH, Song JJ, Choi HJ. Molecular basis for PHF7-mediated ubiquitination of histone H3. *Genes Dev.* 2023 Dec 26;37(21-24):984-997. doi: 10.1101/gad.350989.123. PMID: 37993255; PMCID: PMC10760634.

anti-HA: O'Donovan KJ, Diedler J, Couture GC, Fak JJ, Darnell RB. The onconeural antigen cdr2 is a novel APC/C target that acts in mitosis to regulate c-myc target genes in mammalian tumor cells. *PLoS One.* 2010 Apr 7;5(4):e10045. doi: 10.1371/journal.pone.0010045.

anti-PK/V5: Ng MY, Wang M, Casey PJ, Gan YH, Hagen T. Activation of MAPK/ERK signaling by Burkholderia pseudomallei cycle inhibiting factor (Cif). *PLoS One.* 2017 Feb 6;12(2):e0171464. doi: 10.1371/journal.pone.0171464.

anti-biotin: George J, Li Y, Kadamberi IP, Parashar D, Tsaih SW, Gupta P, Geethadevi A, Chen C, Ghosh C, Sun Y, Mittal S, Ramchandran R, Rui H, Lopez-Berestein G, Rodriguez-Aguayo C, Leone G, Rader JS, Sood AK, Dey M, Pradeep S, Chaluvaly-Raghavan P. RNA-binding protein FXR1 drives cMYC translation by recruiting eIF4F complex to the translation start site. *Cell Rep.* 2021 Nov 2;37(5):109934. doi: 10.1016/j.celrep.2021.109934. Erratum in: *Cell Rep.* 2023 Mar 28;42(3):112228. doi: 10.1016/j.celrep.2023.112228.

anti-Rad52: Kishkevich A, Tamang S, Nguyen MO, Oehler J, Bulmaga E, Andreadis C, Morrow CA, Jalan M, Osman F, Whitby MC. Rad52's DNA annealing activity drives template switching associated with restarted DNA replication. *Nat Commun.* 2022 Nov 26;13(1):7293. doi: 10.1038/s41467-022-35060-4.

Normal Rabbit IgG: Hu H, Ji Q, Song M, Ren J, Liu Z, Wang Z, Liu X, Yan K, Hu J, Jing Y, Wang S, Zhang W, Liu GH, Qu J. ZKSCAN3 counteracts cellular senescence by stabilizing heterochromatin. *Nucleic Acids Res.* 2020 Jun 19;48(11):6001-6018. doi: 10.1093/nar/gkaa425

anti-Rabbit Alexa Fluor 555: Liang K, Zhang M, Liang J, Zuo X, Jia X, Shan J, Li Z, Yu J, Xuan Z, Luo L, Zhao H, Gan S, Liu D, Qin Q, Wang Q. M1-type polarized macrophage contributes to brain damage through CXCR3.2/CXCL11 pathways after RGNNV infection in grouper. *Virulence.* 2024 Dec;15(1):2355971. doi: 10.1080/21505594.2024.2355971.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276805
Files in database submission	RAW FILES file name untagged_IP_R1.fq.gz untagged_INP_R1.fq.gz WT_CFP-cnp1_IP_R1.fq.gz WT_CFP-cnp1_INP_R1.fq.gz SUMO-KallR_CFP-cnp1_IP_R1.fq.gz SUMO-KallR_CFP-cnp1_INP_R1.fq.gz untagged_IP_R2.fq.gz untagged_INP_R2.fq.gz WT_CFP-cnp1_IP_R2.fq.gz WT_CFP-cnp1_INP_R2.fq.gz SUMO-KallR_CFP-cnp1_IP_R2.fq.gz SUMO-KallR_CFP-cnp1_INP_R2.fq.gz PROCESSED DATA FILES file name untagged_IP_pvalue.bw untagged_INP.bigWig WT_CFP-cnp1_IP_pvalue.bw WT_CFP-cnp1_INP.bigWig SUMO-KallR_CFP-cnp1_IP_pvalue.bw SUMO-KallR_CFP-cnp1_INP.bigWig untagged_IP_pvalue.narrowPeak WT_CFP-cnp1_IP_pvalue.narrowPeak SUMO-KallR_CFP-cnp1_IP_pvalue.narrowPeak SRA untagged, ChIP: SRX26039752 untagged, Input: SRX26039753 WT_CFP-cnp1, ChIP: SRX26039754 WT_CFP-cnp1, Input: SRX26039755 SUMO-KallR_CFP-cnp1, ChIP: SRX26039756 SUMO-KallR_CFP-cnp1, Input: SRX26039757

Genome browser session
(e.g. [UCSC](#))

no longer applicable

Methodology

Replicates	Number of replicates: 1. We are working on a small fission yeast genome which means the sequencing depth is very high. The ChIP-seq data are supported by other experimental results, including standard ChIP-qPCR on CFP-Cnp1 and fluorescent microscopy of CFP-Cnp1.
Sequencing depth	Total number of reads: 21543648 (untagged_IP_R1.fq.gz); 21543648 (untagged_IP_R2.fq.gz); 15562127 (untagged_INP_R1.fq.gz); 15562127 (untagged_INP_R2.fq.gz); 17222354 (WT_CFP-cnp1_IP_R1.fq.gz); 17222354 (WT_CFP-cnp1_IP_R2.fq.gz); 19819382 (WT_CFP-cnp1_IP_R1.fq.gz); 19819382 (WT_CFP-cnp1_IP_R2.fq.gz); 21037023 (SUMO-KallR_CFP-cnp1_IP_R1.fq.gz); 21037023 (SUMO-KallR_CFP-cnp1_IP_R2.fq.gz); 13809408 (SUMO-KallR_CFP-cnp1_IP_R1.fq.gz); 13809408 (SUMO-KallR_CFP-cnp1_IP_R2.fq.gz) Uniquely mapped reads to <i>S. pombe</i>: 20634370 (untagged_IP); 16273787 (untagged_INP); 16166467 (WT_CFP-cnp1_IP); 19874842 (WT_CFP-cnp1_INP); 20908005 (SUMO-KallR_CFP-cnp1_IP); 15567253 (SUMO-KallR_CFP-cnp1_INP) Length of reads: 150bp Paired-end
Antibodies	anti-GFP antibody (Invitrogen, A11122)
Peak calling parameters	macs3 callpeak --keep-dup all --mfold 1 50 --gsize 12590849 --nomodel --extsize 200 --format BAM -t IP.bam -c INP.bam
Data quality	Peaks: 961 (untagged_IP); 59 (WT_CFP-cnp1_IP); 1615 (SUMO-KallR_CFP-cnp1_IP)
Software	Raw sequencing data was quality controlled by Q30. Low-quality reads and adapter sequences were cut off using Cutadapt. Filtered reads were then mapped against the target genome (<i>S. pombe</i> assembly ASM294v2) and against the spike-in genome (<i>S. cerevisiae</i> S288C assembly SacCer3) using Bowtie2. Unmapped reads, rDNA regions, mitochondrial DNA and duplicates were filtered out using Samtools. Samtools was also used to count reads uniquely mapped to ASM294v2 and SacCer3, and these values were used to calculate the occupancy ratio value. Using MACS3, we computed the local bias by taking the maximum bias from surrounding 1kb, 10kb, the size of fragment length d, and the whole genome background. Finally, we combined and generated the maximum background noise, and scaled the ChIP and control to the same sequencing depth. Spike-in calibration was performed according to Hu et al. (2015). Peaks were called using MACS3 bdgpeakcall function. bigWig files were created using deepTools.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Flow cytometry analysis of DNA content was performed as follows: cells were fixed in 70 % ethanol and washed with 50 mM sodium citrate, digested with RNase A (Sigma-Aldrich, R5503) for 2h, stained with 1 μ M Sytox Green nucleic acid stain (Invitrogen, S7020) and subjected to flow cytometry using Guava easyCyte flow cytometer (Millipore).
Instrument	Guava easyCyte flow cytometer (Millipore)
Software	InCyte 2.7
Cell population abundance	5000 events/sample
Gating strategy	Forward and side scatter parameters (FSC and SSC) were verified to exclude cell debris and doublets as shown in Supplementary Figure 2a. Overall, less than 4% of cell population was excluded to remove noise signal at the boundaries of histograms of DNA content

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

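Calibrated ChIP-seq of CFP-Cnp1 was analysed in an untagged strain, in WT and in *SUMO-KallR* cells, with 1 ChIP library and 1 input library for each of the 3 strains, 6 libraries in all. The authors trimmed reads with Cutadapt, mapped them with Bowtie2 to ASM294v2 and to the budding yeast genome SacCer3, and used Samtools to remove unmapped reads, rDNA, mitochondrial DNA and duplicates. With MACS3 they took the maximum of local and genome-wide background, scaled ChIP and control to the same depth, calibrated by the spike-in reads and called peaks with *bdgpeakcall*. Versions of these tools are not given in the sources used here, and neither is the cutoff of *bdgpeakcall*. According to the labels, the deposited lists include a later, stricter removal of background, the details of which are not given in the sources used here. The effect of this step on the lists was not tested.

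The deposited lists give the start, end and summit of each peak and a score. The score was read, by the convention of MACS, as 10 times the highest −log10(*p*-value) in the peak and was divided by 10 to give the height, and no header in the lists states this. Peaks were called in each library by itself. A height depends on the depth of its library and input, so heights were described and ranked within a list. As alternatives, a common floor and a floor from the untagged heights were put on all lists, and these compare no amounts. The read numbers of the Reporting Summary give ratios of uniquely mapped ChIP to input reads of 1.27 for the untagged strain, 0.813 for WT and 1.34 for *SUMO-KallR*. Reads per peak are not in the lists, so no interval from read counts can be given for a height.

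The reference used here is ASM294v3. The bases other than N on its 3 chromosomes, 12571418, leave 19431 bp of the genome size of 12590849 that the authors gave MACS3, close to the 19433 bp of its mitochondrial genome, and all peaks end within its chromosomes. Positions of peaks and of sequence features were therefore used together. *cnt* was located from the primers of Table S2 and unique sequence, *imr* as the inverted repeat of at least 1000 bp and 95% identity beside it, and the outer end of the *otr* as the outermost stretch of at least 500 bp with 80% identity to the *dg* and *dh* unit, with BLAST+ 2.17.0. Overlaps of at least 1 bp counted. The uniqueness of a part is the share of start positions whose 150-base sequence, the length of a read, occurs once in the genome.

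Overlap shares outside the centromeres were set beside 1000 rotations, in which the peaks of each chromosome were shifted together by a random distance with the centromere taken out (seed 20). The plan named random placements of single peaks, which cannot be drawn without overlap where peaks cover most of a chromosome, and rotations took their place. A gene counted as under a peak when its body or the 300 bp upstream overlapped one. Covered lengths were counted by base and include the outside pieces of peaks that reach into a centromere. For genes and rotations, peaks that reach into a centromere were cut at its border and their outside pieces counted. This treatment was chosen after the first values had been seen, because genes beside the centromeres had otherwise been counted as free of peaks, and the gene class shares without these pieces are given with the alternatives. The gene classes, the parts of the centromeres, the alternatives apart from this one and a strict floor on all 3 lists for *SUMO-KallR* peaks without a partner, and the rule for named loci were fixed before the data were examined. The rule took the loci the paper names for CFP-Cnp1, the 10 highest peaks outside the centromeres of each list, the 20 highest *SUMO-KallR* peaks shared with neither other list, and up to 4 members of each class under the highest peaks. Rotations and random draws describe the overlap of lists, and no test of a difference between strains was made.

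On simulated data, the covered length was recovered for 15 of 15 parts. Of 100 simulated lists of 24 peaks with the widths of the WT peaks placed at random, 1 reached a share of tRNA genes that at most 50 of 1000 rotations reached, and all 100 lists with 12 of the 24 peaks put on tRNA genes did. The simulated peaks were placed without regard to the distance from a centromere, while 16 of the 24 WT peaks lay beside one. The rate of 1 in 100 therefore does not carry over to the WT list. Lists as dense as those of the untagged strain and *SUMO-KallR* were not simulated. The alternatives were a common height floor, the 95th percentile of the untagged heights as floor, merging of peaks closer than 500 bp, peaks of at least 300 bp, centromeres as 50 kb on each side of the midpoint of *cnt*, and other definitions of a shared peak. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9, bedtools 2.31.1 and samtools 1.23.1 were used. The ChIP-qPCR experiments and the input libraries were not analysed here.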

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

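The tests of CFP-Cnp1 on the arms, of the ratio of ChIP to input reads, of the copies of *imr* sequence and of the heights of the untagged peaks over the WT peaks beside centromere II were chosen only after the result was seen, and the last was changed 2 times, and its bounds set, with its values known.

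In *SUMO-KallR*, 20 of 1601 peaks outside the centromeres overlapped no peak of the untagged strain or of WT, at places the paper does not discuss. Their heights were 2.5 to 7.7, against a median of 15.8 for all *SUMO-KallR* peaks outside the centromeres. Rotations gave no single answer on their number, which depended on the treatment of peaks that reach into a centromere. The highest *SUMO-KallR* peak outside the centromeres, in the rDNA fragment at the right end of chromosome III, had a height of 693.4, in sequence that the paper's methods say was filtered out.

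Peaks covered most of the chromosome arms in the untagged strain and *SUMO-KallR* and little of them in WT. The untagged strain has no CFP-Cnp1, yet its covered share outside the centromeres was 103.0% of the *SUMO-KallR* share, so peaks along the arms do not need CFP-Cnp1. Coverage so close to complete cannot show whether CFP-Cnp1 adds to them in *SUMO-KallR*. A candidate explanation is the balance of ChIP and input reads, since the ratio was 0.813 in WT, 1.27 in the untagged strain and 1.34 in *SUMO-KallR*. The paper's methods describe scaling to the same depth before peaks were called, which would remove a difference in total reads. The lists do not show its outcome, so this stays open. A difference in the spike-in calibration or in the later removal of background also stays open, and neither was tested. A difference between the strains themselves was not tested, since no strain has a replicate.

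The highest WT peak outside the centromeres, with a height of 277.8, lay beside the *otr* of centromere II, at a place the paper does not discuss. Of the 5 WT peaks higher than 5 between an *otr* edge and 50 kb from the midpoint of *cnt*, 80.0% had their summit in a near-identical copy of central domain sequence, so reads from the central domain may have been placed there. Of these peaks, 0.0% held an untagged summit, which by the bound set beforehand counts against background, but untagged peaks with 1 summit each overlap all 5, so after the result was seen this was read as undecided. Of the 5, 20.0% (exact 95% binomial interval 0.505 to 71.6) lay under an untagged peak above the 95th percentile of the untagged list. By a bound of 25% this would exclude background of the antibody or of open chromatin. It cannot decide, because the height is that of an untagged summit outside the WT peak. The interval is wide and also takes the peaks as independent, although some share an untagged peak. Background therefore stays open, as does CFP-Cnp1 bound at the copies themselves, which was not tested.

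Untagged peaks in the *otr* included 26 above the 95th percentile of their list and 10 others. If reads shared between repeat copies made them high, the high peaks should hold less unique sequence than the others. The mean share of unique positions was 5.37 percentage points higher in the high peaks, with a resampling interval from -5.35 to 17.3. The medians went the other way, with 0.0% in the high peaks and 1.37% in the others. The difference cannot be told apart from no difference, and shared reads stay open. No biological explanation was tested for this pattern.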

How the results depend on the processing

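Of 55 comparisons of 14 results with another setting, 31 left the value within its interval, or a count within 1.5 times, and 24 moved it. The cause was not tested except where fewer or merged peaks follow from the setting itself. The tally does not measure robustness, since the common floor and the width setting removed few or no peaks. For covered shares the interval takes single bases as independent, so it is too narrow. With a floor at the 95th percentile of the untagged heights (48.3), the lists held 49 untagged, 29 WT and 38 *SUMO-KallR* peaks, of which 23, 3 and 24 lay outside the centromeres. Untagged peaks then covered 65.7% of the *otr* and 2.47% of the central domain and WT peaks 74.0% of the *otr*, while the *SUMO-KallR* share of the *otr* was 97.2% as before. With this floor on the *SUMO-KallR* list alone, 0 *SUMO-KallR* peaks outside the centromeres lacked an untagged or WT partner, and with it on all 3 lists, an alternative added after seeing the data, 7 did. With peaks closer than 500 bp merged, the lists held 340 untagged, 34 WT and 589 *SUMO-KallR* peaks, with 323 untagged and 586 *SUMO-KallR* peaks outside, and covered 91.4% (untagged), 90.0% (WT) and 100.0% (*SUMO-KallR*) of the *otr* and 100.0% of the central domain in WT and *SUMO-KallR*. With centromeres as 50 kb on each side of the midpoint of *cnt*, 8 WT peaks lay outside. *SUMO-KallR* peaks without a partner numbered 985 at a reciprocal overlap of 50%, where 38.5% overlapped an untagged peak, and 10 when a peak within 500 bp counted. The common floor of 2.0 and the width of at least 300 bp moved none of the results they were run on. They could hardly do so, as they left 959 and 960 of 961 untagged peaks. In WT they left 56 and 59 of 59 peaks, and in *SUMO-KallR* all 1615. The treatment of peaks that reach into a centromere was also varied only after seeing the data. Without their outside pieces, 38 of 42 gene class shares stayed within their binomial intervals, and 4 moved, to 90.5% (untagged) and 81.1% (*SUMO-KallR*) for tRNA genes and to 98.6% (untagged) and 98.2% (*SUMO-KallR*) for other protein-coding genes. Without them the share of *SUMO-KallR* peaks that overlapped an untagged peak was reached by 642 of 1000 rotations, and with them by all 1000. No paired analysis was possible because each strain has 1 library, and for the same reason no replicate could be left out. The lists give no reads per peak, so what depth limits cannot be computed from them.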

Differences from the paper's values

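The numbers of peaks in the 3 lists match those the paper gives in its Reporting Summary.

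The paper reports, from profiles drawn along whole chromosomes, that it detected no additional Cnp1 sites outside the centromeres. A count of called peaks is another measure than such a profile. The lists held 921 untagged, 24 WT and 1601 *SUMO-KallR* peaks outside the centromeres. Of the *SUMO-KallR* peaks, 1581 overlapped an untagged peak, 20 overlapped neither an untagged nor a WT peak, and 0 of the latter reached the 95th percentile of the untagged heights, the alternative floor set before the data were examined. With this floor on all 3 lists, an alternative added after seeing the data, 7 *SUMO-KallR* peaks overlapped neither. Heights depend on the library, so such a floor compares no amounts.

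The paper states that Cnp1 spreads into the entire *otr* in *SUMO-KallR* on each chromosome. The share of the *otr* under peaks was 97.2% in *SUMO-KallR*, and it was 83.4% in WT and 83.6% in the untagged strain. On chromosome I it was 98.1% in *SUMO-KallR*, 95.7% in WT and 88.0% in the untagged strain. On chromosome II it was 99.0% in *SUMO-KallR*, 93.7% in WT and 94.1% in the untagged strain, and on chromosome III 95.8%, 72.5% and 76.4%. Coverage leaves little room above the untagged strain. The paper's statement for each chromosome refers to −log10(*p*-value) profiles, of which the lists give only heights at summits. The Reporting Summary names such profiles of the ChIP libraries among the submitted data, and they were not used here. The paper also found more Cnp1 at *dg* by ChIP-qPCR, which was not analysed here. In the *otr* the median height was 187.4 over 8 summits in *SUMO-KallR*, 55.6 over 30 in WT and 62.9 over 36 in the untagged strain. The highest was 670.2, 216.6 and 251.8. The heights in *SUMO-KallR* are the larger ones, on the side of the paper's statement, but heights depend on the processing of each library and do not measure amounts. The depth of *SUMO-KallR* and the untagged strain was similar, with 20908005 and 20634370 uniquely mapped ChIP reads, while WT had 16166467. Outside the centromeres the median height was 15.8 in *SUMO-KallR* and 17.9 in the untagged strain. Each strain has 1 library, so the spread of such heights between libraries is unknown. A broad peak keeps only its highest summit, which can by itself raise a median. No *SUMO-KallR* summit fell in the *otr* of chromosome II, so the heights in the *otr* cannot decide the question.

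The paper states that rDNA was filtered out. The rDNA fragments at the ends of chromosome III held 13 untagged peaks and 16 *SUMO-KallR* peaks and 0 WT peaks.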

Other observations

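The positions of *otr* summits were compared between lists only after the result was seen.

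Of the 4 longest stretches without a peak in the untagged strain, 3 lay over the central domains, with 11925 bp on chromosome III, 11034 bp on chromosome I and 10559 bp on chromosome II. The other, on chromosome II from 31283 to 42118 over SPBC1348.11, SPBC1348.12 and ght7, which encodes a hexose transporter, was almost the same as the longest in *SUMO-KallR*, from 31260 to 42039. All 150-base sequences starting there occur once in the genome. Both lists also had a stretch without peaks at hsr1 on chromosome I, from 1952423 to 1957556 in the untagged strain and from 1951588 to 1957481 in *SUMO-KallR*.

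In the *otr*, 16 of 30 WT summits lay within 100 bp of an untagged summit, where 1000 draws of random positions in the same *otr* arms gave a mean of 2.70 and at most 10. In *SUMO-KallR*, 3 of 8 *otr* summits did, against a mean of 0.762 and at most 4. The draws took any position of an arm, also outside peaks, where no summit can lie. They are therefore easily exceeded and do not show why summits lie close together.

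The II50 amplicon of Table S2, on chromosome II from 2163760 to 2163847, lay under no peak in any of the 3 lists.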
